# Transcriptomic profiling of epigenetic regulators and metabolic reprogramming in human cholangiocarcinoma

**DOI:** 10.3389/fcell.2026.1765945

**Published:** 2026-06-04

**Authors:** Amaya Lopez-Pascual, Jasmin Elurbide, Emiliana Valbuena-Goiricelaya, M. Ujue Latasa, Elena Anaya, Elena Adan-Villaescusa, Borja Castelló-Uribe, Luz A. Martínez-Pérez, Iker Uriarte, Maria Arechederra, Sergio Ciordia, Fernando J. Corrales, Pavel Strnad, Sona Frankova, Eva Sticova, Ondrej Fabian, Leticia Colyn, Patricia Inacio, Juan Bayo, Meritxell Huch, Carmen Berasain, Maite G. Fernández-Barrena, Matías A. Avila

**Keywords:** cholangiocarcinoma, drug targets, epigenetics, metabolism, mouse models

## Abstract

**Background:**

Epigenetic alterations play an increasingly recognized role in carcinogenesis and in the development of resistance to anticancer therapies. Epigenetic enzymes (writers and erasers) and effectors (readers) are largely influenced by the availability of metabolites generated through one-carbon metabolism (OCM), the tricarboxylic acid (TCA) cycle, and acetyl-CoA synthesis (ACS). In this study we examined the expression of epigenetic and metabolic genes to investigate their interplay in cholangiocarcinoma (CCA).

**Method:**

We examined 257 epigenetic genes (EpiGs), 96 metabolic genes (MGs), and 189 rate-limiting enzymes (RLEs) in transcriptomic data from iCCA, eCCA, and normal bile ducts, healthy liver-derived organoids, and CCA tumoroids, alongside prognostic signatures. CRISPR-Cas9 DepMap data evaluated the impact of EpiGs and MGs on cell viability. HuCCT-1 iCCA cells were exposed to hypoxia (1% O_2_, 24 h) to assess EpiG responses. Transcriptomic deconvolution characterized EpiGs, MGs, and RLEs expression across four tumor microenvironment (TME) subtypes. Two mouse CCA models (TAZ/Akt and NICD1/Akt) underwent RNA-seq, complemented by multi-omic profiling (transcriptomic, proteomic, metabolomic) in TAZ/Akt livers.

**Results:**

Several EpiGs were upregulated in iCCA and eCCA, including writers (*DNMT1*, *EZH2*, *SUZ12*), readers (*CBX3*, *PHF20L1*, *SMARCA4*), and erasers (*HDAC1*, *HDAC3*, *KDM5C*). MGs in OCM, TCA, and ACS pathways were dysregulated (up: *GART*, *IDH2*, *TYMS*; down: *ALDH1L1*, *MAT1A*, *SHMT1*). Integrated analyses identified 27 EpiGs and 8 MGs whose overexpression predicted poor survival. Subsets of EpiGs, MGs, and RLEs were linked to proliferative, high-recurrence iCCA subclasses. CRISPR screens highlighted 50 EpiGs and 23 MGs essential for CCA viability. Tumor microenvironment (TME) analyses revealed distinct immune-stromal subclasses with coherent epigenetic-metabolic signatures. In CCA cells, hypoxia induced epigenetic programs that mirrored those in CCA patients. Transcriptomic analyses in human and multi-omic analyses (transcriptomic, metabolomic, and proteomic studies) in mouse CCA livers highlighted rewiring of nucleotide, one-carbon, lipid, and mitochondrial pathways, with evidence of metabolic-epigenetic crosstalk.

**Conclusion:**

EpiGs and MGs are markedly altered in both human and experimental CCA, with several changes particularly enriched in aggressive molecular subclasses associated with poor prognosis. We observed substantial rewiring of epigenetic cofactor-related MG expression in CCAs. Functional assays validated new targets among EpiGs (e.g., *CBX3*, *CHD4*, *DEK*, *SMARCA4*, and *TRIM28*) and MGs (*TYMS* and *IDH2*) in CCA.

## 1 Introduction

Cholangiocarcinoma (CCA) is the second most frequent primary liver cancer and a very aggressive epithelial cell malignancy (Valle et al., 2021). While there are geographical differences regarding the underlying etiological and risk factors, the incidence and mortality rates associated with CCA are globally rising (Brindley et al., 2021; Pascale et al., 2023). According to its anatomical origin CCA can be classified as intrahepatic CCA (iCCA) when it occurs in the biliary tree within the liver parenchyma, and perihilar CCA (pCCA) or distal CCA (dCCA), when the lesions emerge outside the liver, and in some studies these tumors are collectively referred to as extrahepatic CCA (eCCA) (Brindley et al., 2021; Valle et al., 2021; Pascale et al., 2023). CCA is a lethal disease with a 5-year overall survival ranging from 7% to 20% (Banales et al., 2020; Ilyas et al., 2023). The reasons for this very poor prognosis are multifarious and may include a late diagnosis (Macias et al., 2022), when curative resection or liver transplantation are no longer possible (Brindley et al., 2021; Valle et al., 2021), and also the intrinsic resistance of CCA cells to cytotoxic therapy (Brindley et al., 2021; Valle et al., 2021). CCAs are molecularly heterogeneous tumors. Indeed, a variety of genetic alterations like mutations in genes such as *TP53*, *ARID1A*, *KRAS*, *SMAD4*, *BAP1*, *IDH1*, *PI3KCA*, *BRAF*, translocations in the *FGFR2* gene, and *ERBB2* amplifications, that represent potent oncogenic drivers, have been identified (Brindley et al., 2021; Ilyas et al., 2023). Noteworthy, some of these alterations show differential prevalence depending on the anatomical subsite of the tumors, like *FGFR2* fusions and *IDH1* mutations which are more frequent in iCCA, and *KRAS* mutations and *ERBB2* amplifications in pCCAs and dCCAs (Brindley et al., 2021; Ilyas et al., 2023). Interestingly, certain genetic aberrations such as *FGFR2* fusions and *IDH1* mutations are amenable to pharmacological targeting, and there are approved drugs showing promising results in recent clinical trials (Alvaro et al., 2023; Ilyas et al., 2023). However, the prevalence of actionable mutations among different CCA types is variable (Valle et al., 2021; Ilyas et al., 2023), and the emergence of acquired resistance to FGFR inhibitors in patients harboring *FGFR2* fusions is beginning to be documented (DiPeri et al., 2023). The complex and evolving molecular profile of CCA may underlie its high resistance to chemotherapy and also towards targeted agents (Marin et al., 2018; O’Rourke et al., 2023). Importantly, it is becoming evident that genetic alterations cannot account for all tumor characteristics, including the variable speed at which the disease progresses along its natural history, or the differential response to chemotherapy (Chaisaingmongkol et al., 2017; O’Rourke et al., 2023). While acquired somatic mutations certainly impact the transcriptional profile and thus the behavior of CCA cancer cells (Ahn et al., 2019; Dong et al., 2022), the role of epigenetic alterations in the remodeling of CCA transcriptome and tumor progression is increasingly recognized (O’Rourke et al., 2019; Manzano-Núñez et al., 2023; Zhong et al., 2023).

Different pathways are involved in chromatin dynamics and epigenetic gene regulation, including DNA methylation, ATP-dependent nucleosome remodeling complexes, post-translational modifications (PTMs) of histones, and a variety of non-coding RNAs, acting in an intricate crosstalk (Du et al., 2015; O’Rourke et al., 2018; Fernández-Barrena et al., 2020; Claveria-Cabello et al., 2021; Zhao et al., 2021). Histones PTMs modulate chromatin compaction and control the recruitment of remodeling complexes and transcription factors (Morgan and Shilatifard, 2020). These covalent PTMs are reversible marks introduced, removed and recognized by a broad set of proteins that according to these functions can be classified as epigenetic writers, erasers and readers (Biswas and Rao, 2018; Fernández-Barrena et al., 2020). Dysregulation of epigenetic pathways can occur through different mechanisms, including genetic mutations in epigenetic modifiers and the aberrant expression and activity of key chromatin remodelers. Some of these alterations have been reported in CCA, such as mutations in chromatin remodelers (*e.g*., *ARID1A*), histone methyltransferases (*e.g., KMT2C*, *KMT2D*), histone demethylases (*e.g., KDM6B*), histone acetyl readers (*e.g., PBRM1*); or the overexpression of histone and DNA methyltransferases (*EZH2*, *EHMT2*, *DNMT1*), histone deacetylases (*HDAC3*) and the epigenetic scaffold *UHRF1* (Jusakul et al., 2017; O’Rourke et al., 2019; Colyn et al., 2021; Bao et al., 2022; Zhong et al., 2023). The identification of DNA methylation alterations leading to the silencing of tumor suppressor genes and the enhancement of spontaneous mutagenic events, as well as the recognition of genome-wide DNA methylation profiles associated with differential CCA patients’ prognosis, further support the involvement of epigenetic dysregulation in CCA pathogenesis (Jusakul et al., 2017; O’Rourke et al., 2019; Colyn et al., 2021; Goeppert et al., 2022; Chen et al., 2023; Dragomir et al., 2023). Importantly, for epigenetic writers and erasers, as well as for the enzymes that introduce and remove methyl groups in DNA, key cellular metabolites are needed as substrates or can behave as enzymatic inhibitors. It has become evident that fluctuations in their cellular levels can have an impact on epigenetic PTMs. Therefore, the interplay between the intracellular pools of these metabolites and the epigenetic machinery adds another layer of complexity to the regulation of gene expression and its derangement in cancer cells, which undergo extensive metabolic rewiring (Li et al., 2018; Pajares and Pérez-Sala, 2018; Satriano et al., 2019; Zhang et al., 2019; Boon, 2021; Huo et al., 2021; Raggi et al., 2021; 2022). Because certain metabolic enzymes catalyze rate-determining steps that control overall metabolic flux, their deregulation provides a direct readout of the metabolic constraints shaping cofactor availability, thereby influencing epigenetic activity in CCA (Ally et al., 2017; Boon, 2021; Huo et al., 2021).

Contrary to genetic mutations, epigenetic mechanisms such as DNA and histones covalent modifications are highly flexible and dynamic, involving reversible enzymatic reactions and specific protein-protein interactions. These features make epigenetic mechanisms amenable to pharmacological intervention, and great interest has been placed in the development of the so-called epigenetic drugs, or epidrugs, mainly for the treatment of neoplastic diseases (Bates, 2020). Several epigenetic therapies have already been tested, demonstrating beneficial effects in preclinical models of CCA (Xiang et al., 2014; Jung et al., 2017; Lu et al., 2019; Colyn et al., 2021; Xu et al., 2022; Zhang et al., 2022; Chen et al., 2024). However, despite promising preclinical results, the clinical translation of epidrugs has so far achieved only limited success. This has been attributed in part to greater toxicity than expected and also to low efficacy (Feehley et al., 2023). A better understanding of the critical epigenetic alterations driving cancer may help in the selection of more efficient and less toxic therapeutic approaches, as well as their potential combinations with cytotoxic agents and immune-based therapies (Sarantis et al., 2021; Huang et al., 2022; Akce et al., 2023).

Mouse models of CCA provide a controlled setting to dissect disease mechanisms and therapeutic responses, and among the various approaches available, transposon-based systems are widely used, with TAZ/Akt and NICD1/Akt combinations representing two of the most established strategies to induce cholangiocarcinogenesis in mice (Banales et al., 2020; Cigliano et al., 2022; Ma et al., 2024). In parallel to *in vivo* systems, patient-derived tumoroids and non-malignant liver organoids have become powerful tools to model cholangiocarcinogenesis and therapeutic response, as demonstrated by the liver cancer-derived organoid platform established by Broutier et al. (2017), which enables faithful recapitulation of human CCA biology and supports high-throughput drug screening.

In this study, taking advantage of publicly available data, as well as CCA tumoroids and CCA mouse models, we performed a comprehensive transcriptomic analysis of epigenetic modifiers and metabolic enzymes related to epigenetic processes in CCA tissues from different cohorts of patients. In addition, we also explored the dependency of human CCA cancer cell lines on the expression of epigenetic modifiers through the analysis of genetic screening data (Meyers et al., 2017; Behan et al., 2019; Krill-Burger et al., 2023) and their sensitivity to selected small-molecule epigenetic inhibitors.

## 2 Methods

### 2.1 Selection of epigenetic and metabolic genes

Epigenetic genes (EpiGs) were selected from the literature (Biswas and Rao, 2018), EpiFactors (Marakulina et al., 2023), and ChromoHub (Liu et al., 2012) databases essentially as previously described (Herranz et al., 2023) and were manually curated, excluding those with no experimental evidence of their functional activity in repositories (GeneCards, PubMed, and Uniprot) (Table 1; Supplementary Table S1). In those EpiGs with more than one biochemical activity, categories were established prioritizing writer and eraser functions over reader or cofactor activities (Herranz et al., 2023). Metabolic genes functionally linked to epigenetic regulation (MGs), including those participating in folate and methionine metabolism within the one-carbon metabolism (OCM) pathway, the tricarboxylic acid cycle (TCA), and acetyl-CoA synthesis (ACS), are shown in Supplementary Table S2. Additionally, an extended analysis of metabolic reprogramming was performed using 92 metabolic pathways downloaded from the KEGG resource (Kanehisa et al., 2014). Genes from each of the 57 pathways are reported in Supplementary Table S3. Rate-limiting enzymes (RLEs) were retrieved from RLEdb (Zhao et al., 2009), containing 189 genes encoding human RLEs. To ensure updated annotation, each enzyme entry was manually reviewed using the BRENDA (https://brenda-enzymes.org/) and ExPASy Enzyme (https://enzyme.expasy.org/) databases. This manual curation was used to verify the current Enzyme Commission (EC) number, associated metabolic pathway, and functional classification, ensuring accurate integration with our transcriptomic datasets (Supplementary Table S4).

**TABLE 1:** EpiGs and MGs classified by families.

Epigenetic group	Family	Number of genes
Writers	DNA-methyltransferases (DNMTs)	3
	Arginine-methyltransferases (PRMTs)	9
	Lysine-methyltransferases (KMTs)	42
	Histone-acetyltransfersases (HATs)	23
Readers	Methyl-binding proteins (MBPs)	18
	Histone methyl readers (HMRs)	77
	Histone acetyl readers (HARs)	33
Erasers	DNA demethylases (TETs)	3
	Histone-demethylases (HDMs)	29
	Histone deacetylases (HDACs)	17
	Histone deiminases (HDIs)	3
Total epigenetic genes		257

Metabolic group	Family	Number of genes
Metabolic genes (MG)	One-carbon metabolism (OCM)	36
	Tricarboxylic acid cycle (TCA-cycle)	37
	Short- and medium-chain acyl-coA synthetase (ACS-S/M)	12
	Long- and very long-chain acyl-coA synthetase (ACS-L/VL)	11
Total metabolic genes		96

### 2.2 Data processing and integration

Microarray expression data for GSE32225 (Sia et al., 2013), GSE26566 (Andersen et al., 2012), and GSE132305 (Montal et al., 2020) (Table 2) were downloaded and processed using *GEOquery* version 2.54.1 (Sean and Meltzer, 2007). Gene annotations were updated using the R packages *AnnotationDbi* (v1.68.0) and *org. Hs.eg.db* (v3.20.0). Heatmaps were generated using *ComplexHeatmap* package version 2.2.0. Published gene expression signatures were used to reclassify tumors in the Sia et al. (2013) (iCCA) and Andersen et al. (2012) (CCA) datasets according to their reported molecular and prognostic subclasses. Briefly, in the Sia *et al.* cohort (Sia et al., 2013), the proliferation and inflammation subclasses were provided in the original publication. On the other hand, survival- and recurrence-related subclasses were reassigned based on the authors’ outcome-specific signatures as described in the original study, to discriminate patients according to recurrence and survival independently of molecular subtype (Supplementary Table S5). In this approach, the relative enrichment of a predefined set of genes within each sample is quantified using single-sample gene set enrichment analysis (ssGSEA), which computes an enrichment score reflecting the degree to which the genes in a given signature are coordinately up- or downregulated. Samples are then assigned to the corresponding subclass based on their relative ssGSEA scores, reproducing the stratifications described in the original studies. The resulting subclass groups were subsequently used to evaluate the distribution and expression patterns of genes and gene sets within each dataset. For the Andersen et al. (2012), which lacked explicit subclass annotations, tumors were stratified into subclasses one and two using the published gene signature (Supplementary Table S6) using the same ssGSEA approach previously mentioned to stratify patients according to transcriptomic signatures. Since the Andersen et al. cohort includes both iCCA and eCCA cases and no significant prognostic differences were reported between them, we further refined sample classification using liver-specific ssGSEA scores with a gene signature defined by Hsiao et al. (2001) (Supplementary Table S6). Samples with reduced hepatocyte-related enrichment were considered likely to represent eCCA, whereas higher enrichment indicated iCCA. This reclassification allowed us to account for differences in hepatic lineage contribution while maintaining the integrity of downstream analyses.

**TABLE 2:** Studies included for the analysis of human liver transcriptomic data from publicly available datasets.

Technology	First author	Dataset ID	NBD	iCCA	eCCA	Total
Microarray	Sia D *et al.*	GSE32225	6	149	​	155
	Andersen JB. *et al.*	GSE26566	6	68	36	120
	Montal R. *et al.*	GSE132305	38	​	182	220
	Total (by group)		50	185	250	495
RNAseq	Nakamura, H. *et al.*	EGAD00001001693	​	116	29	145
	TGCA	phs000178	​	30	6	36
	Total (by group)		​	146	35	181

Regarding human RNA-seq datasets (Table 2), gene expression data and patient clinical information were retrieved from their respective repositories. TCGA-CHOL (phs000178) gene expression data were retrieved as STAR-counts aligned to hg38 using the *TCGAbiolinks* R package (version 2.34) in R (version 4.4.2). Corresponding clinical data were obtained from the TCGA-CDR Pan-Cancer Clinical Data Resource. Raw sequencing data for EGAD00001001693 were obtained from the European Genome-phenome Archive (EGA, https://ega-archive.org/) following approval by the corresponding Data Access Committee and downloaded *via* the EGA Data Download Client with standard encryption and authorization procedures. EGA gene expression data were retrieved as STAR-counts aligned to hg38. The pipeline included quality control and preprocessing of the transcriptomic data as previously described (Herranz et al., 2023). Briefly, adapter sequences and low-quality reads were removed using *TrimGalore* version 0.6.0 with *Cutadapt* version 1.18 (Martin, 2011; Kechin et al., 2017). Then, the splice-aware aligner STAR version 020201 was used to align the clean reads to the reference genome with genome version hg38 as reference (Dobin et al., 2013). Aligned reads overlapping gene exons were counted using *HTseq* version 0.11.0 (Anders et al., 2015). For downstream analysis, *EdgeR* version 3.28.1 (Robinson et al., 2009) in R software version 3.6.3 (hereafter referred to as R) was used to normalize raw read counts using the trimmed mean of M-values (TMM) method (Robinson et al., 2009), which effectively addressed differences in library size and composition biases. Following the proper normalization of all samples, *ComBat* (Johnson et al., 2007) from the sva R package version 3.44.0 (Leek et al., 2012) was employed to integrate and harmonize high-dimensional biological data from the two sources, thereby reducing batch effects as previously described (Herranz et al., 2023). The integrated dataset, with diminished batch effects, was used for downstream analyses with enhanced accuracy and reliability. Furthermore, a positive-value matrix was generated by adding the minimum expression value for genes that were negative in certain samples. When genes were not detected in any of the RNA-seq datasets, they were excluded from the integrated dataset.

### 2.3 Gene expression analyses

Aligned reads are then quantified at the gene level using HTseq version 0.11.0. *EdgeR* version 3.28.1 for R software version 3.6.3 (hereafter referred to as R) requires raw read counts as input and performs normalization using the trimmed mean of M-values (TMM) method. TMM normalization accounts for library size differences and composition biases, ensuring accurate comparisons between samples. To assess transcriptomic differences among EpiGs and MGs, *edgeR* employed a generalized linear model (GLM) on normalized count data, utilizing the negative binomial distribution to account for both biological and technical variability. The identification and exclusion of low-expression genes were performed through the *filterByExpr* function in *edgeR* with default settings. Dispersion parameters were estimated using the empirical Bayes method, and statistical tests were conducted *via* the likelihood ratio test or the quasi-likelihood F-test.

Tumor microenvironment (TME) was evaluated using the MCP-counter method, which quantifies the relative abundance of immune and stromal cell populations directly from bulk transcriptomic data (Becht et al., 2016; Momeni et al., 2023). MCP-counter computes cell-type-specific enrichment scores based on predefined gene signatures, enabling robust estimation of T cells, CD8 T cells, cytotoxic lymphocytes, B lineage cells, NK cells, monocytic lineage, myeloid dendritic cells, neutrophils, fibroblasts, and endothelial cells. From these scores, we aggregated three functional axes reflecting key TME components: adaptive immunity (T cells, CD8 T cells, Cytotoxic lymphocytes, B lineage), innate immunity (NK cells, Monocytic lineage, Myeloid dendritic cells, Neutrophils), and stromal cells (Fibroblasts, Endothelial cells). Therefore, each CCA patient sample was represented by a three-dimensional immune-stromal vector. These vectors were used as input for unsupervised clustering, enabling patient stratification based on their global immune-stromal composition. This clustering led us to identify four subtypes of patients, which we named Immunogenic, Myeloid, Immune Desert, and Mesenchymal, based on their three-dimensional immune-stromal expression patterns, as reported in previous studies using this method applied to CCA (Job et al., 2020; Ruffolo et al., 2022; Martin-Serrano et al., 2023; Zhang et al., 2023; Zhong et al., 2024).

Gene set enrichment analysis (GSEA) was performed on a pre-ranked list of all genes based on log_2_ fold change using *clusterProfiler* version 4.10.1. Enrichment was assessed across the GO Biological Process, KEGG, and MSigDB Hallmark databases under default settings, and significance was evaluated using Benjamini-Hochberg correction. Only pathways with an adjusted p-value<0.05 were considered for interpretation.

### 2.4 Experimental models

#### 2.4.1 Cell culture models

Cell viability upon gene disruption was evaluated using publicly available CRISPR/Cas9 screens from the DepMap portal (https://depmap.org/portal/). Fitness scores, which reflect the effect of individual gene knockout on cell survival and proliferation, were obtained for 28 human CCA cell lines. Genes with a significant impact on fitness were identified, and those with a fitness score threshold of ±0.25, corresponding to a ≥25% change in viability, were used to identify genes with a substantial effect on cell survival.

The HuCCT-1 CCA cell line, of intrahepatic origin (Zach et al., 2015), was cultured in DMEM-F12 culture medium supplemented with 10% fetal bovine serum, glutamine and antibiotics, all from Gibco-Thermo Fisher (Waltham, MA, United States of America) as previously described (Colyn et al., 2021). Where indicated, cells were grown under hypoxic conditions (1% O_2_) using a Whitley H35 Hypoxystation (Don Whitley Scientific Ltd., Bingley, United Kingdom). For proliferation studies, HuCCT-1 cells were seeded in triplicate at a density of 1,000 cells/well in 96-well plates. After overnight incubation, cells were treated for 6 days with vehicle alone (0.1% DMSO), or the following inhibitors (MedChemExpress): JQ1 (BRD4 inhibitor; HY-78695), BRD3308 (HDAC3 inhibitor; HY-19618), BIX-01294 (EHMT2 inhibitor; HY-10587), BRM/BRG1 ATP Inhibitor-1 (SMARCA2/SMARCA4 inhibitor; HY-119374), SCR-7952 (MAT2A inhibitor; HY-169257), DZNep (AHCY inhibitor; HY-10442), Adenosine dialdehyde (AHCY inhibitor; HY-123055), and Metotrexate (DHFR inhibitor; HY-14519).

#### 2.4.2 Patient-derived organoids

The culture CCA-derived organoids (tumoroids) used in this study have been described previously (Broutier et al., 2017). Human CCA tumoroids and liver organoids were obtained from surgical resections performed at the Erasmus Medical Center Rotterdam (MEC-2013-143), Cambridge University Hospitals NHS Trust (REC: 15/LO/0753; approval by NRES Committee London-Westminster), and the Royal Infirmary Hospital Edinburgh (REC: 15/ES/0097). For drug-sensitivity assays, organoids were mechanically dissociated by pipetting, resuspended in 70% Cultrex basement membrane extract 2 (Bio-Techne GmbH) diluted in expansion medium, and plated as 7 µL droplets in 96-well plates. After polymerization, 100 µL of expansion medium was added per well. The following day, a concentration dilution series of each compound was dispensed (Trichostatin A, Cell Signaling (9,950); BRD3308, MedChemExpress (HY-19618)) or DMSO (Bio-Techne GmbH) and media was renewed every 72 h. After 7 days of drug incubation, cell viability was assayed using CellTiter-Glo 3D (Promega) following manufacturer’s instructions.

#### 2.4.3 Mouse models

Cholangiocarcinogenesis was induced in 5-week-old C57/BL6 male mice by hydrodynamic tail vein injection (HTVi) of plasmids encoding the Sleeping Beauty transposase (SB, 0.8 µg/mouse) and the oncogenic factors Notch Intracellular Domain 1 (NICD1, 10 µg per mouse) or mutant TAZ (TAZS89A, 10 µg/mouse), in combination with myr-AKT (10 µg/mouse) (GenScript, Piscataway, New Jersey, United States), which are well known to induce CCA development (Banales et al., 2020; Cigliano et al., 2022; Ma et al., 2024). The animal studies were approved by the Ethics Committee for Animal Experimentation of the University of Navarra (protocol #111-24). The study was conducted in accordance with the local legislation and institutional requirements.

### 2.5 Immunohistochemistry

Formalin-fixed paraffin-embedded (FFPE) liver tissue sections (4 μm) from human cholangiocarcinoma samples (iCCA, n = 5; eCCA, n = 5) and the previously described CCA models NICD1/myr-AKT and TAZ/myr-AKT were used for immunohistochemical analyses. Human samples were obtained from patients undergoing biopsy or surgical resection at the Institute for Clinical and Experimental Medicine and Thomayer University Hospital, Prague, Czech Republic, following approval by the local ethics committee (approval #40242/25, A-25-21), in accordance with institutional and national guidelines. Antigen retrieval was performed using citrate buffer (Abcam, Cambridge, United Kingdom) and sections were incubated with anti-SMARCA4 antibody (ab110641, Abcam) at a dilution of 1:400 for mouse tissue and 1:100 for human samples. Immunohistochemical staining was carried out as previously described (Elurbide et al., 2025). Representative images were acquired using QuPath software (v0.4.2).

### 2.6 RNA sequencing

Total RNA from cells and tissues was extracted using the automated Maxwell system (Promega). RNA quantity and quality were assessed with the Qubit HS RNA Assay Kit (Thermo Fisher Scientific) and 4,200 Tapestation with High Sensitivity RNA ScreenTape (Agilent Technologies). All samples were high-quality (RIN>8). Libraries were prepared from 100 ng of total RNA using the Illumina Stranded mRNA Prep Ligation kit, following the manufacturer’s protocol. Briefly, poly(A) RNA was captured with oligo (dT) magnetic beads, fragmented, and reverse transcribed into first-strand cDNA using random primers. Second-strand synthesis incorporated dUTP to maintain strand specificity. cDNA fragments were purified with AMPure XP beads (Beckman Coulter), adenylated, ligated to uniquely indexed adapters, purified again, and PCR-amplified. Library quality and quantity were verified with Qubit dsDNA HS Assay Kit and 4,200 Tapestation with High Sensitivity D1000 ScreenTape. Libraries were sequenced on a NextSeq2000 instrument (Illumina). Adapter sequences and low-quality reads were removed using TrimGalore (v0.6.0) with Cutadapt (v1.18), and reads were aligned to mm10 as a reference genome using STAR (v2.7.9a).

### 2.7 Metabolomic profiling

Metabolomic profiling was performed by Rubió Metabolomics, S.L.U. (Bizkaia, Spain) on liver samples from control and TAZ/Akt-induced CCA in mice. Briefly, metabolites were extracted by fractionating samples according to physicochemical properties using organic solvents. Four optimized UHPLC-MS platforms were applied to achieve broad metabolome coverage (Barr et al., 2012), enabling the profiling of: fatty acyls, bile acids, steroids, and lysoglycerophospholipids; glycerolipids, glycerophospholipids, sterol lipids, and sphingolipids; amino acids; and polar metabolites. Data processing generated a list of chromatographic peak areas corresponding to the metabolites detected in each sample. For each metabolite, an approximated linear detection range was established, assuming comparable detector responses within metabolites of the same chemical class, represented by a single standard compound.

### 2.8 Proteomic analysis

Liver tissues were mechanically disrupted using a pellet pestle cordless motor in 200 μL ice-cold RIPA buffer (30 mM Tris pH 7.5, 150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate, 5 mM EDTA, 1% NP-40, 1% Triton-X 100, 3.6% B-glycerophosphate, 0.5% sodium deoxycholate, 10 mM sodium fluoride and 1 mM sodium orthovanadate, all purchased from Sigma) supplemented 1x protease inhibitors (Complete Mini Protease Inhibitor Cocktail, Roche). The lysates were subsequently clarified by ultracentrifugation at 100,000 × g for 30 min at 4 °C using a Hitachi ultracentrifuge. The resulting supernatant, corresponding to the soluble protein fraction, was carefully collected and transferred to fresh tubes for the subsequent precipitation in Methanol/chloroform. The pellets were resuspended in 200 µL of 2.5% (w/v) SDS, 25 mM Triethylammonium bicarbonate (TEAB), 5 mM TCEP, and 10 mM chloroacetamide (CAA) supplemented with Pierce™ DNase (25 kU, 88,701, ThermoFisher). Lysates were incubated at 60 °C for 30 min to reduce and alkylate protein cysteine residues, followed by sonication using an ultrasonic processor UP50H (Hielscher Ultrasonics) for 1 min on ice (0.5 cycles, 100% amplitude). The protein extracts were centrifuged at 18,400 × g for 10 min, and the supernatant was transferred to a new tube and quantified using Pierce™ 660 nm Protein Assay Reagent supplemented with Ionic Detergent Compatibility Reagent according to the manufacturer’s instructions. Automated SP3-based protein digestion was performed on the Opentrons OT-2 platform in the presence of MagReSyn® Hydroxy microparticles as described elsewhere (Ciordia et al., 2024), with the corresponding adaptations for our sample format. Proteins were digested overnight at 37 °C using trypsin (1:33, enz:prot) and Lys-C (1:500, enz:prot). Eluted peptides were dried by speed vacuum and quantified by fluorimetry (Qubit). Peptide samples were labeled using the TMT-18pLex Isobaric Mass Tagging Kit according to the manufacturer’s instructions, including two pooled internal standards labeled with the 133C and 133N channels. After labeling, samples were pooled, evaporated to dryness, and stored at −20 °C. High-pH reversed-phase fractionation was performed using Styrene Divinylbenzene reverse phase sulfonate (SDB-RPS) StageTips (CDS Empore™, Sigma-Aldrich) as previously reported (Ciordia et al., 2024), applying stepwise elution with increasing acetonitrile (ACN) concentrations (0%–60%) in 10 mM ammonium formate (pH 10.0) to obtain five fractions, which were dried and stored at −20 °C.

For nano-Liquid Chromatography coupled to Electrospray Ionization Tandem Mass Spectrometry (nanoLC-ESI-MS/MS) analysis, 500 ng of each high-pH fraction was injected into an Ultimate 3,000 nano-HPLC system (Thermo Fisher Scientific) connected online to an Orbitrap Exploris™ 240 mass spectrometer as previously reported (Ciordia et al., 2024). Briefly, peptides were separated on an Easy-spray PepMap C18 analytical column. MS1 spectra were acquired at 60,000 resolution (m/z 200), followed by data-dependent selection of the top 20 precursors for higher-energy collisional dissociation fragmentation (34% NCE). MS2 spectra were acquired at 45,000 resolution with an automatic gain control (AGC) target of 50%, using a 0.7 m/z isolation window and a 45-s dynamic exclusion. Precursor ions with charge states from +2 to +5 were selected for fragmentation.

### 2.9 Statistical analyses

#### 2.9.1 Gene expression statistical analyses

Genes were considered differentially expressed if the adjusted p-value (FDR method of Benjamini and Hochberg) was lower than 0.05. For exploratory analyses within predefined lists of EpiGs and MGs, all genes with a raw p-value<0.05 were considered deregulated. Multiple comparisons of gene set categories were controlled by the False Discovery Rate (FDR) using the Benjamini and Hochberg correction (Q = 5%). For comparisons between two groups, data were tested for normality and homogeneity of variances. Normally distributed data with homogeneous variances were analyzed using a two-tailed unpaired Student’s t-test, while Welch’s correction was applied when variances were unequal. For nonparametric data, the Mann-Whitney U test or the Kolmogorov-Smirnov test was used, depending on whether the variances were homogeneous. Regarding human organoids and tumoroids (Broutier et al., 2017), the number of biological replicates was limited to account for human heterogeneity (n = 3 per group), and the statistical power to detect differentially expressed genes (DEGs) was low, resulting in few genes reaching conventional significance thresholds. Therefore, DEGs with *p*-values < 0.25 and an absolute Log_2_FC > 0.10 are considered here for exploratory purposes, to facilitate the identification of potential candidates for further validation. Gene expression correlation was computed using Pearson correlation methods. Bootstrap resampling (1,000 iterations) was performed to assess robustness of unadjusted and proliferation-adjusted comparisons between CCA and NBD, using a fixed random seed for reproducibility. GraphPad Prism 9.0.2 software (GraphPad Prism, San Diego, CA, United States) was used for these statistical analyses and the corresponding boxplots. Data are presented as mean and standard error. The differentially expressed gene sets were depicted using the InteractiVenn tool (Heberle et al., 2015). Values of p < 0.05 were considered statistically significant.

#### 2.9.2 Metabolites statistical analyses

In the metabolomic studies, normalization of the dataset was performed according as previously described (Martínez-Arranz et al., 2015). To reduce the dimensionality of the dataset and allow visualization of potential clustering between experimental groups, multivariate data analysis was conducted using unsupervised principal component analysis (PCA). Analyses were performed in SIMCA software (version 14.1, MSK Umetrics AB, Umea, Sweden), with the data mean-centered and unit-variance (UV)-scaled. Model quality was assessed by calculating *R* ^2^, which represents the proportion of variance explained by the model, and Q^2^, which reflects predictive accuracy, both estimated using 7-fold cross-validation. In addition, univariate statistical analyses were performed for each metabolite. Data distribution was first evaluated using the Shapiro-Wilk test to assess normality. Depending on the distribution, differences between groups were determined using Student’s t-test (for normally distributed data) or the Wilcoxon-Mann-Whitney U test (for non-normal data). Fold-change values were also calculated to evaluate the magnitude of differences.

#### 2.9.3 Protein statistical analyses

Raw data files were processed using the Proteome Discoverer 2.5.0.400 software (Thermo Scientific, Bremen, Germany), and a database search was carried out using three search engines (Mascot (v2.8.0), MsFragger (v3.1.1), and Sequest HT) against *Mus musculus* UniProtKB reviewed database (14 September 2024, 20,470 sequences) containing the most common laboratory contaminants (cRAP database with 70 sequences). Search parameters were set as follows: cysteine carbamidomethyl (+57.021464 Da) and TMTpro (+304.207 Da) on lysine and N-term as fixed modifications; methionine oxidation (+15.995 Da), N-term acetylation (+42.010 Da), and Gln→pyro-Glu (−17.026 Da) as variable modifications. Precursor mass tolerances were set at 10 ppm and the fragment mass tolerance at 0.02 Da and trypsin/P was selected as a protease with a maximum of two missed cleavage sites. False discovery rate (FDR) was calculated using the processing node Percolator (maximum delta Cn 0.05; decoy database search target) and the validation of proteins, peptides, and peptide spectral matches (PSMs) peptides with an FDR≤1%. The quantitation was also performed in Proteome Discoverer using the “Reporter Ions Quantifier” feature in the quantification workflow using the following parameters: unique + razor peptides were used for quantitation, co-isolation threshold was set at 50%, signal to noise of reporter ions was 10, and the normalization and scaling were performed considering the total peptide amount and the control (IS) average, respectively. The protein ratio was calculated considering the protein abundance and the hypothesis test was based on a “*t-test (background-based)*”. Protein groups (master proteins) with an FDR lower than 1% and with abundance values in both IS were considered for quantitation. To identify the proteins that were differentially expressed in each comparison, an adjusted p-value threshold of ≤0.05 was applied using the Benjamini-Hochberg *post hoc* adjustment. Volcano plot and Principal Component Analysis (PCA) were performed in Proteome Discover considering the differentially expressed proteins in each comparison.

## 3 Results

### 3.1 Transcriptional dysregulation of epigenetic genes in human CCA

Epigenetic modifiers (EpiG) comprising 11 families and a total of 257 genes were selected for the analyses (Supplementary Table S1). These are considered the most widely described genes that belong to three different categories of epigenetic writers: DNA methyltransferases (DNMTs), protein arginine-methyltransferases (PRMTs), protein lysine-methyltransferases (KMTs), histone acetyl-transferases (HATs); epigenetic erasers: DNA demethylases (TETs), histone-lysine demethylases (HDMs), histone deacetylases (HDACs), and histone deiminases (HDIs); and epigenetic readers: DNA methyl-binding proteins (MBPs), histone methyl readers (HMRs), and histone acetyl readers (HARs) (Table 1). Further details on their functions, targets, and at least one relevant literature reference have been recently reported (Herranz et al., 2023; Castelló-Uribe et al., 2025), and are available in Supplementary Table S1. We analyzed three publicly available microarray-based transcriptomic datasets, including samples of non-neoplastic bile duct epithelia (NBD) along with iCCA and eCCA (pCCA and dCCA) tumoral tissues (Table 2). As observed in the heatmaps shown in Figures 1–3, marked changes in the expression of numerous specific EpiGs, mostly upregulation, were detected between CCA tissues (both iCCA and eCCA) and NBDs. The expression of selected EpiGs that were significantly changed in tumors is shown in Supplementary Figure S1. We validated the overexpression of genes such as *DNMT1*, *EZH2*, *UHRF1*, *SUZ12*, *BRD4*, *HDAC1* and *HDAC3* (Supplementary Figure S1A) as previously reported by us and others (Yin et al., 2017; Wasenang et al., 2019; Colyn et al., 2021; Hu et al., 2022; Xu et al., 2022; Zhang et al., 2022; Wu et al., 2023; Chen et al., 2024; Xiong et al., 2024). We also observed the upregulation of additional EpiGs that may be relevant to CCA growth and development, including readers such as *CBX3*, *PHF20L1, SMARCA4*; writers like *SMYD3*, and erasers as *KDM5C* (Supplementary Figure S1B). However, some EpiGs, such as the readers *CHD5* and *SMARCA2*, were consistently downregulated in CCA (Supplementary Figure S1C).

**FIGURE 1:**
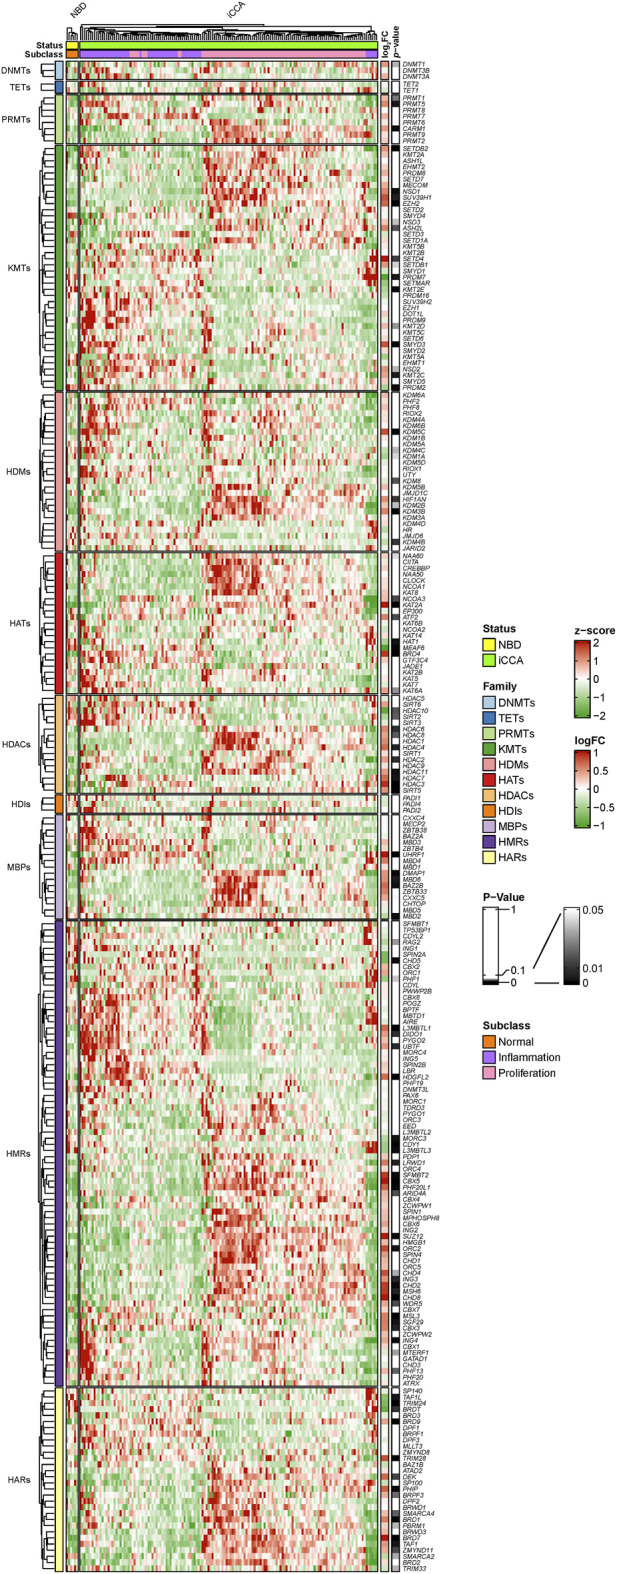
EpiGs dysregulation in human iCCA. Heatmap of the expression of EpiGs grouped in families in NBD and iCCA in the GSE32225 dataset.

**FIGURE 2:**
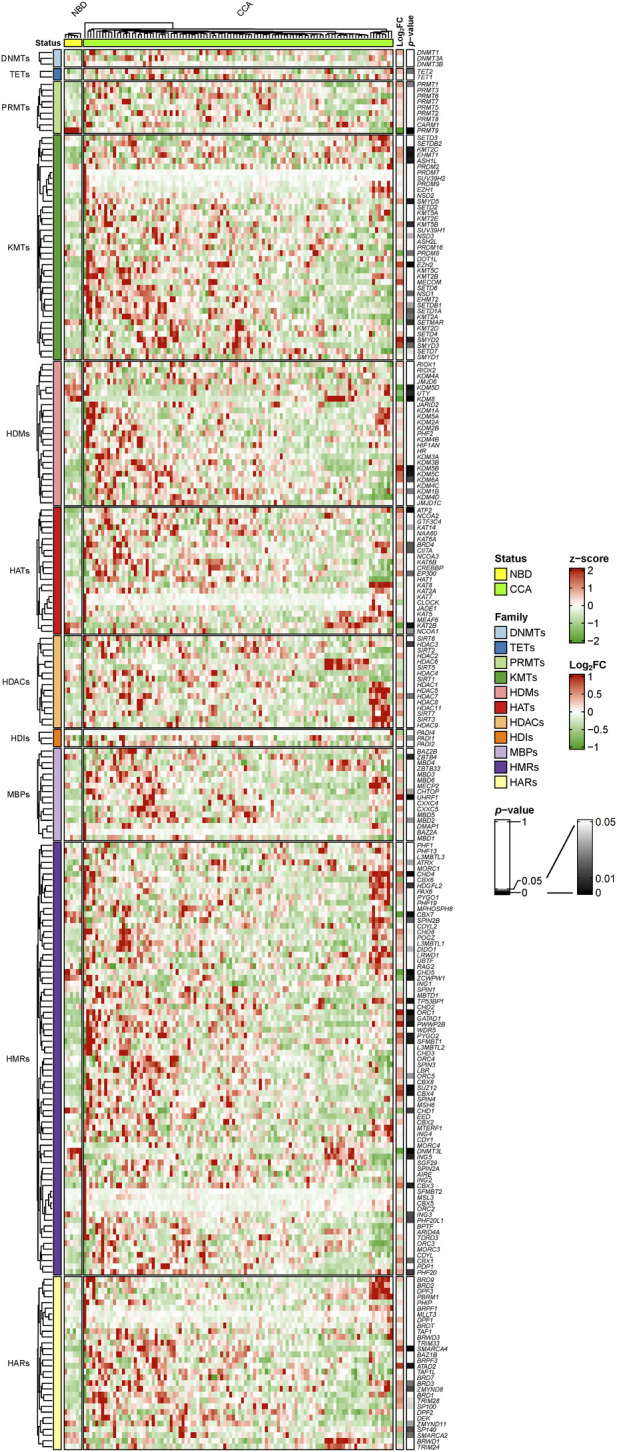
EpiGs dysregulation in human CCA. Heatmap of the expression of epigenetic genes grouped in families in NBD and CCA in the GSE26566 dataset.

**FIGURE 3:**
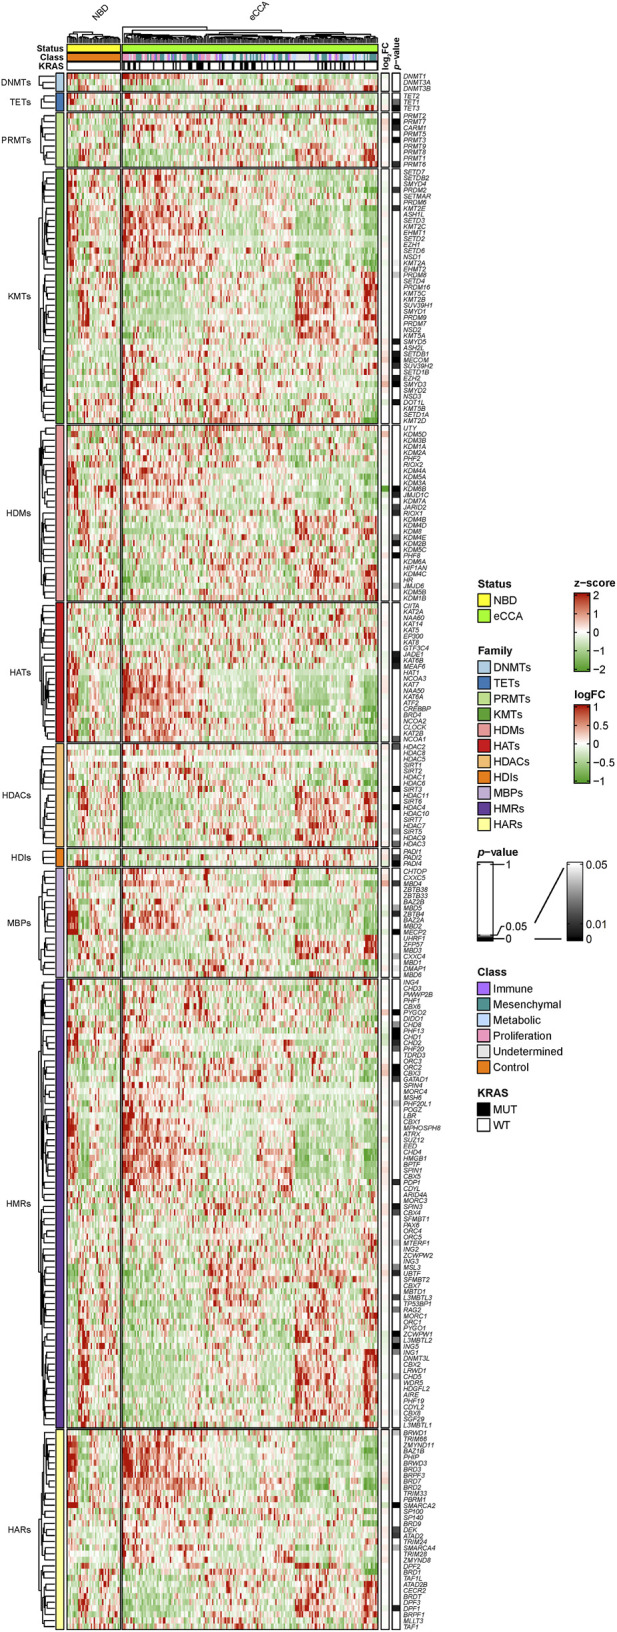
EpiGs dysregulation in human eCCA. Heatmap of the expression of epigenetic genes grouped in families in NBD and eCCA in the GSE132305 dataset.

To explore potential epigenetic contributions to the transcriptional alterations observed in CCA, we analyzed DEGs using GO, KEGG, and Hallmark gene sets in GSEA, highlighting pathways associated with epigenetically related mechanisms (Supplementary Table S7). Thus, we selected enriched terms (over- or underrepresented) with statistically significant Normalized Enrichment Score (NES) (adjusted *p* < 0.05) that included EpiGs among the DEGs, noting that nearly all such gene sets were found among the overrepresented pathways. This indicates that epigenetic mechanisms are predominantly associated with upregulated processes in CCA. Gene sets containing ten or more EpiGs and consistently overrepresented in at least two datasets were mainly related to DNA repair, epigenetic regulation of gene expression, and chromatin organization, including the biological processes “regulation of DNA repair” and “heterochromatin formation”, the molecular function “modification-dependent protein binding”, and “chromosomal-related compartments”. In addition to the broader pathways containing ≥10 EpiGs—representing general epigenetic and chromatin-related functions commonly altered across the CCA datasets—several specific terms with at least three EpiGs highlighted processes, such as “cell cycle regulation”, “mitotic progression”, “nucleosome organization”, “chromatin remodeling”, and “transcriptional elongation”, further support the involvement of epigenetic regulators in the transcriptional reprogramming of CCA. A subset of pathways was consistently overrepresented across all three datasets, reflecting recurrent epigenetic-related transcriptional programs (Supplementary Figure S2A). These included nucleosome- and chromatin-associated terms (“nucleosome organization”, “protein-DNA complex”, “protein localization to chromatin” and “chromosome, chromosomal and centromeric regions”), “ribonucleoprotein complex biogenesis”, “viral processes”, and “key proliferative signatures” (G2M checkpoint, E2F targets, MYC targets V1). The consistent upregulation of these pathways underscores the central role of epigenetic mechanisms in shaping the transcriptional landscape of CCA.

### 3.2 Human CCA metabolic transcriptional reprogramming

We next evaluated the expression of 96 MGs encoding metabolic enzymes functionally linked to epigenetic regulation (Table 1), given their role in the synthesis and metabolism of cofactors involved in the activity and regulation of most epigenetic writers, erasers, and readers (Supplementary Table S2) (Li et al., 2018; Reina-Campos et al., 2019; Esteve-Puig et al., 2020; Boon, 2021). Figure 4 summarizes the expression patterns of these metabolic genes across datasets, highlighting those significantly dysregulated in CCA vs. NBD. Focusing on genes significantly up- or downregulated in at least two of the three studies, and not oppositely regulated in the third, we found five upregulated MGs in CCA: within the OCM pathway *ATIC*, *GART*, and *TYMS*, and in the TCA-cycle *IDH2*, and *SDHC*; and 14 downregulated MGs: in the OCM pathway *ALDH1L1*, *BHMT*, *FTCD*, *GNMT*, *MAT1A*, *PSAT1*, and *SHMT1*, in the TCA-cycle *MDH1B*, *PCK1*, *PDHA2*, and *PDK4*, and finally in the ACS pathway *ACSM2A*, *ACSM2B*, and *ACSM6*.

**FIGURE 4:**
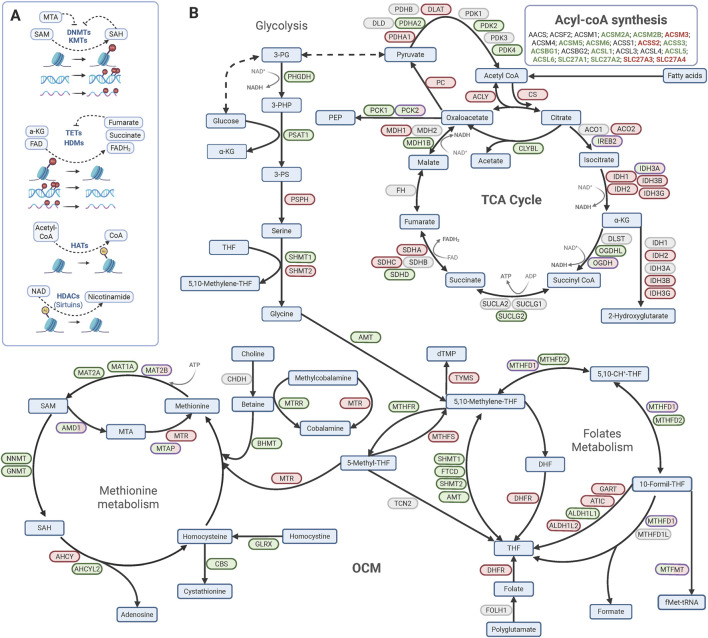
Metabolic-epigenetic cross-talk with pathway-level gene expression alterations in human CCA. **(A)** Cross-talk between epigenetic factors and metabolites acting as substrates or inhibitors of these reactions. **(B)** Major metabolic pathways involved in the synthesis and conversion of substrates and cofactors required for epigenetic enzymatic activity. Gene expression fold changes (Log_2_FC) are shown as green (downregulated) or red (upregulated) in CCA samples compared with NBDs in datasets GSE32225, GSE26566, and GSE132305. The colored fraction of each symbol represents the proportion of datasets in which a given gene is significantly deregulated (raw p < 0.05). Created in https://BioRender.com. Abbreviations can be found in the Supplementary Table S1, S2.

Furthermore, the expression of more than 1,000 genes associated with 92 metabolic pathways, previously reported to display distinct patterns between tumor and normal tissues (Rosario et al., 2018), was examined as an extended analysis of metabolic reprogramming (Supplementary Table S3). CCA datasets uncovered a striking and consistent downregulation of multiple metabolic pathways, spanning amino acid, lipid, carbohydrate, and xenobiotic metabolism (Supplementary Table S7). Pathways related to oxidative phosphorylation, glycolysis, ribosome biogenesis, aminoacyl-tRNA biosynthesis, and proteasome function were markedly enriched (Supplementary Table S7), indicating an increased demand for energy and macromolecule synthesis. These changes point to a metabolic rewiring in malignant cholangiocytes characterized by enhanced mitochondrial activity, increased translational capacity, and proteostatic control, consistent with a coordinated adaptation linking metabolic flux to epigenetic regulation. A subset of metabolism-related pathways was consistently dysregulated across datasets (Supplementary Figure S2A). Underrepresented terms included processes linked to ion homeostasis, metabolite transport, and redox balance (“cellular response to copper ion”, “detoxification of inorganic compounds”, “organic acid and anion transport”, “one-carbon compound transport”), while overrepresented pathways reflected enhanced energy production and biosynthesis (glycolysis, mitochondrial gene expression and translation, lysosome, proteasome, PI3K-AKT-mTOR signaling). Overall, this metabolic profile reflects a broad suppression of normal biliary functions and aligns with the dedifferentiated state of CCA cells, which favor proliferative and survival programs over canonical metabolic pathways.

Analysis of 189 RLEs expression (Supplementary Table S4) showed consistent enzyme deregulation (Supplementary Table S8) with 13 upregulated and 25 downregulated genes encoding for RLEs in at least two of the three studies, and not oppositely regulated in the third. We further analyzed DEGs encoding RLEs whose up- or downregulation (at least in two datasets) was consistent with the metabolic pathways identified as over- or underrepresented in CCA. Upregulated RLEs were mainly involved in nucleotide synthesis and redox metabolism, including *G6PD* and *TKT* (pentose phosphate pathway), *RRM2*, *TYMS*, and *TYMP* (pyrimidine and purine metabolism), and *PKM* (pyruvate metabolism), indicating enhanced anabolic and antioxidant activity. In contrast, downregulated RLEs such as *ACACB* and *ACADL* (fatty acid metabolism), *CPS1*, *CTH*, *PCK1*, and *FBP1* (amino acid and gluconeogenic pathways), and *LIPC*, *LIPG*, and *LPL* (glycerolipid metabolism) reflected suppression of catabolic and hepatobiliary-specific metabolic processes. These findings highlight a coordinated shift toward biosynthetic and redox-supporting pathways alongside the loss of oxidative and detoxifying functions in CCA, which is consistent with the suppression of lipid, amino acid, and xenobiotic metabolism observed at the pathway level.

### 3.3 Transcriptomic patterns distinguishing iCCA and eCCA

In line with the distinct cellular and genetic characteristics of iCCAs and eCCAs (Brindley et al., 2021; Ilyas et al., 2023), we identified 440 DEGs with opposite expression patterns between GSE32225 (Sia et al., 2013) (iCCA vs. NBD) and GSE132305 (Montal et al., 2020) (eCCA vs. NBD). Among these, a subset of EpiGs displayed inverse expression changes in both tumor types (Table 3; Supplementary Table S8). Specifically, among the genes upregulated in iCCA (Sia et al., 2013) but downregulated in eCCA (Montal et al., 2020) were the readers *L3MBTL3* and *MTERF1*. Conversely, genes downregulated in iCCA but upregulated in eCCA included three readers, *PHF13*, *CHD2*, and *CHD8*, as well as three erasers, *KDM2B*, *SIRT5*, and *HDAC4*. These patterns suggest that opposing epigenetic regulation may contribute to the molecular distinctions between iCCA and eCCA. Among the MGs encoding metabolic enzymes functionally linked to epigenetic regulation six (*MAT2B*, *MTFMT*, *MTHFD1*, *IREB2*, *OGDH*, *PCK2*) were downregulated in iCCA (Sia et al., 2013) but upregulated in eCCA (Montal et al., 2020) (Table 3; Supplementary Table S8). Regarding the RLEs analyzed (Table 3; Supplementary Table S8), four genes encoding these RLEs exhibited a marked opposite expression between the iCCA (Sia et al., 2013) and eCCA (Montal et al., 2020) datasets (*APRT*, *GPAT4, OGDH*, and *PPAT*). Comparison of the GSEA results from the GSE32225 (Sia et al., 2013) (iCCA vs. NBD) and GSE132305 cohorts (Montal et al., 2020) (eCCA vs. NBD) identified 38 pathways displaying opposite enrichment directions (adjusted p < 0.05) (Supplementary Figure S2B). Of these, 30 pathways were underrepresented in iCCA (Sia et al., 2013) but overrepresented in eCCA (Montal et al., 2020), mainly encompassing lipid and lipoprotein metabolism, detoxification and xenobiotic processing, coagulation, and extracellular matrix-related functions. In contrast, eight pathways were overrepresented in iCCA (Sia et al., 2013) but underrepresented in eCCA (Montal et al., 2020), including stress- and signaling-related processes (TNFα signaling *via* NF-κB, UV response, apoptosis), nuclear organization, and protein interaction networks. Together, these findings reveal a clear divergence in pathway enrichment between both datasets, exhibiting relative enrichment of stress response and signaling pathways and suppression of lipid, detoxification, and extracellular matrix-associated programs in iCCA (Sia et al., 2013) compared with eCCA (Montal et al., 2020).

**TABLE 3:** Epigenetic genes with opposite expression in iCCA and eCCA.

Gene		Sia et al. (GSE32225)			Montal et al. (GSE132305)		
Symbol	Family	LFC	*p*-value	FDR	LFC	*p*-value	FDR
*CHD2*	HMRs	0.89	4.78E-04	4.69E-03	−0.26	6.52E-03	4.42E-02
*CHD8*	HMRs	1.14	1.72E-08	2.11E-06	−0.09	2.97E-02	1.24E-01
*HDAC4*	HDACs	0.69	5.38E-03	2.72E-02	−0.12	1.59E-04	2.72E-03
*KDM2B*	HDMs	0.27	3.88E-02	1.12E-01	−0.07	2.45E-03	2.19E-02
*L3MBTL3*	HMRs	−0.56	7.50E-04	6.51E-03	0.05	1.44E-02	7.64E-02
*MTERF1*	HMRs	−0.20	3.39E-02	1.02E-01	0.05	3.90E-02	1.49E-01
*PHF13*	HMRs	0.33	2.07E-02	7.17E-02	−0.14	6.73E-05	1.39E-03
*SIRT5*	HDACs	0.50	1.74E-04	2.26E-03	−0.06	2.89E-02	1.22E-01
*MAT2B*	OCM	−0.23	1.76E-02	6.39E-02	0.22	1.61E-03	1.59E-02
*MTFMT*	OCM	−0.76	6.59E-03	3.17E-02	0.04	2.91E-02	1.22E-01
*MTHFD1*	OCM	−0.96	7.63E-04	6.60E-03	0.44	5.41E-04	6.93E-03
*IREB2*	TCA-cycle	−0.74	5.99E-03	2.95E-02	0.14	5.20E-03	3.76E-02
*OGDH*	TCA-cycle, RLEs	−0.38	1.26E-02	5.02E-02	0.09	1.43E-02	7.61E-02
*PCK2*	TCA-cycle	−0.84	1.95E-04	2.44E-03	0.23	3.06E-03	2.57E-02
*APRT*	RLEs	0.59	2.70E-02	8.68E-02	−0.12	3.21E-03	2.67E-02
*GPAT4*	RLEs	0.46	1.16E-04	1.68E-03	−0.08	3.82E-02	1.47E-01
*PPAT*	RLEs	−0.46	2.22E-02	7.55E-02	0.12	2.00E-02	9.52E-02

Since the cohort published by Andersen et al. (2012) comprises both iCCA and eCCA cases and no significant prognostic differences were reported, we reclassified these samples according to their ssGSEA scores using the liver-specific signature defined by Hsiao et al. (2001). Assuming a reduced hepatic signature, eCCA samples were expected to display lower hepatocyte-related enrichment scores. Thus, we explored whether the transcriptional differences observed between the GSE32225 (Sia et al., 2013) (iCCA vs. NBD) and GSE132305 (Montal et al., 2020) (eCCA vs. NBD) datasets could also be detected within the Andersen cohort by including in our analyses the reassigned Hsiao_Low vs. NBD and Hsiao_High vs. NBD samples from GSE26566 (Andersen et al., 2012) (Supplementary Table S6). We then examined the DEGs, focusing on overall expression patterns, EpiGs, MGs, and genes encoding for RLEs. Looking at the overlapping genes between datasets, we identified a subset of 230 genes consistently upregulated and 178 downregulated genes across all comparisons, reflecting shared transcriptional programs in CCA (Supplementary Figures S2C,D). Notably, several of these concordant genes corresponded to epigenetic regulators (*HDAC3*, *PHF20L1*, *CBX3*, *EZH2,* and *SMARCA4* are upregulated, while *CHD5* is downregulated in all CCA datasets), suggesting a role of these EpiGs regardless of the CCA anatomic location. Regarding the MGs coding for metabolic enzymes functionally linked to epigenetic regulation, none was downregulated across all datasets, but *GART* and *TYMS* were upregulated in all of them. Downregulated RLEs across datasets were *ADH1B* and *HDC*, while upregulated RLEs were *MAN2B1*, *PGAP6*, *PKM*, *RRM2*, and *TYMS*. Given the potential bias introduced by the peritumoral origin of the NBD samples in Montal et al. (2020), this cohort (GSE132305) was excluded from subsequent analyses of aggressiveness.

### 3.4 Epigenetic and metabolic genes’ expression associate with CCA aggressiveness

According to transcriptomic patterns, Sia *et al.* detected two distinct classes of iCCAs, the proliferation and inflammation classes, with patients in the proliferation class showing poorly differentiated and more aggressive tumors (Sia et al., 2013). Similarly, by hierarchical cluster analysis, Andersen and collaborators found two tumor subclasses, one and 2, with subclass two being associated with increased cellular proliferation and worse survival (Andersen et al., 2012). Since subclass information was not explicitly annotated in the latter, we inferred the groups by applying the signature described in their study, which allowed us to reassign samples into prognostic subclasses one and 2 (Supplementary Table S6). We also reclassified the iCCA patients of GSE32225 (Sia et al., 2013) according to the survival and recurrence signatures described in this study, which allowed us to reassign samples into survival (poor vs. good prognosis), and recurrence (high vs. low relapse) (Supplementary Table S5).

Differential expression analysis showed extensive remodeling of EpiGs across the main molecular subclasses of CCA. In the GSE32225 (Sia et al., 2013) (iCCA) cohort, 185, 171, and 150 EpiGs were differentially expressed (raw p < 0.05) in the proliferation-inflammation, survival (poor vs. good prognosis), and recurrence (high vs. low relapse) comparisons, respectively. Among these, 109/76, 107/64, and 89/61 genes were up- and downregulated in each comparison. When comparing the Andersen et al. (2012) subclasses 2 (worse prognosis) and 1 (better prognosis), we identified 72 DEGs (35 downregulated and 37 upregulated). Several EpiGs showed consistent dysregulation in the worst versus best prognosis contexts in the molecular subclasses, survival, and recurrence comparisons: downregulated genes included *BPTF, DNMT3L, ING5, LBR, MEAF6, MORC4, SETMAR,* and *SPIN2A* (Figure 5A), whereas *CHD4, CHD8, CIITA, HDAC1, HDAC2, MECOM, MPHOSPH8, PRDM8, PRMT1, SETDB2, SP100, SPIN4,* and *TDRD3* were recurrently upregulated (Figure 5B). Supervised DAPC identified a small subset of EpiGs that best discriminated between groups (loadings >2% of between-group variance) (Figure 5C). We also examined dysregulation of these discriminant genes by comparing Log_2_FC values between the poor- and favorable-prognosis groups across survival, recurrence, and molecular subclass analyses. In GSE32225 (Sia et al., 2013) proliferation vs. inflammation subclasses, the discriminant and differentially expressed EpiGs were: *HDAC2, ING2*, and *SETDB2* as upregulated, and *ING1* as downregulated. In GSE32225 (Sia et al., 2013) survival analysis, *HDAC2* was upregulated, and *KMT2E*, *POGZ*, and *PWWP2B* were downregulated. In the GSE32225 (Sia et al., 2013) recurrence comparison, *HDAC2, LRWD1*, and *PRDM8* were upregulated, while *POGZ* and *SETDB1* were downregulated. In the GSE26566 (Andersen et al., 2012) classification into subclasses 2 (worse prognosis) and 1 (better prognosis), 11 EpiGs showed DAPC loadings >2% and differential expression. Taking into consideration the discriminant and differentially expressed EpiGs between subclasses one and 2, we found that *HDAC1*, *MECOM*, *PRDM8*, *PRMT5, PRMT7*, and *SIRT7* were upregulated, and *CXXC5*, *LBR, MEAF6*, *SMYD2*, and *SPIN3* were downregulated. Collectively, the eraser *HDAC2* consistently emerged as a discriminant gene upregulated in the most aggressive subclasses, while the reader *POGZ* showed the opposite pattern. The recurrent involvement of *HDAC1*, *HDAC2*, *PRDM8*, and *MECOM* among both the DAPC-selected and differentially expressed EpiGs highlights a shared signature of chromatin repression and histone modification linked to poor prognosis. The pathway enrichment analyses could clarify whether these convergent genes define specific epigenetic programs associated with tumor progression. To this end, we examined enriched gene sets (adjusted p < 0.05) containing at least three significantly deregulated EpiGs in the worst-versus best-prognosis groups across the GSE32225 (Sia et al., 2013) and GSE26566 (Andersen et al., 2012) cohorts (Supplementary Table S9). Several overrepresented pathways containing differentially expressed EpiGs were consistently identified, encompassing “TGF-β-related signaling” (e.g., “transforming growth factor-beta receptor and transmembrane receptor serine/threonine kinase signaling”), “myeloid cell differentiation”, and “key processes related to organelle fission and chromosomal segregation”. In contrast, no shared underrepresented sets were detected between analyses. These findings indicate that the dysregulation of EpiGs in aggressive CCA subclasses converges on programs controlling proliferative signaling, mitotic progression, and transcriptional remodeling, consistent with the establishment of an epigenetic landscape that favors tumor growth and poor clinical outcome.

**FIGURE 5:**
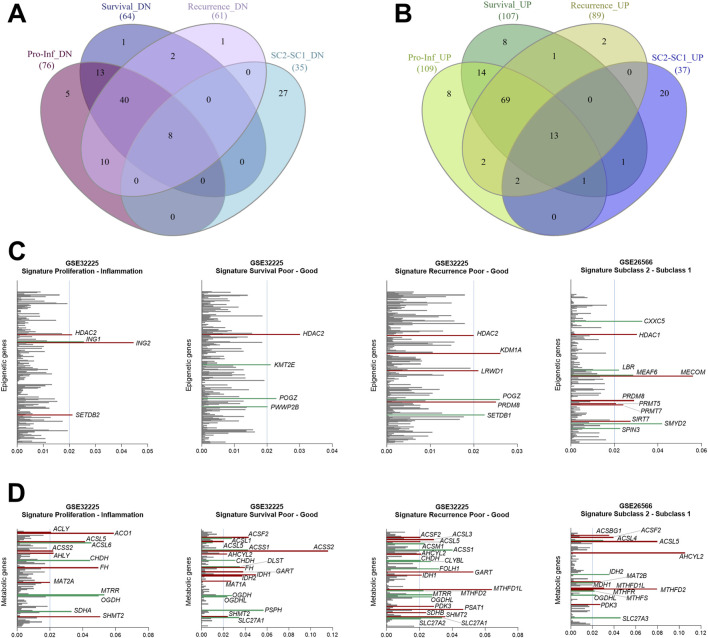
Epigenetic and metabolic expression programs associated with CCA aggressiveness transcriptomic signatures. Venn diagrams showing the overlap of identified **(A)** downregulated and **(B)** upregulated genes in patients classified into the poor-prognosis and aggressive subclasses of CCA, compared with better-prognosis subclasses, in the GSE32225 and GSE26566 datasets. **(C)** Most relevant EpiGs contributing to the stratification of patients in the prognosis and aggressive subclasses in the GSE32225 and GSE26566. datasets. **(D)** Most relevant MGs contributing to the stratification of patients in the prognosis and aggressive subclasses in GSE32225 and GSE26566 datasets. In the loading plots, the colored bars indicate when genes are downregulated (green) or upregulated (red) in the corresponding dataset when comparing poor vs. good prognosis. The scale indicates each gene’s contribution to the separation between groups. Selected genes explain at least 2% of the variability between poor- and good-prognosis subtypes.

Regarding the MGs encoding metabolic enzymes linked to epigenetics, we also found consistent deregulation in the worst versus best prognosis contexts: *ACO1*, *ACSM2A*, *CBS*, *CHDH*, *FH, FOLH1*, *IDH1*, *IDH2*, *MDH1*, *OGDHL*, *PCK2*, *PDHB*, *PHGDH*, *SDHC*, *SHMT1*, *SHMT2*, *SLC27A* were downregulated, while *ACSL5*, *AHCYL2*, and *MTHFD1L* were upregulated. Supervised DAPC identified a subset of MGs with the highest discriminant loadings (>2% of between-group variance) (Figure 5D). Differential expression analysis between prognostic groups identified consistent metabolic alterations across classifications. In the proliferation vs. inflammation subclasses, *ACLY*, *ACO1*, *ACSL5*, *ACSS2*, *AHCY*, *FH*, *MAT2A*, and *SHMT2* were upregulated, whereas *ACSL6*, *CHDH*, *MTRR*, *OGDH*, and *SDHA* were downregulated. In the survival analysis, *ACSL5*, *AHCYL2*, *FH*, *GART*, *IDH1*, *IDH2*, *MAT1A*, and *SHMT2* were upregulated, while *ACSL1*, *ACSL6*, *ACSS1*, *CHDH, DLST*, *OGDH*, *OGDHL*, and *SLC27A1* were downregulated. In the recurrence comparison, *ACSF2*, *ACSL3*, *ACSL5*, *AHCYL2*, *GART*, *IDH1*, *MTHFD1L*, *SDHB*, and *SHMT2* were upregulated, whereas *CHDH*, *FOLH1*, *MTRR*, *OGDHL*, and *SLC27A1* were downregulated. Finally, in the Andersen subclasses, subclass 2 vs. subclass 1, *ACSL5*, *AHCYL2*, *MAT2B*, *MTHFD1L*, *MTHFD2*, *MTHFR*, and *PDK3* were upregulated, while *ACSL4*, *IDH2*, *MDH1*, *MTHFS*, *OGDHL*, and *SLC27A3* were downregulated. Collectively, the MGs that were both discriminant and differentially expressed across analyses demonstrated a recurrent upregulation of one-carbon and lipid metabolic enzymes (e.g., *SHMT2*, *AHCYL2*, *ACSL5*) and the consistent downregulation of oxidative and mitochondrial components (e.g., *OGDHL*, *ACSL6*, *CHDH*) in aggressive CCA subclasses, indicating a coordinated metabolic reprogramming associated with poor prognosis.

To assess whether our gene lists (EpiGs and MGs) are associated with patients’ survival, we integrated two independent datasets: the Nakamura et al. cohort (EGA) and the TCGA cohort (details of patients and datasets are provided in Table 2). Using this dataset, we evaluated the relationship between gene expression and survival time (Table 4). Several genes whose expression distinguished aggressive CCA subclasses also showed significant correlations with patients’ survival. Concretely, in iCCA, EpiGs such as *HDAC1*, *HDAC2*, *ING2*, *MPHOSPH8*, *PRDM8*, *SP100*, and *SPIN4*, previously linked to poor-prognosis groups, showed a negative association with survival, further supporting their role in tumor aggressiveness. Among the MGs, we found that *ACSF2*, *ACSL5*, *MTHFD1L*, *MTHFD2*, and *PDK3*, which were recurrently upregulated in aggressive subclasses, also correlated with shorter survival, consistent with their role in metabolic reprogramming. In eCCA, the analysis identified a similar trend, with several EpiGs involved in chromatin regulation, such as *SETDB2* and *CHD8*, showing inverse associations with survival, in line with their upregulation in poor-prognosis groups. Regarding the MGs, no genes were consistently upregulated and negatively associated with patient survival in eCCA. Altogether, these findings highlight a set of epigenetic and metabolic regulators consistently linked to CCA aggressiveness and patient outcome across datasets. To assess potential confounding by the hyperproliferative status of tumoral cells, we analyzed correlations between epigenetic regulators and proliferation markers (*MKI67* and *PCNA*) across the GSE32225, GSE26566, and GSE132305 datasets (Table 5). While associations were heterogeneous and dataset-dependent, they were not consistent across genes or cohorts. Importantly, proliferation-adjusted models preserved the direction and magnitude of differential expression, indicating that the observed epigenetic alterations are unlikely to be solely driven by proliferation at the transcriptional level.

**TABLE 4:** Spearman’s correlation coefficients (ρ) between the expression of EpiGs and MGs and patient survival in the integrated CCA dataset, stratified by anatomical subtype.

iCCA				eCCA			
Gene symbol		r (*ρ*)	*p*-value	Gene symbol		r (*ρ*)	*p*-value
EpiG	*PHF19*	−0.31	<0.001	EpiG	*JMJD1C*	−0.44	0.008
	*HDAC1*	−0.29	<0.001		*TP53BP1*	−0.43	0.009
	*KDM1A*	−0.27	0.001		*TET1*	−0.43	0.010
	*HDAC2*	−0.25	0.003		*CHD2*	−0.43	0.010
	*SPIN4*	−0.25	0.003		*PBRM1*	−0.43	0.010
	*ING2*	−0.24	0.004		*ZCWPW1*	−0.42	0.012
	*PHF13*	−0.24	0.004		*DNMT3A*	−0.41	0.014
	*PADI1*	−0.22	0.008		*UTY*	−0.40	0.016
	*SETD3*	−0.22	0.009		*ATAD2B*	−0.40	0.016
	*L3MBTL3*	−0.20	0.013		*ATF2*	−0.40	0.018
	*MPHOSPH8*	−0.20	0.017		*JARID2*	−0.40	0.018
	*SP100*	−0.20	0.017		*ATRX*	−0.38	0.022
	*PRDM8*	−0.19	0.019		*SETDB2*	−0.38	0.024
	*CECR2*	−0.19	0.020		*KDM5D*	−0.38	0.025
	*ATAD2*	−0.19	0.023		*CHD8*	−0.36	0.032
	*HAT1*	−0.19	0.024		*TRIM66*	−0.36	0.034
	*MSH6*	−0.19	0.025		*BRD2*	−0.35	0.037
	*ZCWPW1*	−0.18	0.028		*PHF20*	−0.35	0.039
	*NAA50*	−0.18	0.029		*BPTF*	−0.35	0.039
	*ASH2L*	−0.18	0.031		*CHD1*	−0.35	0.039
	*CDYL*	−0.18	0.033		*KDM6B*	−0.35	0.040
	*JMJD6*	−0.17	0.035		*L3MBTL3*	−0.35	0.040
	*ZMYND8*	−0.17	0.036		*ASH1L*	−0.35	0.041
	*PRDM2*	−0.17	0.037		*SETD2*	−0.35	0.041
	*BRD7*	−0.17	0.037		*BRWD3*	−0.35	0.041
	*ZFP57*	−0.17	0.040		*BRD1*	−0.35	0.042
	*BRD9*	−0.17	0.040		*MECP2*	−0.35	0.042
	*SMYD2*	0.17	0.039		*KDM4C*	−0.34	0.043
	*PDP1*	0.17	0.037		*CHD3*	−0.34	0.045
MG	*MTHFD1L*	−0.36	<0.001	MG	*TET2*	−0.34	0.046
	*ACSL5*	−0.30	<0.001		*CBS*	−0.37	0.030
	*MTHFD2*	−0.27	0.001		*SDHC*	0.34	0.046
	*PDK1*	−0.25	0.003		*MTFMT*	0.36	0.034
	*PDK3*	−0.23	0.006		*MAT2B*	0.39	0.019
​	*ACSF2*	−0.22	0.008	​	​	​	​
	*IDH3G*	−0.18	0.031	​	​	​	​
	*ACSBG1*	−0.17	0.042	​	​	​	​
	*CLYBL*	0.17	0.045	​	​	​	​
	*SDHC*	0.17	0.044	​	​	​	​
	*CHDH*	0.21	0.010	​	​	​	​
	*SLC27A3*	0.22	0.007	​	​	​	​

**TABLE 5:** Comparative unadjusted and proliferation-adjusted analysis of EpiGs in CCA.

Dataset ID	Gene	*Correlation (MKI67)*		*Correlation (PCNA)*		CCA vs. NBD			CCA vs. NBD (Adj.)		
​	Symbol	*r*_*MKI67*_ (ρ)	*p*-value *(r*_*MKI67*_ *)*	r _*PCNA*_ (ρ)	*p*-value *(r*_*PCNA*_ *)*	FC (raw)	*p*-value (raw)	*p*-value BS (raw)	FC (Adj.^1^)	*p*-value (Adj.^1^)	*p* BS (Adj.^1^)
GSE32225	*BRD4*	0.11	0.201	0.26	0.002	1.77	<0.001	<0.001	1.97	<0.001	<0.001
​	*CBX3*	−0.02	0.783	0.05	0.569	1.45	0.014	0.009	1.47	0.016	0.019
​	*DNMT1*	−0.12	0.138	−0.15	0.074	1.26	0.139	0.242	1.58	0.007	0.016
​	*EZH2*	−0.21	0.010	−0.30	<0.001	1.68	<0.001	<0.001	1.44	0.010	0.002
​	*HDAC1*	−0.30	<0.001	−0.41	<0.001	1.67	0.088	<0.001	1.10	0.684	0.632
​	*HDAC3*	0.10	0.240	0.01	0.980	1.56	0.004	0.072	1.65	0.002	0.058
​	*PHF20L1*	−0.49	<0.001	−0.43	<0.001	1.70	0.001	0.030	1.23	0.088	0.051
​	*SMARCA4*	−0.32	<0.001	−0.17	0.040	1.26	0.025	<0.001	1.13	0.206	0.101
​	*SUZ12*	−0.36	<0.001	−0.46	<0.001	1.92	0.002	<0.001	1.32	0.080	0.107
​	*SMYD3*	0.07	0.417	0.23	0.005	1.76	0.009	<0.001	2.05	0.002	<0.001
​	*UHRF1*	0.32	<0.001	0.32	<0.001	2.62	<0.001	<0.001	4.78	<0.001	<0.001
GSE26566	*BRD4*	0.39	<0.001	0.01	0.887	1.83	0.043	<0.001	1.54	0.097	<0.001
​	*CBX3*	0.27	0.006	0.29	0.003	1.80	0.027	<0.001	1.43	0.126	0.007
​	*DNMT1*	0.32	0.001	0.28	0.004	1.41	0.078	<0.001	1.19	0.306	0.014
​	*EZH2*	0.46	<0.001	0.46	<0.001	5.27	0.004	<0.001	1.90	0.051	<0.001
​	*HDAC1*	0.17	0.090	0.02	0.836	1.43	0.112	<0.001	1.35	0.178	<0.001
​	*HDAC3*	0.03	0.803	0.09	0.349	1.32	0.012	<0.001	1.30	0.022	<0.001
​	*PHF20L1*	0.10	0.292	0.04	0.682	1.45	0.063	<0.001	1.39	0.101	0.001
​	*SMARCA4*	0.44	<0.001	0.18	0.074	1.99	0.004	<0.001	1.58	0.023	<0.001
​	*SUZ12*	0.67	<0.001	0.29	0.003	1.85	0.010	<0.001	1.33	0.073	<0.001
​	*SMYD3*	−0.03	0.751	0.31	0.001	2.38	0.052	<0.001	1.83	0.120	<0.001
​	*UHRF1*	0.30	0.002	0.51	<0.001	12.75	0.025	<0.001	1.91	0.194	<0.001
GSE132305	*BRD4*	−0.19	0.009	−0.03	0.701	0.86	0.007	0.001	0.89	0.035	0.004
​	*CBX3*	0.02	0.771	−0.03	0.670	1.29	0.020	<0.001	1.28	<0.001	<0.001
​	*DNMT1*	−0.15	0.039	0.01	0.849	0.74	0.020	0.038	0.78	0.066	0.102
​	*EZH2*	−0.01	0.875	−0.02	0.799	1.22	0.030	<0.001	1.22	0.035	<0.001
​	*HDAC1*	−0.01	0.904	0.01	0.931	0.70	<0.001	<0.001	0.71	<0.001	<0.001
​	*HDAC3*	−0.09	0.223	−0.02	0.781	1.14	0.006	<0.001	1.15	0.003	<0.001
​	*PHF20L1*	−0.07	0.364	−0.02	0.813	1.08	0.043	0.001	1.09	0.031	0.001
​	*SMARCA4*	−0.21	0.005	−0.05	0.522	0.99	0.857	0.789	1.02	0.669	0.518
​	*SUZ12*	−0.05	0.513	0.08	0.315	0.94	0.635	0.523	0.96	0.797	0.741
​	*SMYD3*	−0.11	0.142	−0.03	0.664	1.35	<0.001	<0.001	1.39	<0.001	<0.001
​	*UHRF1*	0.14	0.069	0.02	0.838	1.14	0.003	<0.001	1.12	0.011	<0.001

r (ρ): Spearman’s correlation coefficients; FC, Fold Change calculated as expression levels in CCA, vs. NBD; raw = unadjusted; ^1^Adj., Adjusted for MKI67 and PCNA, gene expression; BS, Bootstrap results based on 1,000 resamples and fixed seed.

### 3.5 Microenvironment-driven transcriptional programs in human CCA

We quantified immune and stromal cell populations in GSE32225 (Sia et al., 2013) using MCP-counter and derived composite scores for adaptive immunity (T cells, CD8 T cells, Cytotoxic lymphocytes, B lineage), innate immunity (NK cells, Monocytic lineage, Myeloid dendritic cells, Neutrophils), and stromal cells (Fibroblasts, Endothelial cells). These three-dimensional profiles were used for unsupervised clustering, which resolved four patient subtypes with distinct immune-stromal signatures: Immunogenic, Myeloid, Immune Desert, and Mesenchymal (Figure 6A), as previously described for CCA transcriptomics (Job et al., 2020; Ruffolo et al., 2022; Martin-Serrano et al., 2023; Zhang et al., 2023; Zhong et al., 2024). The distribution of the composite immune-stromal axes across these clusters (Supplementary Figure S3A) highlights differences in adaptive immunity, innate immunity, and stromal activation among patients. We then assessed their association with the three aggressiveness signatures reported in Sia et al. (2013), namely, proliferation-inflammation, survival, and recurrence. The Immunogenic class displayed high innate and adaptive immune scores, with moderate stromal activation, and ∼18% of iCCA patients within this class fell into poor-prognosis signature groups (Figure 6B). The Myeloid-rich class showed moderate-to-strong innate and adaptive immune signatures alongside low stromal scores, and comprised ∼41% patients with poor prognosis. The Immune Desert class was defined by minimal TME activity, with notably absent adaptive immunity, and comprised ∼78% of poor-prognosis patients. Lastly, the Mesenchymal class, marked by strong stromal activation and low-to-moderate immune signatures, included ∼65% poor-prognosis patients. When considering the distribution of all poor-prognosis patients across clusters, ∼5% were classified as Immunogenic, ∼21% as Myeloid-rich, ∼36% as Immune Desert, and ∼38% as Mesenchymal class. The distribution of patients in each immune-stromal cluster across clinical subclasses, including inflammation versus proliferation, survival outcomes, and recurrence risk (Supplementary Figure S3B), highlights the enrichment of low- and high-aggressiveness groups within the Immunogenic, Myeloid-rich, Immune-desert, and Mesenchymal clusters.

**FIGURE 6:**
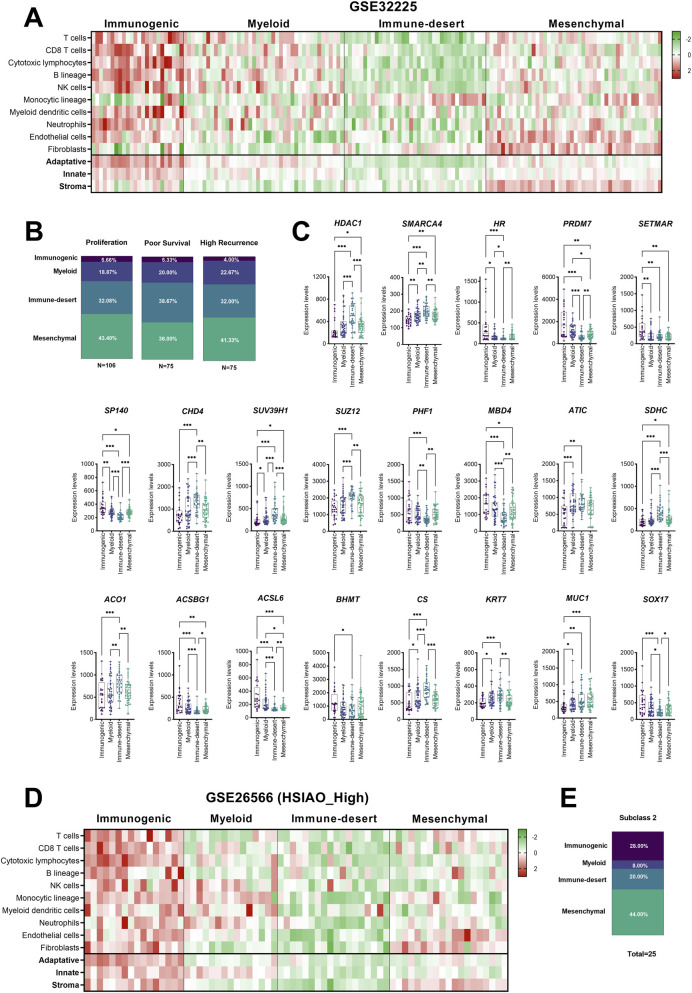
A tumor microenvironment classification of CCA patients into four immune-stromal subtypes shows deregulated epigenetic programs. **(A)** Heatmap showing MCP-counter ssGSEA enrichment scores for immune and stromal cell populations (Z-scores) in iCCA samples from GSE32225. The heatmap displays averaged Z-scores for individual immune cell types and for aggregated innate, adaptive, and stromal signatures. iCCA samples were clustered into four immune-stromal subtypes. **(B)** Proportion of iCCA patients in poor-prognosis groups from GSE32225 across the four immune-stromal clusters. **(C)** Expression levels of EpiGs, MGs, and CCA markers GSE32225 iCCA patients across immune-stromal clusters. **(D)** MCP-counter-based immune and stromal Z-score profiling of HSIAO_High (predicted iCCA) samples from GSE26566, with clustering into four immune-stromal subtypes. **(E)** Distribution of HSIAO_High (predicted iCCA) patients from GSE26566 in poor-prognosis groups across the immune-stromal clusters.

Next, by systematically selecting DEGs between clusters (raw p-value<0.05; |Log_2_FC| >0.50), we identified marked, cluster-specific transcriptional programs across EpiGs, MGs, and RLEs (complete DEGs with raw p-value<0.05 are in Supplementary Table S10). Several EpiGs, including *BRD2*, *CBX5*, *DEK*, *HDAC1*, *HDAC2*, *KAT2A*, *LRWD1*, *PHF20L1*, and *SMARCA4,* were upregulated, whereas *AIRE*, *BRDT*, *HR*, *PRDM7*, *SETMAR*, *SMYD1*, *SP140,* and *SPIN2A* were downregulated in the Myeloid-rich, Immune-desert, and Mesenchymal class compared with the Immunogenic class. These patterns show matching genes between the immune-stromal clusters and the CCA vs. NBD, CCA aggressiveness, and association with survival time, further supporting the Immunogenic class as the best-prognosis, immune-inflamed subtype. Notably, the Immune-desert class displayed a unique upregulation of *CHD4*, *MSH6*, *SPIN1*, *SUV39H1*, *SUZ12*, and *ZBTB33*, and downregulation of *PHF1*, consistent with a chromatin-repressive, DNA repair-oriented profile. Moreover, *HMGB1* and *SPIN4* were jointly upregulated and *MBD4* and *SETD4* downregulated in both Immune-desert and Mesenchymal classes, suggesting shared epigenetic vulnerabilities linked to stromal activation and immune exclusion. A similar pattern emerged in MGs: *AHCY*, *ATIC*, *SDHC*, and *SHMT2* were upregulated in all non-Immunogenic classes, whereas *ACSBG1*, *ACSL6*, and *IDH3A* were consistently downregulated. The Immune-desert class showed selective upregulation of *ACO1*, *MDH1*, *PDHB*, and *SDHB*, and downregulation of *BHMT*, indicating a shift toward mitochondrial and oxidative metabolic reprogramming. *CS* was elevated in both Myeloid-rich and Immune-desert classes, while *SLC27A1* was downregulated in the Immune-desert and Mesenchymal classes, suggesting reduced fatty acid uptake in immunosuppressed/stroma-dominant profiles. A selection of deregulated EpiGs and MGs across the immune-stromal clusters is shown in Figure 6C. RLEs also stratified classes. *ALDH2*, *HMGCS1*, *PNPO*, *PTS*, *SCD*, *SRM*, and *UGDH* were upregulated across all non-Immunogenic classes, whereas *ALDH1A2*, *CHAT*, *GCK*, *GGT1*, *LTC4S*, and *NMNAT2* were consistently downregulated. The Immune-desert class again showed the most distinctive profile, with exclusive upregulation of *ACO1*, *MDH1*, *NT5C3A,* and downregulation of *CPT1B* and *GFPT2*. Both the Myeloid-rich and Immune-desert classes exhibited downregulation of *HSD17B6* and *HDC*, and upregulation of *ODC1*, while *DDC* was reduced in Immune-desert and Mesenchymal classes. Very few genes were uniquely deregulated within a single cluster (aside from those specific to the Immune-desert group), such as the endothelial-associated RLEs *PLAT,* uniquely upregulated in the Mesenchymal class. We applied the same immune-stromal clustering strategy to the GSE26566 cohort (Andersen et al., 2012). In contrast to the iCCAs from GSE32225 (Sia et al., 2013), we observed that a substantial fraction of patients within the Immunogenic class were classified as Subclass 2, the group associated with the poorest prognosis and highest aggressiveness in this dataset (data not shown). Conversely, only a small proportion of Subclass two patients fell into the Immune-desert class, despite its low immune infiltration profile. This inversion of the expected “hot” (immune-inflamed) versus “cold” (immune-desert) tumor behavior, where immune-rich tumors typically show better responsiveness and more favorable outcomes, suggests that the mixed anatomical origin of CCA tumors (iCCA and eCCA) in this cohort could confound the relationship between immune microenvironment and prognosis. To minimize this source of heterogeneity, we next repeated the immune-stromal clustering exclusively in the subset of patients we reclassified as putative iCCA using the Hsiao liver-specific signature (previously mentioned as Hsiao_High group as predicted iCCAs, Supplementary Table S6). This refinement allowed us to reassess immune subtypes and their association with prognosis within a more anatomically homogeneous cohort. With this subset of Hsiao_High patients, we applied the same immune-stromal profiling and unsupervised clustering approach, which similarly identified four distinct patient subtypes (Immunogenic, Myeloid, Immune-desert, and Mesenchymal, Figure 6D), recapitulating the characteristic patterns of adaptive immunity, innate immunity, and stromal activation observed in the GSE32225 (Sia et al., 2013) cohort. Also, similar immune-stromal patterns to those observed in the GSE32225 cohort were recapitulated across clusters (Supplementary Figure S3C). Notably, some differences emerged compared to the iCCAs clustering from GSE32225. The Immunogenic class exhibited stronger stromal activation, the Mesenchymal class displayed slightly lower stromal activation than observed in the Sia immune-stromal analysis, and the Immune-desert showed lower expression across all three axes. Regardless of comparisons with the GSE32225 cohort, we evaluated the association between immune-stromal clustering of Hsiao_High patients from GSE26566 (Andersen et al., 2012) and the aggressiveness-associated subclass signature reported in that study (Figure 6E). In the Immunogenic class, 50% of patients fell into the poor-prognosis category, the Myeloid-rich class included 27% of poor-prognosis patients, the Immune-desert cluster had 13%, and the Mesenchymal class had the highest proportion, with 57% of patients in the poor-prognosis group (corresponding to 6%, 19%, 32% and 42% of all subclass 2 patients, respectively). A comparable distribution of clinical subclasses across clusters was observed in this Hsiao_High GSE26566 cohort (Supplementary Figure S3D), confirming the enrichment patterns of low- and high-aggressiveness groups. To evaluate whether the immune-stromal subclasses recapitulated transcriptional trends observed in the GSE32225 cohort, we examined the gene expression of EpiGs, MGs, and RLEs that showed the same direction of deregulation in Hsiao_high patients from GSE26566 (raw p < 0.05 without a magnitude threshold, Supplementary Table S10). Among EpiG, *SUV39H1* was upregulated in the Immune-desert class, *HDAC1* in the Mesenchymal class, and *SMARCA4* in the Myeloid-rich and Immune-desert classes, all relative to the Immunogenic group. *MBD4* was downregulated in both the Immune-desert and Mesenchymal classes, and *SP140* was consistently decreased across the Myeloid-rich, Immune-desert, and Mesenchymal classes. For MGs, *ATIC* and *CS* were upregulated in the Immune-desert class, while *SDHC* was elevated in both the Immune-desert and Mesenchymal classes. Among RLEs, *DDC* and *HDC* were downregulated in the Immune-desert and Mesenchymal classes, *GFPT2* and *HSD17B6* were downregulated in the Immune-desert class, *ODC1* was upregulated in the Immune-desert class, *PTS* was upregulated in the Mesenchymal class, and *LTC4S* was downregulated in the Myeloid-rich and Immune-desert classes.

As an internal validation of this stratification, we evaluated canonical CCA markers typically deregulated in CCA in the GSE32225 immune-stromal clustering (Figure 6C). *MUC1* was elevated in the Myeloid-rich, Immune-desert, and Mesenchymal classes, and *KRT7* was increased in the Myeloid-rich and Immune-desert classes. Conversely, the Immune-desert class showed reduced *SOX17*, a tumor suppressor whose silencing is characteristic of aggressive CCA (Merino-Azpitarte et al., 2017). Together, these data reveal that each immune stromal subtype is defined not only by distinct TME compositions but also by coherent epigenetic, metabolic, and enzymatic transcriptional programs. These cluster-specific molecular signatures, particularly those enriched in the Immune-desert and Mesenchymal phenotypes, underscore the deep interdependence between tumor microenvironmental states and the epigenetic landscape of iCCA.

### 3.6 Epigenetic dysregulation and metabolic rewiring in experimental CCA

A preliminary indication of the potential relevance of EpiGs and MGs as therapeutic targets in CCA was obtained by assessing cell viability using gene fitness scores derived from CRISPR/Cas9 loss-of-function screens in human CCA cell lines (n = 28) from the DepMap portal. In this analysis, the individual knockout of 188 EpiGs significantly affected CCA cell fitness, with 50 genes showing absolute fitness scores above the threshold (|fitness score| >0.25) (Figure 7A). Several of these genes overlapped with those associated with poor prognosis or reduced patient survival, reinforcing their biological and clinical relevance. Concretely, among the EpiGs, genes such as *BRD4*, *CHD4*, *CHD8*, *DNMT1*, *HDAC3*, *MPHOSPH8*, *PRMT5*, *SETDB1*, and *SUZ12* were common to either CCA or the prognostic signatures and CRISPR-derived fitness dependencies, suggesting that these chromatin regulators are not only transcriptionally linked to aggressive CCA phenotypes but are also required for tumor cell viability. Regarding the MGs, 69 genes significantly altered cell fitness, 23 of which met the |fitness score| >0.25 criterion (Figure 7B). Specifically, genes such as *FH, GART, MAT2A, OGDH, SDHB, SDHC,* and *TYMS* displayed both prognostic or survival associations and significant loss-of-fitness effects upon knockout. Together, these convergent findings highlight a subset of epigenetic and metabolic regulators whose expression correlates with CCA progression and whose functional disruption compromises tumor cell survival, underscoring their potential as candidate therapeutic targets. Notably, none of the affected genes with an absolute fitness score above 0.25 showed increased cell viability; all deletions resulted in decreased fitness.

**FIGURE 7:**
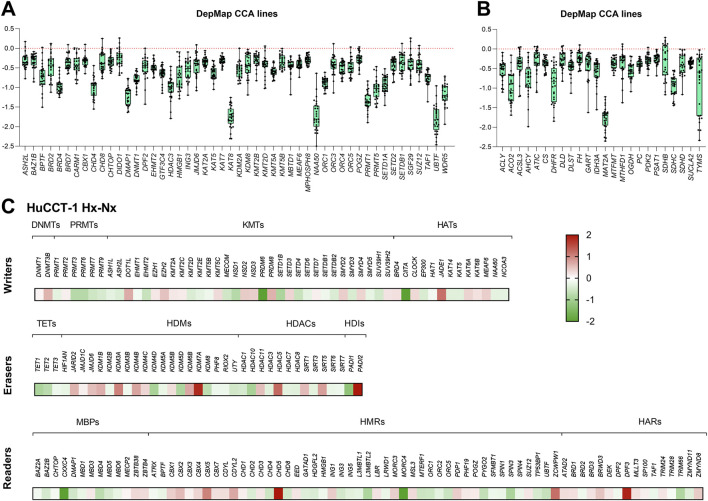
Functional dependencies and hypoxia-driven epigenetic rewiring in experimental CCA. Selected **(A)** epigenetic regulators and **(B)** metabolic genes showing gene dependency (fitness) scores in 28 CCA cell lines by CRISPR-Cas9 loss-of-function screens from DepMap. Negative scores indicate reduced viability upon gene knockout. **(C)** Expression changes of epigenetic regulators in HuCCT-1 cells exposed to 1% O_2_ for 24 h, showing hypoxia-induced up- or downregulation relative to normoxia.

To further explore the mechanisms underlying epigenetic and metabolic alterations in CCA, we performed complementary experiments in human CCA cell cultures and mouse models of the disease. Based on candidate dependencies identified from DepMap CRISPR-based screening data, we evaluated the impact of pharmacological inhibition of selected epigenetic regulators and metabolic enzymes in the HuCCT-1 cell line using MTT assays after 7 days to determine GI_50_ values. Inhibition of BRD4 (JQ1, GI_50_ = 0.25 µM), HDAC3 (BRD3308, GI_50_ = 37.5 µM), EHMT2 (BIX-01294, GI_50_ = 2.9 µM), SMARCA2/SMARCA4 (BRM/BRG1 ATP inhibitor-1, GI_50_ = 2.56 µM), MAT2A (SCR-7952, GI_50_ = 3.2 µM), AHCY (DZNep, GI_50_ = 0.24 µM; adenosine dialdehyde, GI_50_ = 5 µM), and DHFR (methotrexate, GI_50_ = 0.72 µM) supports a functional dependency of CCA cells on the epigenetic and metabolic pathways identified in our integrative analyses. Additionally, since hypoxia-related pathways were consistently overrepresented across all GSEA when comparing poor- and favorable-prognosis groups in CCA, we next examined the transcriptional response of epigenetic regulators to hypoxic stress (Figure 7C). The human iCCA cell line HuCCT-1 was exposed to 1% O_2_ for 24 h, and changes in EpiGs expression were assessed relative to normoxic conditions. Under hypoxia, 73 EpiGs were upregulated and 92 were downregulated (raw p < 0.05). Notably, several genes showed concordant upregulation in hypoxic HuCCT-1 cells and in at least two of the three patient datasets comparing CCA vs. NBD, including *ATAD2*, *BRD4*, *CBX3*, *CBX4*, *DEK*, *DNMT1*, *EZH2*, *KMT2C*, *MSL3*, *NSD3*, *SP100*, and *SUZ12*, suggesting that hypoxia may contribute to the activation of a shared epigenetic program associated with malignant transformation and poor prognosis.

In parallel, we examined *in vitro* grown CCA tumoroids and healthy liver-derived organoids derived from patient samples, as described by Broutier et al. (2017). Because of the limited number of replicates to account for human heterogeneity, we explored EpiGs showing a raw *p*-value < 0.25 and an absolute Log_2_FC > 0.10 in the comparison between CCA tumoroids and healthy liver-derived organoids to identify potential expression trends (Supplementary Table S8). In this analysis, we found that *BRD9*, *GATAD1*, *HDAC3*, *KAT14*, *LRWD1*, *MBD4*, *ORC2*, *SETDB1*, *SGF29*, *SPIN3*, and *TAF1* were upregulated and *KMT2E* was downregulated in CCA tumoroids and at in least one of the three human CCA vs. NBD comparisons (without contradictory changes in others). Next, we identified changes in the expression (raw p-value<0.25; |Log_2_FC| >0.10) of MGs involved in key metabolic pathways that matched at least one of the three human CCA vs. NBD comparisons. Within the genes belonging to OCM pathway, *ATIC* and *SHMT2* were upregulated. Genes associated with the TCA-cycle, including *ACO2*, *CS*, and *PDHA1*, also showed increased expression. Among ACS genes, *ACSM3* was upregulated, whereas *ACSL5* was the only MGs found to be downregulated in CCA tumoroids. Finally, when analyzing genes belonging to the RLEs, we found that *ACO2*, *NT5C3A*, *PDHA1*, and *PIK3C3* were upregulated, whereas *ALDH1A2*, *ASS1*, *GK*, and *KMO* were downregulated in CCA tumoroids (raw p-value<0.25; |Log_2_FC| >0.10) and matched at least one of the three human CCA vs. NBD comparisons. These alterations further support a metabolic shift favoring mitochondrial and anabolic pathways at the expense of normal hepatobiliary metabolic functions, consistent with the transcriptional reprogramming observed in human and murine CCA models. To functionally assess selected epigenetic dependencies in this system, cell viability was evaluated using MTT assays after 7 days of treatment with pharmacological inhibitors targeting epigenetic regulators in two independent CCA tumoroid lines. Following our previous studies where the PRMT5 inhibitor GSK3326595 showed that this epigenetic factor is required for CCA cell growth (Elurbide et al., 2025), the PRMT5 inhibitor JNJ-64619178 also demonstrated antitumoral activity (GI_50_ values of 0.45 μM and 1.44 μM). Using the same experimental framework, treatment with the pan-HDAC inhibitor trichostatin A resulted in GI_50_ values of 120.5 μM and 150.5 μM, while the selective HDAC3 inhibitor BRD3308 showed GI_50_ values of 36.5 μM and 57.6 μM in the two established tumoroid lines. Although the transcriptional overlap with human CCA is partial, the CCA tumoroid model reproduces several epigenetic alterations observed in human CCA, highlighting its potential as a translational system to investigate gene regulatory mechanisms *ex vivo*.

### 3.7 Multi-omic analyses identify epigenetic activation and metabolic suppression in CCA

We next established two murine CCA models by delivering oncogenes to the liver through HTVi, yielding TAZ/Akt-driven tumors and NICD1/Akt-driven tumors spanning early to advanced stages (Figure 8A). 

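Transcriptomes of the NICD1/Akt model were measured in 12 liver libraries in 4 groups of 3: NICD1/Akt livers 2 weeks after HTVi (early stage), NICD1/Akt livers 3 weeks after HTVi (advanced stage), and livers labelled wild type (WT) as controls of each stage. The labels give the tissue of all NICD1/Akt samples as liver (CCA tumor) and that of controls as liver. Both are called livers here, so each comparison sets labelled tumor tissue against normal liver. The controls are taken here as uninjected, although their labels give a time after HTVi. In HTVi, a plasmid solution is injected rapidly into the tail vein, and part of the DNA enters hepatocytes. The mice received 10 µg of the NICD1 plasmid and 10 µg of the myr-AKT plasmid with 0.8 µg of the plasmid for the Sleeping Beauty transposase, which inserts the transgenes into the genome. The RNA was prepared as stranded poly(A) libraries. The authors trimmed and aligned the reads and deposited raw counts per gene; the methods name mm10, STAR and HTSeq, and the submitters' processing notes name GRCm39, STAR 2.7 and Subread 2.0.6. Gene counts summed to 13136892 to 17561584 per library in controls at 2 weeks (median 16624428), 15269054 to 19471146 in NICD1/Akt livers at 2 weeks (median 16414944), 14691286 to 15053824 in controls at 3 weeks (median 14716589) and 15788448 to 19594839 in NICD1/Akt livers at 3 weeks (median 18271087). From these counts, CPM and log2 fold changes were computed with edgeR after TMM scaling and filterByExpr. Each stage was tested on its own 6 libraries with the quasi-likelihood test, over 13041 genes at 2 weeks and 13408 at 3 weeks, and the difference between stages on all 12 libraries over 13829 genes. Nothing in the sources used here states that the 3 libraries of a group came from separate mice, so the p-values measure the spread between these libraries. TAZ/Akt livers were not analysed here.

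Notch1 (ENSMUSG00000026923.16) and Akt1 (ENSMUSG00000001729.15), the genes encoded by the plasmids, were followed in each library, since transgene RNA that matches the mouse gene is counted with it. At 3 weeks, Notch1 was at 324 to 412 CPM in NICD1/Akt livers and at 42.1 to 45.5 CPM in controls, and Akt1 at 594 to 850 CPM and at 74.5 to 85.3 CPM. At 2 weeks, Notch1 was at 101, 119 and 202 CPM and Akt1 at 285, 325 and 927 CPM in NICD1/Akt libraries 33, 34 and 35. The control libraries 30 and 31 had 49.1 and 53.8 CPM of Notch1 and 90.9 and 90.1 CPM of Akt1. The library labelled control early 32 had 106 CPM of Notch1 and 381 CPM of Akt1, within the range of the NICD1/Akt livers of its stage, and is kept in its labelled group below.

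**Figure D1:**
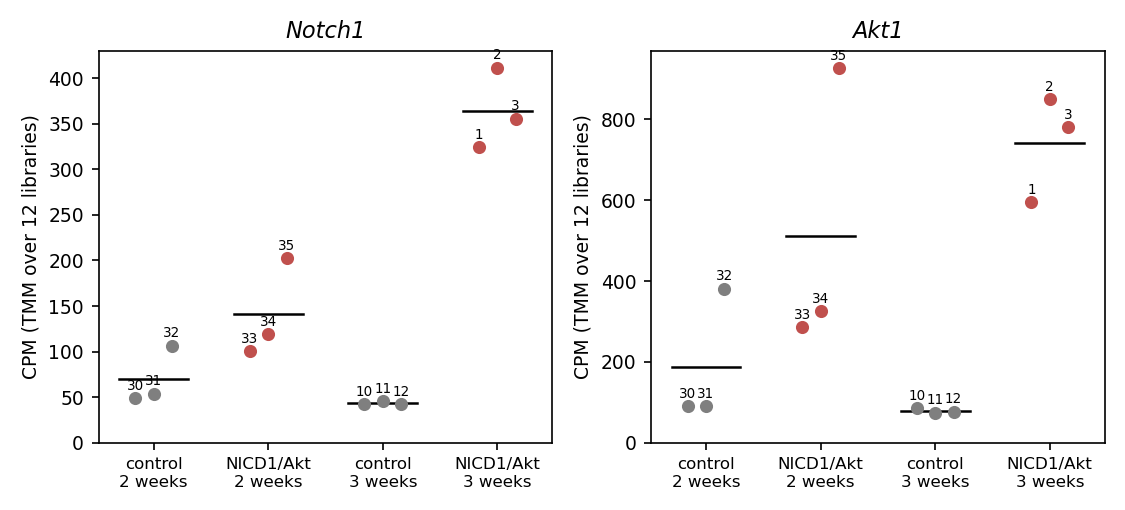
CPM of Notch1 and Akt1 in each of the 12 liver libraries (points, with the library number), on linear axes from 0, with the mean of each group of 3 as a line. All 3 NICD1/Akt livers at 3 weeks lie above 324 CPM for Notch1 and above 594 CPM for Akt1, and the library labelled control early 32 lies at 381 CPM for Akt1.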

As a proof-of-concept, we validated our cross-species analysis of EpiGs expression by performing SMARCA4 immunostaining of human iCCA and eCCA samples and mouse CCA genetic models. This chromatin-remodeling factor (reader) has previously been shown to be upregulated at the gene expression level in various cancers, including CCA (Zhou et al., 2021), and overexpressed at the protein level in non-liver cancers (Peng et al., 2021). Also, we observed that *SMARCA4* expression was consistently upregulated across human CCA datasets. To illustrate this pattern, SMARCA4 immunostaining showed nuclear enrichment in tumor cells, with lower but detectable nuclear signal in non-tumoral hepatocytes (representative figure in Figure 8B and the protein expression across human and mouse CCA samples in Supplementary Figure S4). This example supports the robustness of our integrative approach and highlights SMARCA4 as a potential therapeutic target in human CCA.

**FIGURE 8:**
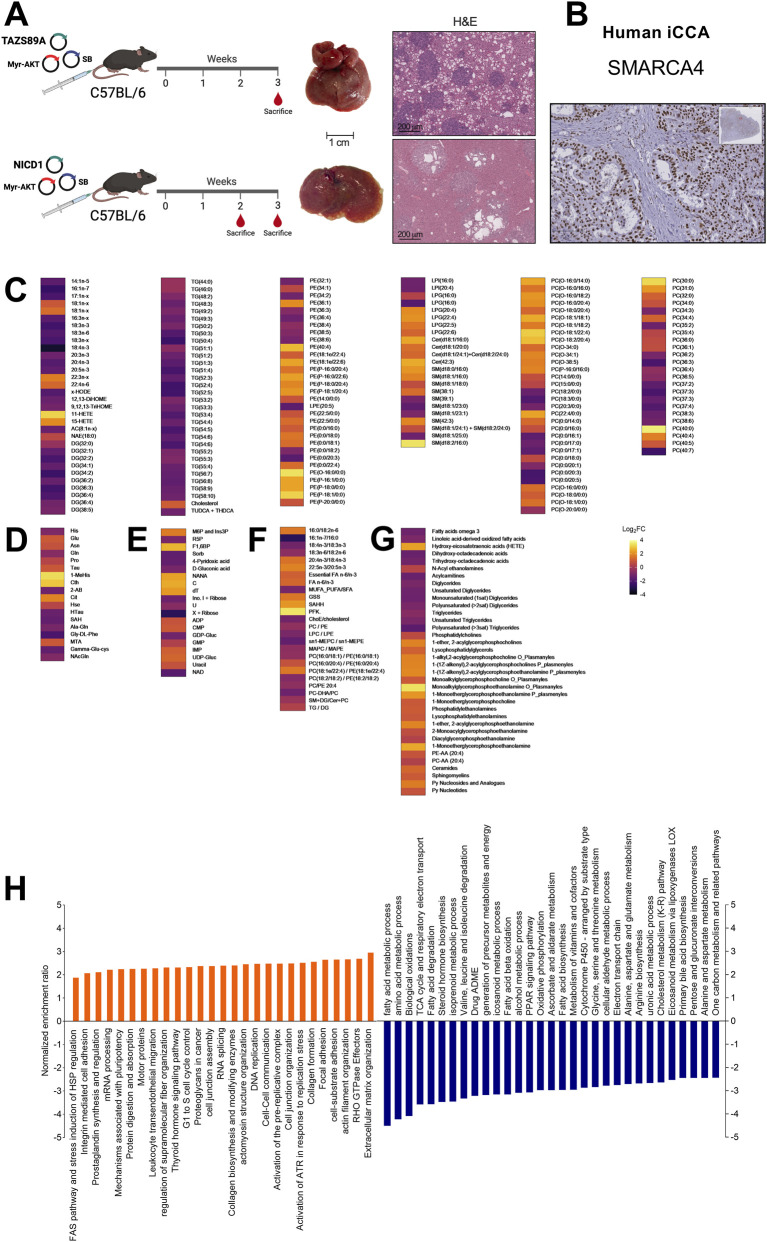
Clinical and experimental CCAs exhibit conserved epigenetic activation and metabolic reprogramming **(A)** Generation of TAZ/Akt and NICD1/Akt murine CCA models through HTVi, producing tumors spanning early to advanced disease stages (created in https://BioRender.com). **(B)** Representative image of SMARCA4 immunostaining in human iCCA, showing strong nuclear upregulation in neoplastic cells compared with adjacent non-tumoral cells. Metabolomic profiling of TAZ/Akt tumors versus healthy liver, revealing broad metabolic rewiring, including changes in **(C)** lipid classes, **(D)** amino acids, **(E)** nucleotide and carbohydrate metabolism **(F)** metabolite ratios and **(G)** metabolites grouped in families. **(H)** Pathway enrichment analysis of differentially expressed proteins in TAZ/Akt tumors.

To assess whether experimental CCA models recapitulate the transcriptional alterations observed in patients, we analyzed RNA-seq data from both human and murine systems. Transcriptomic analyses were performed in murine livers following HTVi of oncogenes, comparing normal liver tissue with tumors driven by TAZ/Akt (advanced-stage CCA) and NICD1/Akt (at early and advanced CCA stages) oncogenes. In these models, we compared the transcriptional profiles of EpiGs across human and murine datasets to identify conserved alterations in experimental CCA (Supplementary Table S8). 

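At 3 weeks, NICD1/Akt livers had 5218 genes higher and 4432 lower than control livers at an adjusted p under 0.05 from edgeR. All 10 measured Notch target genes were higher, among them Nrarp, a feedback regulator of Notch signaling, with 341 ± 52.4 CPM (SD, n = 3) against 0.856 ± 0.426 CPM (log2 fold change 8.62, standard error 0.27, adjusted p = 2.09e-07). All 10 biliary markers were higher, including Spp1, which encodes osteopontin, with 3523 ± 309 CPM against 36.1 ± 6.74 CPM. Against all 6 controls the call of Spp1 was lost (log2 fold change 3.21, adjusted p = 0.0790). These 6 controls pool both stages, differ in Y-linked RNA and include the library labelled control early 32, here and in every such comparison below. With TMM over 12 libraries, that library had 1875 CPM of Spp1 and the other 5 controls 30.1 to 56.6 CPM, against 3027 to 3545 CPM in NICD1/Akt livers at 3 weeks. Of 23 cell cycle genes 21 were higher, as were 5 of 5 fetal liver and progenitor genes, such as Cd24a (log2 fold change 6.76, standard error 0.25). Hepatocyte genes were lower: 12 of 13 genes of secreted proteins (Apoc3, log2 fold change -1.68, standard error 0.18), 10 of 10 cytochrome P450 genes (Cyp2c29, -2.80, standard error 0.15), 7 of 7 urea cycle genes (Cps1, -1.85, standard error 0.20) and 11 of 12 genes of bile acid synthesis and transport. Adjusted over the list alone, the counts did not differ apart from 12 of 12 for bile acids. These lists passed camera with a preset correlation (adjusted p from 2.11e-06 to 0.032), with adjusted p = 0.398 with an estimated correlation for all of them but the urea cycle (adjusted p = 0.435 with an estimated correlation).

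Other cell types moved in both directions at 3 weeks. Of 12 monocyte and macrophage markers 11 were higher, among them Cx3cr1 (log2 fold change 5.69, standard error 0.26), and 13 of 15 stellate cell, fibroblast and matrix genes were higher, among them Col5a1, a fibrillar collagen gene, with 210 ± 41.2 CPM against 14.4 ± 3.48 CPM (SD, n = 3). Kupffer cell markers were lower in 7 of 7 cases (Clec4f, log2 fold change -1.09, standard error 0.13) and erythroid markers in 4 of 4. These counts were the same when adjusted over the list alone. With a preset correlation these 4 lists had adjusted p-values of 0.00156, 0.000339, 0.00719 and 0.0405 in that order, and adjusted p = 0.398 with an estimated correlation, or 0.435 for matrix genes. The calls of erythroid Hbb-bs (adjusted p = 0.11) and Hba-a1 (adjusted p = 0.304) were lost against all 6 controls. Those of Hbb-bt and of Kupffer cell Vsig4 (adjusted p = 0.391) and Cd5l (adjusted p = 0.102) were lost with library size only. Hbb-bt was also lost without control library 11 or 12 or NICD1/Akt library 2 or 3. Clec4f, Timd4 and erythroid Alas2 were kept in every alternative. Of 7 immediate early and heat shock genes 6 were lower and 1, Jun, was higher (the same adjusted over the list alone; preset adjusted p = 0.0286, and adjusted p = 0.398 with an estimated correlation); at 2 weeks the list had a higher direction (median log2 fold change 0.58, preset adjusted p = 0.0281, and adjusted p = 0.670 with an estimated correlation). Among the lower ones, Egr1 was at 1116 ± 104 CPM in controls and 71.0 ± 15.8 CPM in NICD1/Akt livers at 3 weeks, and at 89.3 ± 23.8 CPM in controls at 2 weeks (SD, n = 3, TMM over 12 libraries). The 3-week call of Egr1 was kept in every alternative. Those of Dnajb1 (adjusted p = 0.114), Hspa1b (adjusted p = 0.283) and Hspa1a (adjusted p = 0.498) were lost against all 6 controls. Of the 13408 genes, 10299 (76.8%) had no overlap between the 3 NICD1/Akt and 3 control libraries, where chance gives 10%. TMM put 54.1% of the called genes on the higher side; scaling by library size alone shifted the median log2 fold change of all genes by 0.705 and put 87.6% there, and upper quartile scaling shifted it by 0.156.

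At 2 weeks, with TMM over 12 libraries, Spp1 was at 1054, 1236 and 4256 CPM in NICD1/Akt livers, at 56.6 and 53.7 CPM in the controls 30 and 31 and at 1875 CPM in the library labelled control early 32. Notch target genes (median log2 fold change 1.59) and biliary markers (1.82) were among the 7 lists with a higher direction in camera (adjusted p = 0.00146 and 0.000659 with the preset correlation, 0.670 for both with an estimated correlation), and genes of bile acid synthesis and transport (median -0.51) among the 7 with a lower one (0.000659 and 0.670). These medians were 2.07, 3.66 and -0.65 without the library labelled control early 32. No single gene passed an adjusted p of 0.05 in edgeR; 1120 genes had an unadjusted p under 0.05, DESeq2 called 27, edgeR's likelihood ratio test 12 and limma-voom 0. Without the library labelled control early 32, 2418 genes had an unadjusted p under 0.05 and 0 an adjusted one; without library 30 or 31 the first count was 445 or 394. The Y-linked gene Ddx3y was at 0 to 0.398 CPM in the other 5 libraries of 2 weeks, at 57.2 CPM in the library labelled control early 32 and at 52.2 to 126 CPM at 3 weeks. The methods name male mice. By this gene, sex is not balanced between the groups at 2 weeks. Sex also cannot be told apart from stage in comparisons of 3 with 2 weeks, including the differences between effects given below.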

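EpiGs, the genes of epigenetic regulators listed in Supplementary Table 1, moved in both directions in NICD1/Akt livers at 3 weeks, with more of them higher. Of 235 measured EpiGs, 110 were higher and 56 lower at the unadjusted p of 0.05 that the paper uses for its lists, and 106 and 56 at an adjusted p (105 and 56 adjusted over the list alone). Histone methyl readers were more often higher than lower (39 of 68, with 10 lower), as were histone acetyl readers (15 of 30, with 5 lower), methyl-CpG binding proteins (10 of 17, with 3 lower) and protein arginine methyltransferases (4 of 8, with 0 lower in edgeR). Histone demethylases were more often lower (13 of 26, with 7 higher), as were histone acetyltransferases (11 of 23, with 7 higher). Outside the genes that the paper names for mice, and among EpiGs with a mean of at least 1 CPM, the largest rises were in Aire (0 counts in the controls, at least 143-fold higher), the DNA demethylase gene Tet1 (82.1-fold, 95% counting interval 27.9 to 399), Prdm16, Hr and Prmt2. The largest falls were in Mbd1 (log2 fold change -2.41, standard error 0.14), Tet2, Phf8, Nsd3 and Dot1l, which encodes the H3K79 methyltransferase (-1.32, standard error 0.24). Against all 6 controls the call of Mbd1 was kept (adjusted p = 0.0386) and those of Tet2 (adjusted p = 0.263), Phf8 (adjusted p = 0.354), Nsd3 (adjusted p = 0.0977) and Dot1l (adjusted p = 0.351) were lost. With TMM over 12 libraries, Phf8 in controls was at 114 ± 5.00 CPM at 3 weeks and at 21.4 ± 7.51 CPM at 2 weeks (SD, n = 3; log2 difference 2.41, adjusted p = 1.94e-05), and Mbd1 at 339 ± 24.8 and 91.4 ± 53.8 CPM (1.89, adjusted p = 0.00221).

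At 2 weeks, 16 of 229 EpiGs were higher and 5 lower at an unadjusted p under 0.05, and 0 at an adjusted p, over all genes or over the list alone. The higher ones, apart from genes that the paper names, included Phf19, a subunit of Polycomb complexes, with a log2 fold change of 1.15, and the lower ones were the deacetylase genes Hdac11, Sirt3 and Sirt5, together with Riox2 and Hdgfl2; these were chosen after their values were seen. Without the library labelled control early 32 the counts were 26 and 4, without library 30 they were 4 and 1, without library 31 they were 1 and 1, without library 33 they were 10 and 2, and without library 35 they were 9 and 3. At 3 weeks, scaling by library size alone gave 191 higher and 7 lower EpiGs, and all 6 controls in place of 3 gave 72 and 30.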

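Among epigenetic regulator genes in NICD1/Akt livers at 3 weeks, Prmt1, which encodes an arginine methyltransferase, was at 43.2 ± 4.27 CPM against 20.7 ± 4.21 CPM in controls (SD, n = 3; log2 fold change 1.06, standard error 0.15, adjusted p = 3.0e-04 from edgeR's quasi-likelihood test). Smaller rises were seen in Chd4, the ATPase of the NuRD complex (0.53, standard error 0.12), Dmap1 (0.54, standard error 0.14), the deacetylase gene Hdac1 (0.46, standard error 0.13) and Dek (0.32, standard error 0.09), each at an adjusted p of 0.0135 or below. Hdac3 passed the unadjusted threshold of 0.05 alone (log2 fold change 0.22, standard error 0.09, adjusted p = 0.0532), and no longer without NICD1/Akt library 1, 2 or 3 or control library 10 or 12 (0.15 to 0.25). The chromatin remodeler gene Chd1 fell by 1.06 on the log2 scale (standard error 0.13, adjusted p = 0.000115) and the coactivator gene Ncoa1 by 0.42 (standard error 0.08, adjusted p = 0.00193). Smarca2, an ATPase of SWI/SNF complexes, was at 127 ± 14.2 CPM against 125 ± 8.47 CPM (log2 fold change 0.01, standard error 0.11, adjusted p = 0.913). With TMM over 12 libraries, Chd1 in controls was at 117 ± 2.45 CPM at 3 weeks and at 45.6 ± 3.85 CPM at 2 weeks (adjusted p = 0.000142), and its fold change against all 6 controls was -0.65 on the log2 scale (adjusted p = 0.208). At 2 weeks none of these 9 genes passed an unadjusted p of 0.05 in edgeR. With library-size scaling alone, Ncoa1 had a log2 fold change of 0.28 (adjusted p = 0.0193), and against all 6 controls Dmap1 and Hdac3 had -0.04 and -0.06. The call of Hdac1 was lost against all 6 controls (0.07, adjusted p = 0.752) and in the fit of all 12 libraries, that of Ncoa1 against all 6 controls (adjusted p = 0.101) and that of Dek in the fit of all 12 libraries (adjusted p = 0.0910). Chd4 against all 6 controls (0.31, adjusted p = 0.0655) and Dek without control library 12 passed an unadjusted p of 0.05 alone.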

We focused on EpiGs consistently deregulated in the same direction in at least two human datasets (CCA vs. NBD, raw p < 0.05) and in at least one murine model (CCA vs. healthy liver, raw p < 0.05): *Atad2, Cbx4, Chd4, Chd8, Dek, Dmap1, Dnmt1, Ezh2, Hdac1, Hdac2, Hdac3, Hdac7, Orc2, Prmt1, Trim28*, and *Uhrf1* were upregulated, whereas *Chd1, Ncoa1,* and *Smarca2* were downregulated. Among these, *Atad2, Chd8, Dnmt1, Ezh2, Hdac2, Hdac7, Orc2, Trim28, and Uhrf1* were increased in both genetic mouse models (TAZ/Akt and NICD1/Akt). 

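Uhrf1, which recruits maintenance DNA methylation to replicated DNA, had the largest rise of these genes in NICD1/Akt livers at 3 weeks, with 42.0 ± 8.08 CPM against 0.542 ± 0.339 CPM in controls (SD, n = 3; log2 fold change 6.25, standard error 0.31, adjusted p = 1.08e-06 from edgeR). In the 16 alternatives the log2 fold change of Uhrf1 ranged from 3.65 to 6.96, and its call was kept in all of them. Ezh2, the methyltransferase of PRC2, was at 23.1 ± 2.86 CPM against 10.6 ± 3.96 CPM (log2 fold change 1.12, standard error 0.25, adjusted p = 0.00379). Hdac7 rose by 1.06 (standard error 0.12), Trim28, a corepressor of zinc finger proteins, by 0.86 (standard error 0.09), Orc2 of the origin recognition complex by 0.79 (standard error 0.18), Hdac2 by 0.78 (standard error 0.09) and Chd8 by 0.54 (standard error 0.14) on the log2 scale, with adjusted p-values from 4.65e-05 to 0.0082. Against all 6 controls, Hdac7 (0.54, adjusted p = 0.0822) and Chd8 (0.33, adjusted p = 0.0696) passed an unadjusted p of 0.05 alone. From changes of the same direction in human datasets and murine models, the paper selects these EpiGs as conserved in experimental CCA.

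At 2 weeks, Orc2 passed the unadjusted threshold of 0.05 (log2 fold change 0.57, standard error 0.23, adjusted p = 0.520). Uhrf1 (1.65, standard error 0.91) and Ezh2 (0.86, standard error 0.44) did not. Leaving out the library labelled control early 32, Uhrf1 had a log2 fold change of 3.01 (standard error 0.82, adjusted p = 0.203), Ezh2 of 1.13 (standard error 0.49) and Orc2 of 0.77 (standard error 0.23); Uhrf1 then passed the unadjusted threshold, as it did in the fit of all 12 libraries and against all 6 controls, and Ezh2 did not. Without any single one of the other 5 libraries Orc2 no longer passed, nor with the likelihood ratio test, library size only, upper quartile factors, no filter on low counts or all 6 controls. The difference between the effects at 3 and 2 weeks passed for Uhrf1 (4.48 on the log2 scale, adjusted p = 0.0214), Hdac7 (0.73, adjusted p = 0.0318) and Trim28 (0.50, adjusted p = 0.038), and not for Ezh2 (0.16, adjusted p = 0.845); without the library labelled control early 32 none of these 3 passed (Uhrf1 3.14, adjusted p = 0.0510; Hdac7 0.59, adjusted p = 0.0632; Trim28 0.49, adjusted p = 0.0812).

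By complex at 3 weeks, 5 of 10 PRC2 genes were higher and 1, Rbbp4, lower (Ezh1, the paralog of Ezh2, log2 fold change 0.92, standard error 0.13). Of 14 SWI/SNF genes 9 were higher and 0 lower in edgeR, such as Smarcc1 (0.67, standard error 0.13) and Arid2 (0.59, standard error 0.08). Among 13 NuRD genes 4 were higher and 3 lower (Mta3, 0.59, standard error 0.11; Mta2, -0.55, standard error 0.09). The counts adjusted over the list alone did not differ. None of these 3 lists passed camera (adjusted p = 0.649, 0.147 and 0.992). Rbbp4 and Mta2 had log2 fold changes of 0.08 and 0.17 when scaled by library size alone. Against all 6 controls the calls of Ezh1 (0.42, adjusted p = 0.141), Mta3 (0.11, adjusted p = 0.682), Rbbp4 and Mta2 were lost.

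**Figure D2:**
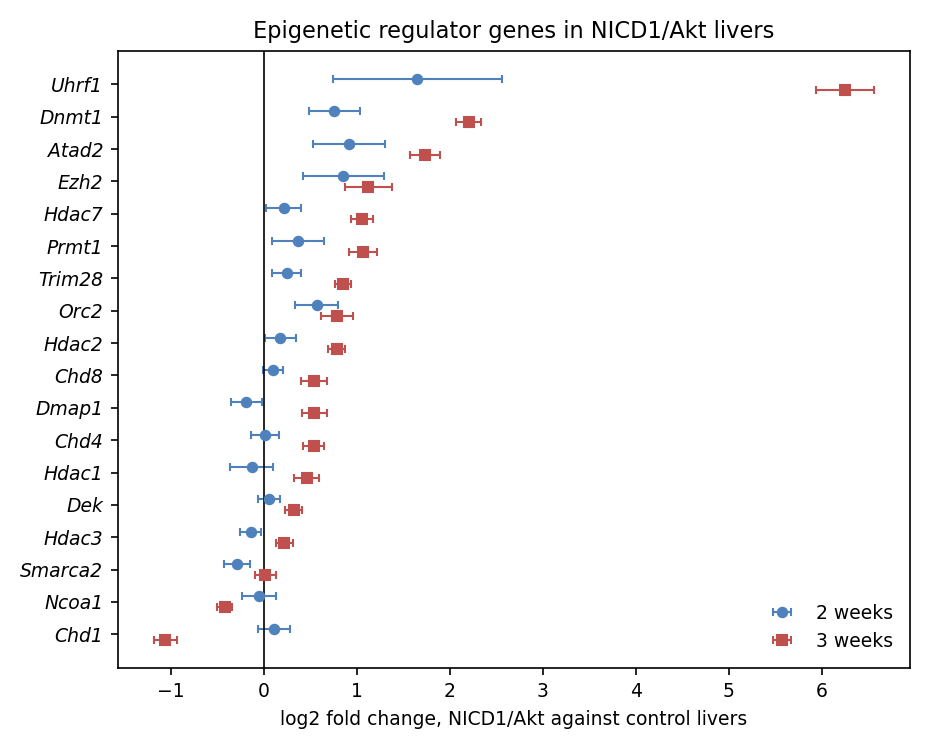
Log2 fold changes of 18 EpiGs in NICD1/Akt livers against control livers at 2 weeks (circles) and 3 weeks (squares), on a linear axis, with bars for the standard error from edgeR on 3 libraries per group. Uhrf1 has the largest value at 3 weeks (6.25), and Chd1 and Ncoa1 lie below 0 at 3 weeks.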

Notably, *Atad2* and *Dnmt1* expression progressively increased during early and late tumor development in the NICD1/Akt model. In addition, several genes were upregulated in at least one human dataset (without contradictory changes in others) and in both murine models (TAZ/Akt and NICD1/Akt), including *Baz2b, Brd9, Cbx5, Ciita, Kdm2b, Kmt2a, Mbd4, Msh6, Nsd2, Orc1, Padi2, Pbrm1,* and *Pdp1*. 

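Dnmt1 (ENSMUSG00000004099.17), the maintenance DNA methyltransferase, and Atad2 (ENSMUSG00000022360.9), a bromodomain ATPase, had positive log2 fold changes in NICD1/Akt livers at both stages. Relative to controls, Dnmt1 had a log2 fold change of 0.76 at 2 weeks (standard error 0.28) and of 2.20 at 3 weeks (standard error 0.14, adjusted p = 3.19e-06 from edgeR). The difference between these effects was 1.34 on the log2 scale (adjusted p = 0.0149, and 0.00854 over the 5 genes that the paper describes as progressive). Atad2 had a log2 fold change of 0.92 at 2 weeks (standard error 0.39) and of 1.73 at 3 weeks (standard error 0.16, adjusted p = 2.95e-05), with a difference of 0.70 (adjusted p = 0.231; 0.152 over the 5 genes). From 2 to 3 weeks among NICD1/Akt livers, Dnmt1 went from 31.7 ± 11.1 to 52.4 ± 8.48 CPM (SD, n = 3), a log2 change of 0.72 (adjusted p = 0.0343), and Atad2 from 14.2 ± 6.15 to 27.0 ± 4.07 CPM, a log2 change of 0.92 (adjusted p = 0.0441). In a fit of the 6 NICD1/Akt livers alone, neither the Dnmt1 change from 2 to 3 weeks (0.74, adjusted p = 0.0980) nor the Atad2 change from 2 to 3 weeks (0.94, adjusted p = 0.0803) passed. By Ddx3y, sex cannot be told apart from stage in comparisons among NICD1/Akt livers or in the differences between effects. In controls Dnmt1 changed by -0.62 (adjusted p = 0.0588).

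At 2 weeks Dnmt1 passed the unadjusted threshold of 0.05 and Atad2 did not; no gene passed an adjusted p in edgeR. Atad2 passed the unadjusted threshold at 2 weeks in 8 of 16 alternatives, among them DESeq2, limma-voom, all 6 controls and leaving out the library labelled control early 32. Without the library labelled control early 32 the effects at 2 weeks were 0.91 for Dnmt1 (adjusted p = 0.243) and 1.26 for Atad2 (adjusted p = 0.224), and the differences between stages were 1.19 (adjusted p = 0.0336) and 0.37 (adjusted p = 0.535). Without the NICD1/Akt library 35 the difference for Atad2 was 1.12 (adjusted p = 0.0263), and the effect of Dnmt1 at 2 weeks, 0.42, no longer passed, nor did it without control library 30 (0.67) or 31 (0.69).

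**Figure D3:**
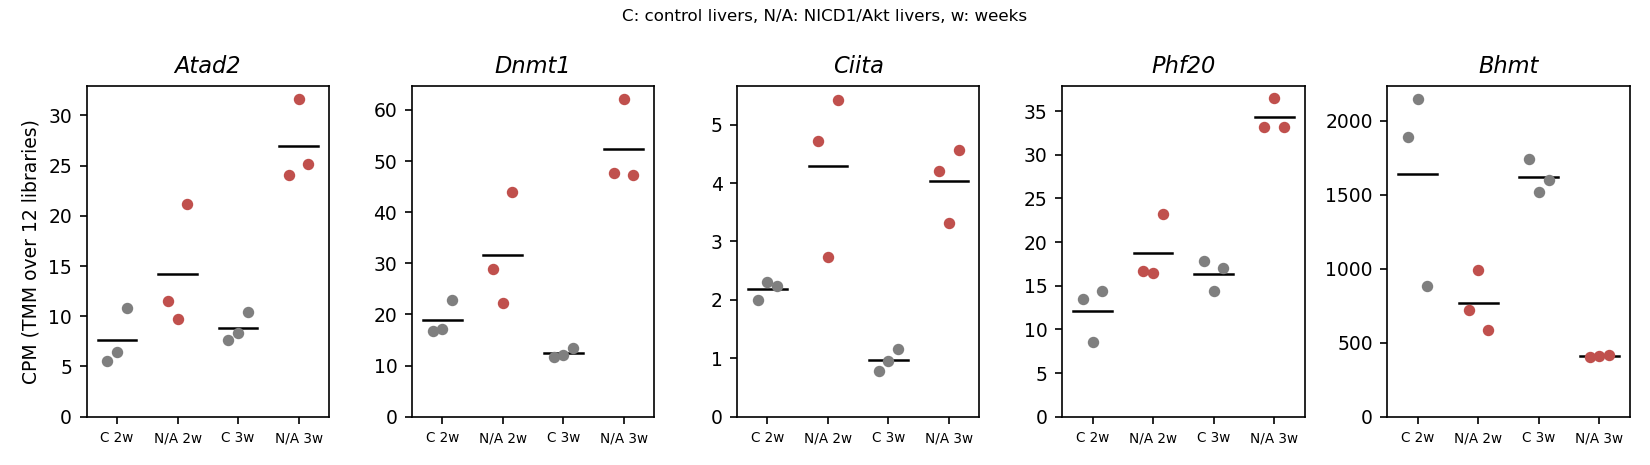
CPM of 5 genes in each of the 12 liver libraries (points), on linear axes from 0, with the mean of each group of 3 as a line; C stands for control and N/A for NICD1/Akt livers at 2 or 3 weeks. Atad2, Dnmt1 and Phf20 have their highest group mean in NICD1/Akt livers at 3 weeks, and Bhmt its lowest.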

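All 13 of these genes were higher in NICD1/Akt livers at 3 weeks at an adjusted p under 0.05 from edgeR. Orc1, which licenses replication origins, had 180 counts over the 3 NICD1/Akt livers and 0 over the 3 controls, at least 30.5-fold higher. Padi2, a peptidylarginine deiminase that citrullinates histones, was at 7.83 ± 1.35 CPM against 0.487 ± 0.195 CPM (SD, n = 3; log2 fold change 3.99, standard error 0.31, adjusted p = 1.13e-05). The mismatch repair gene Msh6 rose by 1.18 (standard error 0.14), Kdm2b, an H3K36 demethylase, by 1.14 (standard error 0.16), Pdp1, the phosphatase that activates pyruvate dehydrogenase, by 1.05 (standard error 0.26) and Cbx5, which encodes HP1 alpha, by 0.99 (standard error 0.11) on the log2 scale. Nsd2 rose by 0.84 (standard error 0.10), Brd9 by 0.65 (standard error 0.13), Pbrm1 by 0.50 (standard error 0.10), Baz2b by 0.50 (standard error 0.10) and Kmt2a by 0.27 (standard error 0.09), with adjusted p-values from 7.04e-05 to 0.0274 among these 9 genes. The call of Kmt2a was lost without control library 10 (adjusted p = 0.124) or 12 (adjusted p = 0.0760), in the fit of all 12 libraries (0.15, adjusted p = 0.205) and against all 6 controls; against all 6 controls those of Kdm2b (0.35, adjusted p = 0.426) and Brd9 (0.32, adjusted p = 0.127) were lost too. Without NICD1/Akt library 1 or 2 Kmt2a passed an unadjusted p of 0.05 alone. Kmt2a passed the unadjusted threshold of 0.05 at 2 weeks as well (log2 fold change 0.34, standard error 0.13, adjusted p = 0.520), and Nsd2 (0.46, standard error 0.21) and Cbx5 (0.49, standard error 0.24) did not; Orc1 was not measured at 2 weeks after filtering. The 2-week call of Kmt2a was lost without library 30, 31, 34 or 35, with the likelihood ratio test and with library size only, and its value was -0.14 against all 6 controls.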

Of particular note, *Ciita* and *Phf20,* although upregulated in only one human dataset, showed a progressive increase from early to late stages in NICD1/Akt-driven tumors. 

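Phf20 (ENSMUSG00000038116.17), a reader of methylated lysines, and Ciita (ENSMUSG00000022504.11), the transactivator of MHC class II genes, differed in their course. Phf20 was higher than in controls by 0.64 at 2 weeks on the log2 scale (standard error 0.25) and by 1.18 at 3 weeks (standard error 0.11, adjusted p = 2.97e-05 from edgeR), and Ciita by 0.99 (standard error 0.33) and 2.16 (standard error 0.27, adjusted p = 0.000139). Among NICD1/Akt livers, Phf20 rose from 18.8 ± 3.81 CPM at 2 weeks to 34.3 ± 1.90 CPM at 3 weeks (SD, n = 3; log2 change 0.86, adjusted p = 0.00939). Ciita was at 4.29 ± 1.40 CPM and at 4.03 ± 0.644 CPM (log2 change -0.10, adjusted p = 0.792), while controls had 2.18 ± 0.163 CPM at 2 weeks and 0.967 ± 0.196 CPM at 3 weeks. Sex cannot be told apart from stage in these changes among NICD1/Akt livers or in the differences between effects. The effect relative to controls differed between stages by 1.06 for Ciita (adjusted p = 0.0677; 0.0621 over the 5 genes that the paper describes as progressive) and by 0.43 for Phf20 (adjusted p = 0.245; 0.152 over the 5 genes). Both passed the unadjusted threshold of 0.05 at 2 weeks, and neither did without library 30, 31, 33 or 35 (log2 fold changes from 0.44 to 0.72 for Phf20 and from 0.76 to 1.03 for Ciita). Leaving out the library labelled control early 32, the 2-week effect was 0.79 for Phf20 and 1.01 for Ciita, and without the NICD1/Akt library 35 the difference for Ciita was 1.27 (adjusted p = 0.0265).

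Of 9 genes of MHC class II presentation, 5 were higher at 3 weeks in edgeR (5 adjusted over the list alone), including the protease gene Ctss (log2 fold change 1.23, standard error 0.11) and the invariant chain gene Cd74 (0.52, standard error 0.15), and 0 were lower at an unadjusted p under 0.05 in edgeR. At 3 weeks the list did not pass camera (adjusted p = 0.0849). At 2 weeks it passed with the preset correlation, in the higher direction (median log2 fold change 0.69, adjusted p = 0.00435; 0.0447 without the library labelled control early 32), and not with an estimated one (adjusted p = 0.670). The 3-week call of Ctss was lost against all 6 controls (0.44, adjusted p = 0.294) and that of Cd74 in the fit of all 12 libraries (adjusted p = 0.216).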

We next examined the expression of consistently deregulated MGs across human and murine models (Supplementary Table S8). 

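MGs, the genes of methyl donor and acyl-CoA metabolism listed in Supplementary Table 2, were mostly lower in NICD1/Akt livers at 3 weeks. Of 88 measured MGs, 55 were lower and 17 higher at an unadjusted p under 0.05, and 54 and 17 at an adjusted p from edgeR (54 and 17 adjusted over the list alone). In the TCA cycle group 26 of 35 genes were lower and 4 higher, with an adjusted p of 0.00012 from camera with a preset correlation (adjusted p = 0.435 with an estimated correlation). Of 9 short- and medium-chain acyl-CoA synthetase genes 7 were lower, such as Acss2, which makes acetyl-CoA from acetate (log2 fold change -1.69, standard error 0.23), and 1, the mitochondrial Acss1, was higher (3.37, standard error 0.31); the list had adjusted p = 0.0263, and adjusted p = 0.490 with an estimated correlation. In one-carbon metabolism 16 of 35 genes were lower and 9 higher, and among long- and very-long-chain acyl-CoA synthetase genes 5 of 9 and 3, and neither list passed (adjusted p = 0.0849 and 0.410). The largest rise was in Phgdh, the first enzyme of serine synthesis from glucose, with 2099 counts over the NICD1/Akt livers and 2 over the controls (533-fold, 95% counting interval 147 to 4400). Pdk3, a kinase that inhibits pyruvate dehydrogenase, rose by 3.58 (standard error 0.30), and Acsl4 fell by 1.98 (standard error 0.18) on the log2 scale. All 16 genes of oxidative phosphorylation were lower (Sdhb, -1.38, standard error 0.15), as were 11 of 14 genes of fatty acid oxidation and 14 of 15 of cholesterol synthesis, with the same counts adjusted over the list alone (preset adjusted p = 7.3e-06, 0.00046 and 0.000179; adjusted p = 0.398, 0.485 and 0.398 with an estimated correlation). Hepatocyte secreted proteins had a median log2 fold change of -1.46 and the 55 lower MGs one of -1.0.

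At 2 weeks, 4 of 86 MGs were lower (among them Bhmt, Clybl and Acsm2) and 1 higher (Pdk3) at an unadjusted p under 0.05; these were picked by that test, and 0 passed an adjusted p in edgeR, over all genes or over the list alone. The counts were 8 and 5 without the library labelled control early 32, 10 and 3 without library 34, 2 and 0 without library 31, 1 and 0 without library 30, 1 and 2 without library 33, and 2 and 1 without library 35. Library-size scaling alone gave 30 lower and 31 higher MGs at 3 weeks.

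**Figure D4:**
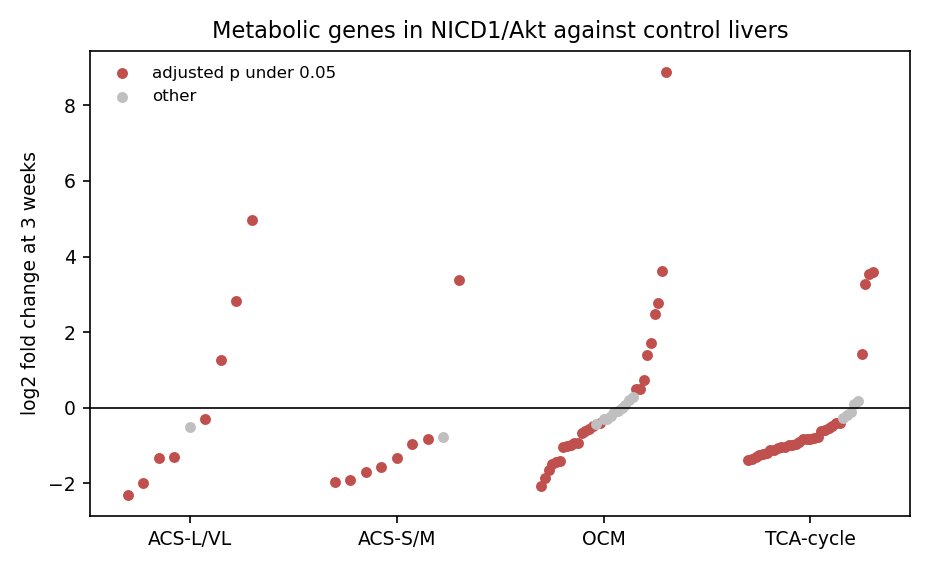
Log2 fold changes of single MGs (points, ordered within each group) in NICD1/Akt against control livers at 3 weeks, by group: long- and very-long-chain (ACS-L/VL) and short- and medium-chain (ACS-S/M) acyl-CoA synthetases, one-carbon metabolism (OCM) and TCA cycle; red marks an adjusted p under 0.05 from edgeR on 3 libraries per group. In the TCA cycle group 26 red points lie below 0 and 4 above.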

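Idh2, the mitochondrial NADP-dependent isocitrate dehydrogenase, was at 165 ± 8.31 CPM in NICD1/Akt livers at 3 weeks and at 61.5 ± 8.13 CPM in controls (SD, n = 3; log2 fold change 1.42, standard error 0.12, adjusted p = 1.57e-05 from edgeR). The mitochondrial formyltetrahydrofolate dehydrogenase gene Aldh1l2 rose by 3.62 (standard error 0.61, adjusted p = 0.000816), and Tyms, which encodes thymidylate synthase, by 1.41 (standard error 0.22, adjusted p = 5.0e-04) on the log2 scale. Mat1a, the liver enzyme that makes S-adenosylmethionine, was at 1231 ± 221 CPM against 2466 ± 171 CPM (log2 fold change -1.0, standard error 0.17, adjusted p = 0.00073). Amt, of the glycine cleavage system, fell by 1.03 (standard error 0.11, adjusted p = 7.7e-05). Pdk4, a kinase that inhibits pyruvate dehydrogenase in the fasted state, was at 15.3 ± 7.61 CPM against 18.5 ± 7.25 CPM (log2 fold change -0.26, standard error 0.37, adjusted p = 0.539), and passed the unadjusted threshold without the NICD1/Akt library 1 (-0.76). At 2 weeks none of these 6 genes passed an unadjusted p of 0.05 in edgeR; Pdk4 had a log2 fold change of 1.06 (standard error 0.51) and Amt of -0.63 (standard error 0.31), and they passed in 5 and 3 of 16 alternatives. Relative to controls, the effects at 3 and 2 weeks differed by 3.33 for Aldh1l2 (adjusted p = 0.0154), by 1.01 for Idh2 (adjusted p = 0.0106) and by -1.18 for Mat1a (adjusted p = 0.0423). Without the library labelled control early 32 those of Aldh1l2 (2.92, adjusted p = 0.0384) and Idh2 (1.05, adjusted p = 0.0194) passed and that of Mat1a did not (-0.95, adjusted p = 0.0829). Mat1a had a log2 fold change of -0.30 with library-size scaling alone (adjusted p = 0.0649).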

*Aldh1l2, Idh2,* and *Tyms* were upregulated, whereas *Amt, Bhmt, Mat1a,* and *Pdk4* were downregulated in at least two human datasets (CCA vs. NBD, raw p < 0.05) and in at least one murine model (CCA vs. healthy liver, raw p < 0.05). Among these, *Aldh1l2* and *Idh2* were upregulated, while *Amt, Bhmt, Ftcd, Gnmt, Mthfd1,* and *Shmt1* were downregulated in both genetic mouse models (TAZ/Akt and NICD1/Akt). 

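Gnmt, the glycine N-methyltransferase that consumes S-adenosylmethionine, was at 310 ± 89.4 CPM in NICD1/Akt livers at 3 weeks and at 1300 ± 256.3 CPM in controls (SD, n = 3; log2 fold change -2.07, standard error 0.25, adjusted p = 0.000112 from edgeR). The folate enzyme genes Ftcd, of histidine breakdown, and Mthfd1 fell by 1.39 (standard error 0.21, adjusted p = 0.000385) and 0.93 (standard error 0.14, adjusted p = 0.000362), and Shmt1, which moves a carbon unit from serine to folate, by 0.98 (standard error 0.17, adjusted p = 0.00093) on the log2 scale. At 2 weeks these 4 genes had log2 fold changes of -0.56 (Gnmt), -0.52 (Ftcd), -0.27 (Mthfd1) and -0.45 (Shmt1), with standard errors of 0.31 to 0.40, and none passed an unadjusted p of 0.05 in edgeR. The effect of Gnmt differed between stages by -1.62 (adjusted p = 0.0346), and no longer past the threshold without the library labelled control early 32 (-1.38, adjusted p = 0.0669). Scaling by library size alone ended the calls of Mthfd1 (-0.23, adjusted p = 0.112) and Shmt1 (-0.29, adjusted p = 0.102) at 3 weeks.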

Particularly, *Bhmt* expression progressively decreased during early and late tumor development in the NICD1/Akt model. In addition, several MGs were deregulated in at least one human dataset (without contradictory changes in others) and in both murine models, including *Slc27a3* (upregulated) and *Acsl1, Acsl5, Acsm5, Acss3, Clybl, Glrx, Sdhd, Shmt1, Slc27a2,* and *Suclg2* (downregulated).

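Bhmt (ENSMUSG00000074768.7), which remethylates homocysteine to methionine with betaine, was at 1642 ± 669 CPM in controls and 766 ± 208 CPM in NICD1/Akt livers at 2 weeks, and at 1619 ± 112 and 409 ± 7.21 CPM at 3 weeks (SD, n = 3, TMM over 12 libraries). The log2 fold change was -1.09 at 2 weeks (standard error 0.40, adjusted p = 0.520 from edgeR, past the unadjusted threshold of 0.05) and -1.87 at 3 weeks (standard error 0.12, adjusted p = 4.1e-06). Among NICD1/Akt livers Bhmt fell by 0.90 on the log2 scale from 2 to 3 weeks (adjusted p = 0.0437), where sex cannot be told apart from stage. The effect relative to controls differed by -0.88 between stages (adjusted p = 0.124, and 0.0993 over the 5 genes that the paper describes as progressive). Sex cannot be told apart from stage in this difference either. With the library labelled control early 32 left out, the 2-week effect was -1.40 (adjusted p = 0.195) and the difference -0.56 (adjusted p = 0.179). The unadjusted threshold at 2 weeks was no longer passed without library 30, 31, 33 or 35.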

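Acsl1, the main long-chain acyl-CoA synthetase of liver, had the largest change in this group at 3 weeks, with 356 ± 140 CPM in NICD1/Akt livers and 1745 ± 144 CPM in controls (SD, n = 3; log2 fold change -2.29, standard error 0.27, adjusted p = 0.00011 from edgeR). Acss3 fell by 1.91 (standard error 0.28), Acsm5 by 1.33 (standard error 0.20), the fatty acid transporter gene Slc27a2 by 1.32 (standard error 0.25) and Acsl5 by 1.31 (standard error 0.13) on the log2 scale. Glrx, which encodes glutaredoxin, fell by 1.43 (standard error 0.17), the citramalyl-CoA lyase gene Clybl by 1.07 (standard error 0.13), and the TCA cycle genes Suclg2 and Sdhd by 0.96 (standard error 0.11) and 0.90 (standard error 0.12). Scaling by library size alone ended the call of Sdhd (-0.20, adjusted p = 0.131). Slc27a3 rose by 1.27 (standard error 0.24, adjusted p = 0.00145). The adjusted p-values of the 9 lower genes lay between 4.95e-05 and 0.00154. At 2 weeks Clybl passed the unadjusted threshold of 0.05 (log2 fold change -0.57, standard error 0.14, adjusted p = 0.520), also without each of the 6 libraries in turn, and the other 9 genes did not pass; Sdhd did in 6 of 16 alternatives. With TMM over 12 libraries, Glrx in controls was at 67.7 ± 16.0 CPM at 3 weeks and at 24.9 ± 3.15 CPM at 2 weeks (adjusted p = 0.000327), and its fold change against all 6 controls was -1.0 on the log2 scale (adjusted p = 0.0910).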

Given the transcriptomic evidence of coordinated epigenetic and metabolic dysregulation in human CCA, we next investigated whether these alterations were reflected at the metabolite level in mice. Metabolomic profiling was performed in the TAZ/Akt mice models recapitulating CCA features and in their healthy littermates. Thus, we evaluated differentially accumulated metabolites (DAMs), defined as metabolites that showed a statistically significant change in concentration between CCA and healthy liver tissues. DAM analysis showed broad alterations in amino acid, lipid, and nucleotide metabolism, consistent with the metabolic transcriptional reprogramming observed in human datasets (Figures 8C–G). Lipid metabolism displayed the most extensive remodeling (Figure 8C). The most strongly downregulated metabolites were the omega-3 and omega-6 PUFAs (e.g., 18:4n-3, 20:5n-3, 22:6n-3), glycerides spanning DG and TG species (e.g., DG (34:2), TG (50:4), TG (54:6)), and phospholipids such as PC and PE variants (e.g., PC(36:4), PC(38:5), PE (36:2)), together with marked decreases in oxidized linoleic acid derivatives (e.g., 9-HODE, 13-HODE, DiHOME) and selected sphingolipids (e.g., Cer(d18:1/16:0), SM(d18:1/18:0), HexCer(d18:1/22:0)). Conversely, the most upregulated metabolites included several saturated and monounsaturated PCs and PEs (e.g., PC(32:0), PC(34:1), PE (36:1)), hydroxy-eicosatetraenoic acids (HETE) species (e.g., 12-HETE, 15-HETE, 5-HETE), cholesterol, ether- and plasmalogen-linked phospholipids (e.g., PC(O-36:2), PE (P-38:4), PC(P-34:1)), and ceramides (e.g., Cer(d18:1/24:1), Cer(d18:1/22:0), Cer(d18:1/24:0)), reflecting a shift toward membrane-associated and signaling lipids. Among amino acid metabolites (Figure 8D), glutamic acid, asparagine, proline, taurine, L-citrulline, and cystathionine were significantly increased, whereas histidine, glutamine, S-adenosylhomocysteine, hypotaurine, and several dipeptides showed reduced levels, suggesting perturbations in one-carbon, transsulfuration, and nitrogen balance pathways. In addition, elevated methylthioadenosine (MTA) levels indicated altered methionine cycle dynamics. Beyond lipid remodeling and amino acid changes, we also detected a shift in nucleotide and carbohydrate pathways, characterized by decreased nucleosides and cofactors (e.g., xanthosine, inosine, NAD) and concomitant accumulation of nucleotide monophosphates, sugar phosphates (e.g., GMP, UDP-glucose, D-mannose 6-phosphate), and sialylated intermediates such as N-acetylneuraminic acid (Figure 8E). Analysis of metabolite ratios provided an empirical estimation of enzyme activities, revealing coordinated shifts in key metabolic reactions (Figure 8F). Ratios reflecting desaturase activity, sphingomyelin synthesis, fatty acid methylation, and cholesterol esterification were generally downregulated (e.g., SCD(n-7), sn1-MEPC/sn1-MEPE, PC-DHA/total PC, LPC/LPE), indicating reduced flux through unsaturated fatty acid, phospholipid, and sterol metabolism. Conversely, ratios associated with lipogenesis, very-long-chain fatty acid elongation, glutathione synthesis, and energy metabolism were upregulated (e.g., DGAT, PE (16:0/20:4) methylation, ELOVL5 n-3, GSS, PFK), consistent with enhanced anabolic and redox activities in CCA. These findings further support a coordinated remodeling of metabolic pathways, integrating lipid desaturation, membrane composition, and energy homeostasis. These changes were reflected at the family level (Figure 8G), with downregulation of PUFA-TG, PUFA-DG, omega-3 fatty acids, oxidized LA derivatives, acylcarnitines, and MUFA-DG, and upregulation of MEPE, MEPC, plasmalogen PCs and PEs, diacyl-PE, NAE, LPE, SM, and ceramides, indicating active remodeling of membrane and signaling lipids. Collectively, the metabolomic data reveal a coordinated metabolic remodeling in CCA characterized by depletion of fatty acid and acylcarnitine pools, accumulation of phospholipid and sphingolipid intermediates, and altered amino acid and methyl donor metabolism. These findings are consistent with enhanced anabolic and mitochondrial activity together with suppression of oxidative and hepatobiliary-specific processes, aligning with the transcriptional signatures of metabolic reprogramming identified in human CCA.

Proteomic profiling of the TAZ/Akt-driven iCCA model revealed extensive overlap with human CCA transcriptomic data (CCA vs. NBD), supporting its translational relevance (Supplementary Table S8). Several epigenetic regulators (CBX3, CHD4, DEK, DNMT1, HDAC1, HDAC2, PRMT1, and TRIM28), metabolic enzymes (TYMS and IDH2), and RLEs (PKM, TKT, and TYMS) showed concordant upregulation at the mRNA and protein level across at least two human datasets and in the TAZ/Akt mouse model. In contrast, key metabolic enzymes (ALDH1L1, FTCD, GNMT, MTHFD1, and SHMT1) and RLEs genes (ACADL, ALDH2, CSP1, DDC, FBP1, HSD17B6, and LIPC) were consistently downregulated. Also, the writer BRD4 and the OCM enzyme ATIC emerged as recurrently upregulated DEP shared with human datasets at the mRNA level (CCA vs. NBD), although not transcriptionally induced in the TAZ/Akt model. Pathway enrichment analysis of DEPs (Figure 8H) showed a marked imbalance between metabolic functions and pathways associated with chromatin regulation and oncogenic signaling. Underrepresented terms were dominated by metabolic hubs, including central carbon and energy pathways such as citrate cycle (TCA cycle) and oxidative phosphorylation, together with amino acid and lipid catabolic programs (valine, leucine and isoleucine degradation, fatty acid metabolic process, arachidonic acid metabolism). Pathways linked to xenobiotic processing and detoxification, including drug metabolism and cytochrome P450-mediated xenobiotic metabolism, were also consistently reduced, suggesting a broad suppression of mitochondrial and peroxisomal functions. In contrast, overrepresented terms highlighted a strong activation of epigenetic and chromatin-remodeling modules, including the polycomb repressive complex, histone deacetylase complex, and ATP-dependent chromatin remodeling. These changes were accompanied by the enrichment of oncogenic signaling networks central to CCA development and malignancy, including the TGF-beta, Notch, Ras, PI3K-Akt, and Hippo signaling pathways. Together, these findings indicate that CCA progression is characterized by coordinated downregulation of metabolic competence and parallel reinforcement of chromatin-based regulatory mechanisms and proliferative signaling cascades. Together, these proteomic alterations indicate a shift from hepatocyte-specific, oxidative metabolic programs toward proliferative, adhesive, and stromal-interacting states characteristic of CCA.

## 4 Discussion

Our integrative analysis reveals an extensive rewiring of both epigenetic regulators and metabolism in CCA, highlighting the interdependence of epigenetic regulation and cellular metabolic states in driving tumor progression. Across CCA patient cohorts, we observed consistent upregulation of epigenetic writers, erasers, and readers, including *HDAC3*, *PHF20L1*, *CBX3*, *EZH2,* and *SMARCA4*, alongside downregulation of readers such as *CHD5* in all CCA datasets when compared to healthy tissues (NBD). Several of these upregulated EpiGs, such as HDAC3 and EZH2, have been previously studied in the context of CCA (Yin et al., 2017; Wasenang et al., 2019; Zhang et al., 2022; Wu et al., 2023), whereas CBX3 has been recently reported to promote proliferation and invasion in HuCCT-1 and RBE CCA cells (Xie et al., 2025). The readers SMARCA4, already described to promote hepatocellular carcinoma (HCC) proliferation (Chen et al., 2018) and pinpointed in pan-cancer studies (Peng et al., 2021), *PHF20L1*, found as carcinogenic in breast, ovarian, and colorectal cancer (Chen et al., 2018; Hou et al., 2020; Alberto-Aguilar et al., 2022), and CHD5, a tumor suppressor in HCC (Zhao et al., 2014), have not been described before as potential tumor-related genes in human CCA. These alterations converge on pathways related to nucleosome organization, chromatin remodeling, DNA repair, and transcriptional elongation, underscoring the establishment of an epigenetic landscape that favors proliferation, mitotic fidelity, and oncogenic transcriptional programs in CCA (O’Rourke et al., 2018; 2019; Banales et al., 2020; Zhong et al., 2023). Importantly, the lack of consistent association between epigenetic gene expression and proliferation markers across datasets, together with the preservation of differential expression after adjustment for proliferation, suggests that these alterations are not merely a byproduct of increased proliferative activity but reflect intrinsic regulatory programs in CCA. Metabolic enzymes that generate key cofactors for epigenetic reactions (Ghisletti and Russo, 2025) were also consistently dysregulated at the transcriptomic level, with selective upregulation of OCM- and TCA-related components and suppression of enzymes involved in methyl-donor homeostasis, TCA flux, and fatty acid activation as previously described (Raggi et al., 2022; Lori et al., 2024; Natarajan et al., 2025). Homocysteine can be remethylated back into methionine *via* BHMT or diverted into the transsulfuration pathway *via* CBS, linking one-carbon metabolism with redox homeostasis (Ducker and Rabinowitz, 2017). In parallel, decarboxylation of SAM by AMD1 initiates polyamine synthesis and produces MTA as a by-product. MTA is metabolized by MTAP, which prevents its accumulation; because MTA can inhibit methyltransferases, MTAP loss reshapes SAM/SAH/MTA homeostasis and contributes to epigenetic dysregulation and cancer progression (Feron, 2019). Complementing these methylation-dependent pathways, the availability of acetyl-CoA and other acyl-CoAs critically determines histone acetylation and lysine acylation. In cancer cells, acetyl-CoA is supplied by PDH, ACSS2, and ACLY, while TCA cycle enzymes such as OGDH and the BCKDH complex generate additional acyl-CoA species that support non-acetyl acylations (Jo et al., 2020; Guertin and Wellen, 2023; Ghisletti and Russo, 2025). Dysregulation of these interconnected routes reshapes both methyl-donor and acyl-CoA pools, altering chromatin-modifying reactions and contributing to the epigenetic plasticity (Jo et al., 2020) characteristic of CCA. In parallel, α-KG-dependent demethylases are influenced by TCA-cycle enzymes such as FH, SDHA/B, ACO2, and IDH1/2, which modulate α-KG and oncometabolite levels (Yang et al., 2013; Wang and Lei, 2018). Disruptions in these interconnected pathways collectively reshape methyl-donor, acyl-CoA, and α-KG availability (Ghisletti and Russo, 2025), driving the epigenetic plasticity characteristic of CCA. Broader pathway analysis confirmed a metabolic shift characterized by the loss of amino acid, lipid, and xenobiotic metabolism and by the enrichment of oxidative phosphorylation, glycolysis, and proteostatic programs, consistent with increased biosynthetic demand. Chromatin modifiers depend on metabolites (SAM, acetyl-CoA, NAD^+^, α-KG) whose levels are set by pathway flux (Etchegaray and Mostoslavsky, 2016; Reid et al., 2017; Boon, 2021; Ghisletti and Russo, 2025; Gehl et al., 2026); thus, alterations in RLEs expose metabolic bottlenecks that impact cofactor availability and influence epigenetic regulation in CCA (Boon et al., 2020). Consistently, mutations in IDH1 and IDH2 lead to accumulation of 2-hydroxyglutarate, which inhibits α-KG-dependent histone demethylases and induces epigenetic reprogramming and impaired differentiation (Lu et al., 2012); in cholangiocarcinoma, mutant IDH1 further inhibits the DNA demethylase TET2, promoting tumor maintenance through suppression of interferon-γ signaling and CD8^+^ T-cell activity, thereby linking metabolic alterations to epigenetic control and immune evasion (Wu et al., 2022). Beyond methylation, modulation of acetyl-CoA production through ACLY, which converts glucose-derived citrate into acetyl-CoA, regulates histone acetylation by controlling substrate availability for histone acetyltransferases and linking cellular metabolism to gene expression programs (Wellen et al., 2009). This regulation is not only global but also spatially organized, as nuclear-localized ACLY and ACSS2 generate locus-specific acetyl-CoA pools that associate with KAT2A and p300, respectively, thereby directing nutrient-dependent histone acetylation at defined genomic loci and influencing cell fate decisions (Ma et al., 2025). Consistently, in KRAS-driven pancreatic ductal adenocarcinoma, ACLY-dependent acetyl-CoA production enhances histone H4 acetylation at loci controlling acinar-to-ductal metaplasia and tumor initiation, whereas ACLY loss reduces acetyl-CoA availability and suppresses these epigenetic and proliferative programs (Carrer et al., 2019). Changes in OCM further reinforce this metabolic-epigenetic coupling. SAM availability dynamically regulates DNA and histone methylation through methyltransferases such as DNMT1 and EZH2 (Mentch et al., 2015). High SAM levels are required for deposition of activating histone marks (H3K4me3, H3K36me3) at lineage-specific loci, whereas reduced SAM diminishes these marks and impairs differentiation (Yu et al., 2019). In cancer, oncogenic loss of LKB1 drives upregulation of the serine-glycine-OCM pathway, increasing SAM production and DNA methylation to support tumorigenesis while creating metabolic and epigenetic vulnerabilities (Kottakis et al., 2016). Moreover, dietary methionine restriction can modulate one-carbon flux, alter tumor SAM levels, and influence therapeutic responses *in vivo*, highlighting the impact of nutrient-dependent OCM regulation on cancer progression (Gao et al., 2019). In our analyses, deregulated RLEs and pathways further confirmed the induction of anabolic and redox-supporting factors and suppression of fatty acid oxidation, gluconeogenesis, and hepatobiliary functions (Raggi et al., 2022). Together, these transcriptomic changes delineate a dedifferentiated metabolic state that supports and reinforces the epigenetic programs maintaining malignant cholangiocyte identity. In line with this, a metabolic transcriptional signature enriched in malignant cells has been shown to independently predict poor prognosis in intrahepatic cholangiocarcinoma (Desterke et al., 2025).

Importantly, epigenetic dysregulation was associated with clinical aggressiveness, reflected in the consistent upregulation of *CHD4*, *CHD8*, *CIITA*, *HDAC1*, *HDAC2*, *MECOM*, *MPHOSPH8*, *PRDM8*, *PRMT1*, *SETDB2*, *SP100*, *SPIN4*, and *TDRD3* in aggressive subclasses, and the parallel downregulation of *BPTF*, *DNMT3L*, *ING5*, *LBR*, *MEAF6*, *MORC4*, *SETMAR*, and *SPIN2A*. The GSEA indicates that the dysregulation of EpiGs in aggressive CCA subclasses converges on programs controlling proliferative signaling, mitotic progression, and transcriptional remodeling, consistent with the establishment of an epigenetic landscape that favors tumor growth and poor clinical outcome. Consistent with epigenetic alterations, MGs in aggressive CCA subclasses showed recurrent upregulation of OCM and lipid metabolism enzymes (e.g., *AHCYL2*, *ACSL5, SHMT2*) and downregulation of mitochondrial and oxidative components (e.g., *ACSL6*, *CHDH, OGDHL*). These patterns were confirmed across prognostic groups, proliferation/inflammation subclasses, and recurrence analyses, and discriminant MGs were identified by DAPC. We have previously shown that several of these EpiGs were also dysregulated in other liver disease and liver cancer contexts (Clavería-Cabello et al., 2023; Herranz et al., 2023; Castelló-Uribe et al., 2025). Together, the results indicate coordinated metabolic reprogramming that complements epigenetic dysregulation, also associated with poor clinical outcomes. In fact, several genes showed inverse association with the iCCA patient’s survival in a validation cohort (e.g., *HDAC1*, *HDAC2*, *SPIN4*, *PRDM8*, *MSH6*). Some of these epigenetic regulators, such as *HDAC1* (Xu et al., 2022; Xiong et al., 2024) and *HDAC2* (He et al., 2016), have already been associated with worse patient prognosis and tumor aggressiveness in CCA. However, some epigenetic regulators have a hitherto unknown role in CCA. Consistent with these transcriptional alterations, pharmacological inhibition of selected epigenetic regulators and metabolic enzymes impaired proliferation in HuCCT-1 cells, supporting a functional dependency of CCA cells on these pathways. To further validate these findings in a more physiologically relevant system, we assessed HDAC inhibition in patient-derived organoids, selected based on the recurrent dysregulation of multiple HDAC family members in CCA datasets. Both pan-HDAC and HDAC3-specific inhibitors reduced tumoroid viability, consistent with their established anticancer activity in other models. Similarly, PRMT5 inhibition, previously shown to be essential for CCA cell growth (Elurbide et al., 2025), also exhibited antitumoral activity in patient-derived models.

The MCP-counter method allowed us to quantify the abundance of immune and stromal cell populations in human CCA tissue samples using transcriptomic data, providing insight into the epigenetic and metabolic landscape within the TME. The cell population scores were then grouped into adaptive, innate, and stromal scores to represent the tumor microenvironment. Although *in silico* gene expression deconvolution has already been employed for patient stratification in CCA (Job et al., 2020; Montal et al., 2020; Martin-Serrano et al., 2023), the epigenetic landscape of the resulting immune-stromal subtypes has not yet been delineated. An unsupervised clustering was applied to these adaptive, innate, and stromal scores, further stratifying CCA into distinct immune-stromal subtypes (Immunogenic, Myeloid-rich, Immune-desert, and Mesenchymal classes), each characterized by coherent epigenetic and metabolic programs. The Immunogenic class, marked by robust adaptive and innate immune activity, aligns with lower aggressiveness. In contrast, Immune-desert and Mesenchymal classes exhibit chromatin-repressive signatures, mitochondrial and oxidative metabolic shifts, and stromal activation, all of which are associated with poorer prognosis. Notably, lactate accumulation in the TME, resulting from tumor glycolysis, has been shown to modulate immune cell activity and epigenetic programs, contributing to immune exclusion and metabolic rewiring in aggressive CCA subtypes (Dong et al., 2025). Several epigenetic and metabolic regulators showed consistent deregulation across the immune-stromal patient clusters and independent datasets, reinforcing their potential role in shaping iCCA biology. *SUV39H1* was uniquely upregulated in the Immune-desert subtype, in line with its increased expression in GSE32225 (iCCA vs. NBD) and in the TAZ/Akt mouse CCA model, suggesting a link between repressive chromatin states and immune exclusion. *HDAC1* was also elevated in the Immune-desert class, consistent with its known overexpression in human CCA and further validated across GSE32225, GSE26566, and the TAZ/Akt model at both RNA and protein levels. *SMARCA4* was upregulated in the Myeloid-rich, Immune-desert, and Mesenchymal subtypes, mirroring its increased expression in CCA relative to NBD in GSE32225, GSE26566, and GSE132305, and in Hsiao_High-reclassified samples, supporting a broad role in CCA chromatin remodeling. 

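Mbd4, a DNA glycosylase that binds methylated CpG, was at 8.05 ± 1.41 CPM in NICD1/Akt mouse livers at 3 weeks and at 4.53 ± 0.594 CPM in controls (SD, n = 3; log2 fold change 0.82, standard error 0.20, adjusted p = 0.00512 from edgeR's quasi-likelihood test). At 2 weeks the values were 4.67 ± 1.66 and 3.61 ± 1.02 CPM (log2 fold change 0.38, standard error 0.36, adjusted p = 0.637), and 0.63 on the log2 scale without the library labelled control early 32 (adjusted p = 0.424). The effects at the 2 stages were not shown to differ (difference 0.34 on the log2 scale, adjusted p = 0.540).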

*MBD4*, increased in Immune-desert and Mesenchymal subtypes, was also elevated in GSE132305 (eCCA vs. NBD), human tumoroids, and both TAZ/Akt and NICD1/Akt mouse models. In contrast, *SP140* was consistently decreased in the non-Immunogenic clusters and in GSE26566, suggesting a potential association with the loss of immune-inflamed phenotypes. Among metabolic genes, *ATIC* was strongly upregulated across multiple datasets (GSE32225, GSE26566, human tumoroids), and at the protein level in TAZ/Akt tumors. *SDHC*, elevated in all non-Immunogenic clusters, was also upregulated in GSE32225 and GSE132305, though downregulated in both mouse CCA models, pointing to potential species-specific or stage-dependent regulation. Together, these patterns highlight a convergence between immune-stromal architecture and epigenetic-metabolic reprogramming in CCA.

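In NICD1/Akt mouse livers, Sdhc, a membrane anchor subunit of succinate dehydrogenase, was at 93.2 ± 10.8 CPM at 3 weeks against 183 ± 7.91 CPM in controls (SD, n = 3; log2 fold change -0.97, standard error 0.11, adjusted p = 9.06e-05 from edgeR). At 2 weeks it was at 138 ± 28.7 CPM against 167 ± 14.0 CPM (log2 fold change -0.28, standard error 0.19, adjusted p = 0.549). The effect differed between stages by -0.81 on the log2 scale (adjusted p = 0.0242, and 0.0490 without the library labelled control early 32).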

In the mesenchymal cluster the RLEs *PLAT* was upregulated compared to the other clusters, as expected since the encoded enzyme is involved in the fibrinolytic cascade and mainly expressed in endothelial cells, recently suggested as a proliferation and invasion mediator in CCA due to its relation to galectin-1 (Sirica et al., 2009). *PRMT5*, and *EHMT2*, already described to be involved in CCA and HCC (Bárcena-Varela et al., 2019; Colyn et al., 2021; 2022; Elurbide et al., 2025), although did not pass the threshold of 0.5 Log_2_FC, were upregulated in all groups compared to the Immunogenic group in both cohorts analyzed. These epigenetic factors have also been linked to immune regulation in other cancers, including CCA, pancreatic ductal adenocarcinoma and glioma (Cao et al., 2023; Elurbide et al., 2025; Oyon et al., 2025). These findings indicate that microenvironmental context shapes, and is shaped by, intrinsic epigenetic and metabolic states, highlighting potential vulnerabilities for targeted therapy. This interplay further supports the therapeutic rationale for combining epigenetic modulators with immunotherapy (Villanueva et al., 2020; Licht and Bennett, 2021).

Experimental models recapitulated these patient-derived patterns. Hypoxia is a well-recognized driver of tumor progression affecting practically all hallmarks of cancer (Sin et al., 2023; Liang et al., 2024; Acuña-Pilarte and Koh, 2025). However, the epigenetic dimension of hypoxia-driven tumor progression is still emerging. Interestingly, hypoxia-mediated regulation of histone demethylases such as JMJD1A (KDM3A) and KDM5A (Krieg et al., 2010; Li et al., 2021), accumulation of methylated histones and the coordinated remodeling of histone marks under low oxygen have been described (Lee et al., 2017; Chang et al., 2025). Importantly, the modulation of α-KG-dependent demethylases such as KDM5C and KDM6A by oncometabolites and oxygen availability was previously reported (Chang et al., 2019). We observed that exposure of the HuCCT-1 iCCA cell line to hypoxia induced the expression of key epigenetic regulators similarly altered in tumors. At the same time, human CCA tumoroids and murine NICD1/Akt or TAZ/Akt models partially mirrored both transcriptional and metabolic alterations observed in patients. Functional CRISPR screens reinforced this notion, demonstrating that loss of EpiGs or MGs genes associated with poor prognosis significantly reduces CCA cell fitness, validating these pathways as potential therapeutic targets. Interestingly, the magnitude of change was greater for MGs than for EpiGs when comparing CCA tumoroids to bile duct organoids. This suggests that the transition from tissue extraction to the establishment of 3D cultures exerts a stronger effect on metabolic gene expression than on epigenetic regulator expression. These findings imply that the culture and adaptation processes may preferentially alter metabolic programs, while epigenetic landscapes remain relatively more stable during *ex vivo* expansion.

Multi-omics and cross-species analyses identified conserved upregulation of methyltransferases and acetyl transferases (DNMT1, PRMT1, BRD4), histone deacetylases (HDAC1, HDAC2), and histone methyl and acetyl readers (CBX3, CHD4; TRIM28, DEK, SMARCA4) and suppression of metabolic enzymes (ATIC, IDH2, TYMS), and RLEs (PKM, TKT, TYMS), confirming that these programs are functionally relevant and evolutionarily conserved. Metabolomic profiling in TAZ/Akt-driven murine tumors mirrored these transcriptional changes, demonstrating depletion of fatty acid and acylcarnitine pools, alongside accumulation of phospholipid intermediates and alterations in amino acid and methyl donor metabolism. Pathway analyses of DEP further confirmed the coordination between metabolic suppression and epigenetic activation at the protein level, emphasizing that CCA progression entails a tightly orchestrated reprogramming of both gene expression and metabolite networks.

The recurrent dysregulation of EpiGs in both iCCA and eCCA, as well as in poor-prognosis and high-aggressiveness subclasses, indicates a central and conserved role of epigenetic modulation in CCA pathobiology. Our data also reveal clear distinctions between iCCA and eCCA, with subsets of epigenetic and metabolic regulators showing inverse expression patterns and divergent pathway enrichment profiles. iCCAs were enriched for stress response and signaling pathways, while eCCAs retained lipid, detoxification, and extracellular matrix-related programs. The divergent expression patterns of EpiGs between iCCA and eCCA suggest that each subtype engages distinct epigenetic and metabolic programs, shaped by their specific cellular origins, etiologic contexts, and microenvironmental cues that differentiate intrahepatic from extrahepatic biliary epithelia. At the same time, discrepancies between datasets likely reflect the distinct nature of the control samples beyond the intrinsic biological differences between iCCA and eCCA. For instance, in the Montal et al. study (Montal et al., 2020), the NBD corresponds to peritumoral bile duct tissue, which may influence gene expression patterns. A limitation common to most CCA transcriptomic studies, including ours, is the small number of controls (NBD), due to the inherent difficulty and ethical constraints of obtaining high-quality normal bile duct epithelial tissue for RNA-seq analyses. Moreover, surrounding liver tissue is frequently used as a surrogate healthy control; however, these samples represent peritumoral liver rather than *bona fide* bile duct epithelium, introducing bias due to differences in cellular composition and microenvironmental context. Beyond CCA, similar principles have been observed in other cancers, such as gliomas, where tumor-intrinsic and microenvironmental metabolic cues, including SAM and α-KG, regulate chromatin states, illustrating that the dynamic interplay between metabolism and epigenetics is a broader mechanism influencing tumor biology and therapeutic opportunities (Natarajan et al., 2025).

Collectively, our findings highlight that CCA is characterized by a coordinated rewiring of epigenetic and metabolic networks that sustains proliferation, supports survival under microenvironmental stress, and drives aggressive tumor behavior. This integrated epigenetic-metabolic landscape provides mechanistic insight into tumor heterogeneity, identifies conserved vulnerabilities, and offers a framework for future therapeutic interventions targeting both chromatin regulation and metabolic adaptation. In fact, there are already approved epidrugs that modulate the activity of a growing number of epigenetic effectors such as *HDAC3, BRD4, CIITA, DNMT1, EHMT2, EZH2, HDAC1, HDAC2, KDM5C, PRMT1, PRMT5, SETDB2, SMARCA4,* and *SUV39H1*, and some of them are undergoing clinical trials either alone or in combination with chemo- and immunetherapies for solid tumors (Bueloni et al., 2025; Fernandez-Barrena et al., 2025; Khan et al., 2025; Talom et al., 2025).

## 5 Conclusion

Our integrative analyses show that CCA is characterized by a coordinated reorganization of epigenetic regulators and metabolic pathways. Alterations in EpiGs and MGs are consistent across patient cohorts, experimental models, and aggressive molecular subclasses, linking chromatin plasticity to metabolic adaptation that supports proliferation, stress resilience, and tumor progression. While iCCA and eCCA share a common epigenetic-metabolic framework, subtype-specific differences reflect the influence of cellular origin, microenvironment, and metabolic context. Transcriptomic, proteomic and metabolomic profiling in the TAZ/Akt mouse CCA model confirmed the conservation of these programs observed in human CCAs at a multi-omic level. In parallel, deconvolution analysis of the TME in human CCA datasets allowed us to *in silico* evaluate the epigenetic landscape across immune-stromal subtypes, revealing how chromatin states intersect with microenvironmental composition. Functional validation identifies previously unrecognized CCA drivers, highlighting their potential as therapeutic targets. These findings provide mechanistic insight into tumor heterogeneity, expose vulnerabilities for epigenetic- and metabolism-directed interventions, and offer a framework for prioritizing candidate targets in precision therapies for CCA Vizcaíno et al. (2012).

## Data Availability

All human CCA microarray datasets used in this study, including GSE32225, GSE26566, and GSE132305, are publicly available through the NCBI Gene Expression Omnibus (GEO). Human CCA RNA-seq datasets can be accessed from their respective repositories: TCGA-CHOL (phs000178) gene expression data available at the TCGA research network (https://cancer.gov/tcga), and EGAD00001001693 available via the European Genome-phenome Archive (EGA, https://ega-archive.org/). Data from the patient-derived tumoroids and non-malignant biliary organoids (Broutier et al., 2017), are available at the article’s supplemental files. All omics datasets generated in this study have been deposited in publicly accessible repositories. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Vizcaino et al., 2012) partner repository with the dataset identifier PXD072211. Metabolomics data are available at the NIH Common Fund’s National Metabolomics Data Repository (NMDR) website, the Metabolomics Workbench, under Project ID ST004625 (project DOI: https://doi.org/10.21228/M8785Q). RNA-seq datasets have been deposited in the GEO under the following accession numbers: GSE316441, a superseries that includes HuCCT-1 cells under normoxia and hypoxia (GSE314257) and NICD1/Akt mouse liver samples (GSE316440); and GSE270181 corresponding to TAZ/Akt mouse liver samples, which were previously generated in our laboratory (Elurbide et al., 2025).

# Supplementary material for: Transcriptomic profiling of epigenetic regulators and metabolic reprogramming in human cholangiocarcinoma
**Source:** Front Cell Dev Biol. 2026 Jun 4;14:1765945. doi: 10.3389/fcell.2026.1765945
**Supplement:** Supplementary file 3

Supplementary Material

# Supplementary Figures and Tables

**Supplementary Table 1.** List of EpiGs selected from the literature, classified by their epigenetic function and family, and manually curated functional activities.

**Supplementary Table 2.** List of MGs functionally linked to epigenetic regulation, selected from the literature and classified according to the biological process in which they participate.

**Supplementary Table 3.** List of KEGG metabolic pathways analyzed.

**Supplementary Table 4.** List of RLEs retrieved from RLEdb, and manually curated EC numbers, associated metabolic pathways, and functional classifications.

**Supplementary Table 5.** iCCA patients' classification by transcriptomic signatures into the survival- and recurrence-related subclasses in the GSE32225.

**Supplementary Table 6.** CCA patients' classification by transcriptomic signatures into the subclasses 1 and 2 and the Hsiao liver-specific subclasses in the GSE26566.

**Supplementary Table 7.** GO, KEGG, and Hallmark gene sets in GSEA analysis of DEGs between CCA and NBD in GSE32225 (Sia et al., 2013), GSE26566 (Andersen et al., 2012), and GSE132305 (Montal et al., 2020). Enriched terms (over- or underrepresented) with statistically significant NES (adjusted *p*<0.05) that included EpiGs among the DEGs were highlighted (≥10 highlighted in orange and ≥3 EpiGs in yellow).

**Supplementary Table 8.** Average expression (Log_2_FC) of EpiGs, MGs and RLEs across GSE32225 (Sia et al., 2013), GSE26566 (Andersen et al., 2012), and GSE132305 (Montal et al., 2020) human datasets comparing CCA and NBD samples, human CCA tumoroids and healthy liver-derived organoids (Broutier et al., 2017), and TAZ/Akt-driven tumors and NICD1/Akt-driven tumors (early to advanced stages) compared to normal mouse livers.

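Changes of RLEs, the rate-limiting enzymes of Supplementary Table 4, were computed for NICD1/Akt livers from the deposited counts; the paper's own fold changes were not used here. At 3 weeks 89 of 154 measured RLEs were lower and 36 higher at an unadjusted p under 0.05, and 88 and 36 at an adjusted p from edgeR (88 and 36 adjusted over the list alone). Among RLEs with a mean of at least 1 CPM, large falls were seen in Scd1, the liver stearoyl-CoA desaturase, with 1897 ± 1087 CPM against 10046 ± 1716 CPM (SD, n = 3; log2 fold change -2.40, standard error 0.47), and in Ddc, Cth and Tymp. Above the same limit, the largest rises were in Nmnat2, which makes NAD, with 90.6 ± 14.1 CPM against 0.314 ± 0.211 CPM (log2 fold change 8.13, standard error 0.28), in the retinoic acid synthesis gene Aldh1a2 (6.60, standard error 0.29), in Cyp1b1 (6.38, standard error 0.28) and in the plasminogen activator genes Plat and Plau. Of 16 genes of glycolysis and the pentose phosphate pathway 11 were higher and 2 lower (12 and 2 adjusted over the list alone), among them Hk2 (3.31, standard error 0.20) and Pkm (3.08, standard error 0.15); the list had a preset adjusted p of 0.032 in camera and adjusted p = 0.398 with an estimated correlation. At 2 weeks 5 of 153 RLEs were lower and 5 higher at an unadjusted p under 0.05, and 0 at an adjusted p in edgeR, over all genes or over the list alone. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was among the lower ones and Aldh1a2 among the higher ones (log2 fold change 2.70, standard error 1.11). Without the library labelled control early 32 the counts were 15 lower and 10 higher, with 1 lower adjusted over the list alone; without library 30 they were 4 and 0, without library 31 they were 3 and 2, without library 33 they were 5 and 0, and without library 34 they were 9 and 9. Scaling by library size alone gave 52 lower and 61 higher RLEs at 3 weeks.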

**Supplementary Table 9.** GO, KEGG, and Hallmark gene sets in GSEA analysis of DEGs in CCA samples, comparing the worst- versus best-prognosis groups across the GSE32225 (Sia et al., 2013) and GSE26566 (Andersen et al., 2012) cohorts. Enriched terms (over- or underrepresented) with statistically significant NES (adjusted *p*<0.05) that included EpiGs among the DEGs were highlighted (≥10 highlighted in orange and ≥3 EpiGs in yellow).

**Supplementary Table 10.** Differential expression of EpiGs, MGs and RLEs across TME- defined CCA immune-stromal clusters. Tumors were grouped into Immunogenic, Myeloid, Immune Desert, and Mesenchymal patterns using MCP-counter deconvolution of bulk transcriptomic data. Differentially expressed genes (raw p<0.05) were identified in GSE32225 (Sia et al., 2013) and Hsiao liver-specific subclasses in the GSE26566.

## Supplementary Figures

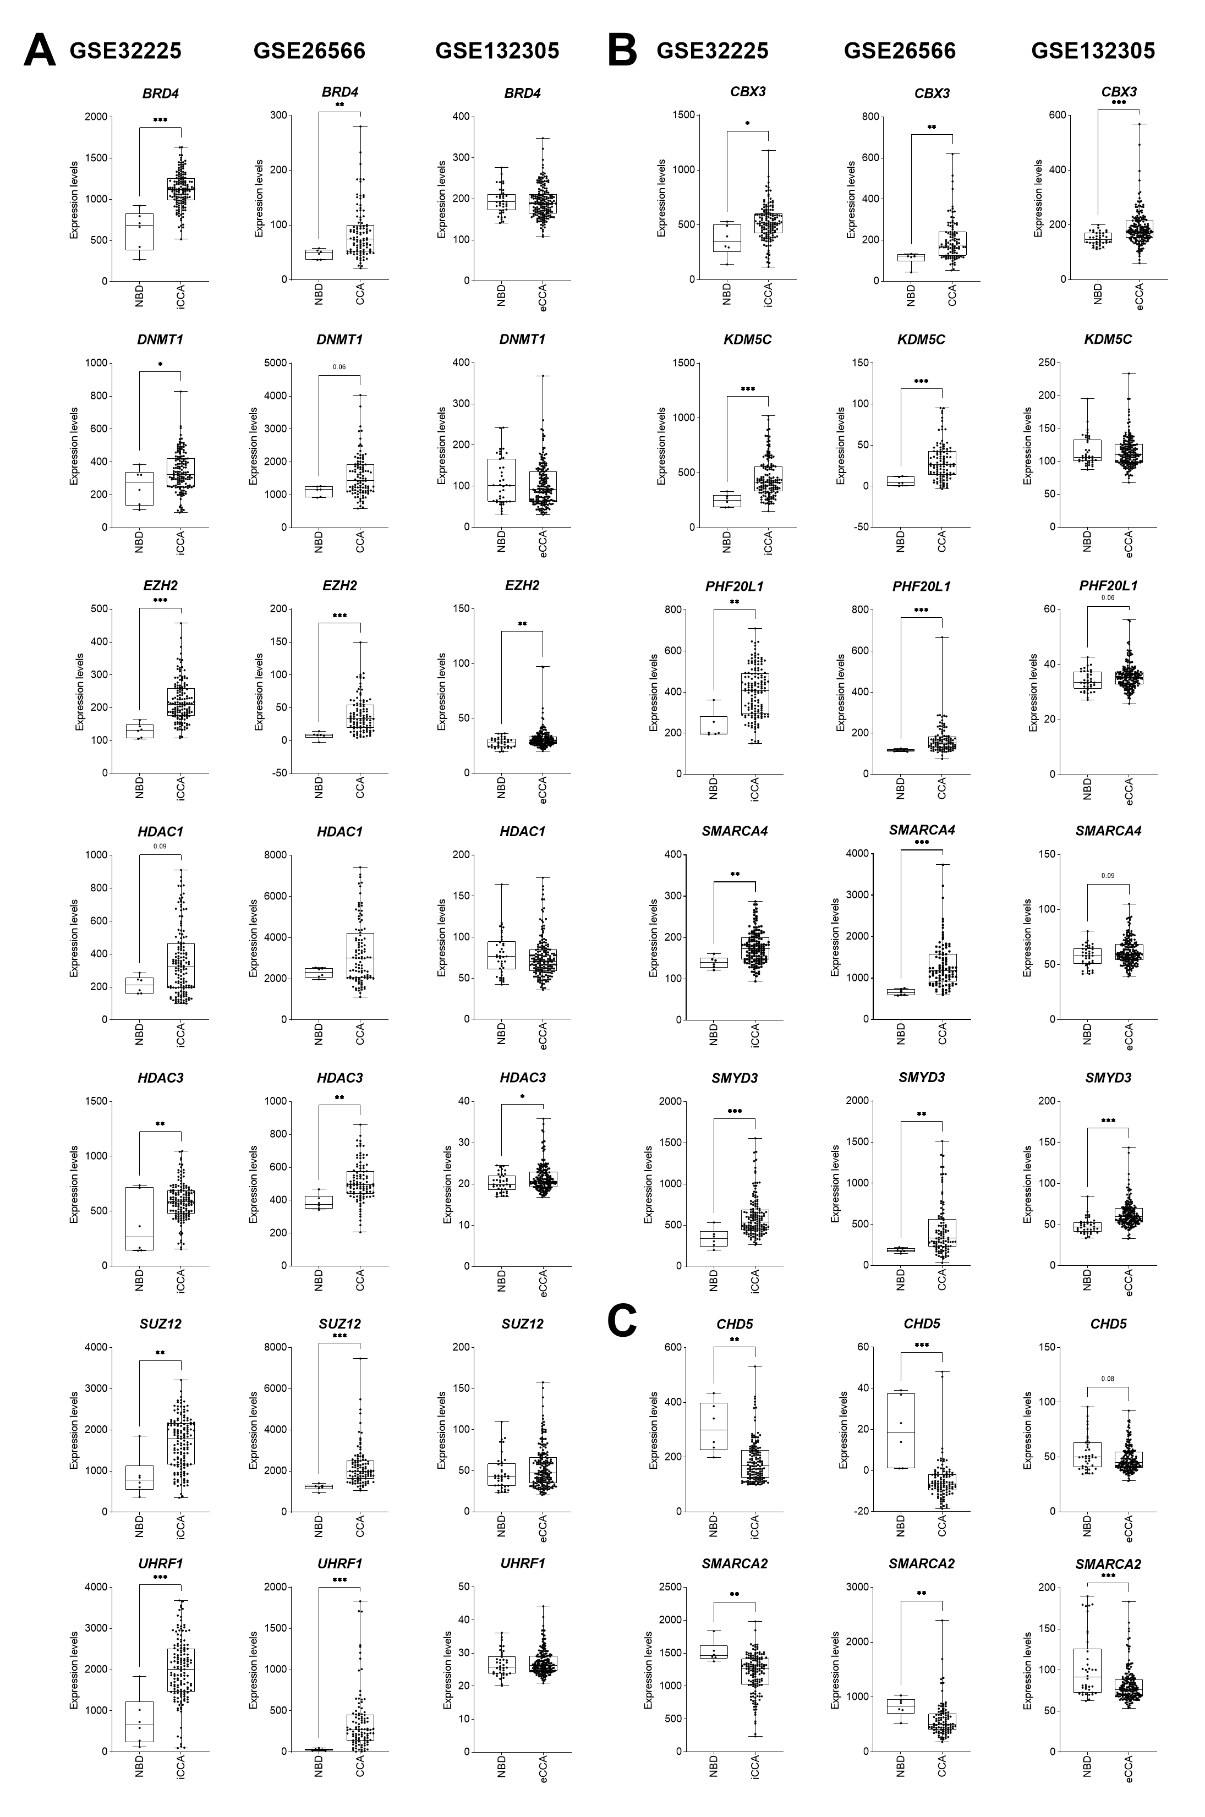
**Supplementary Figure 1. Expression of selected EpiGs in human CCA.** **(A)** EpiGs reported as overexpressed in CCA. **(B)** Additional upregulated and **(C)** downregulated EpiGs with limited or no prior evidence in CCA, representing potentially novel candidates.

**Supplementary Figure 2. Shared and divergent pathway enrichment and gene expression in human iCCA and eCCA.** **(A)** Subset of pathways consistently altered in CCA compared with NBD samples across GSE32225, GSE26566, and GSE132305 human datasets. **(B)** Pathways showing opposite enrichment directions between iCCA (GSE32225) and eCCA (GSE132305) compared with NBD samples. Overlapping differentially expressed genes (DEGs) across all comparisons, highlighting a subset of consistently **(C)** upregulated and **(D)** downregulated genes, including EpiGs, MGs, and RLEs, reflecting shared transcriptional programs in CCA.

**
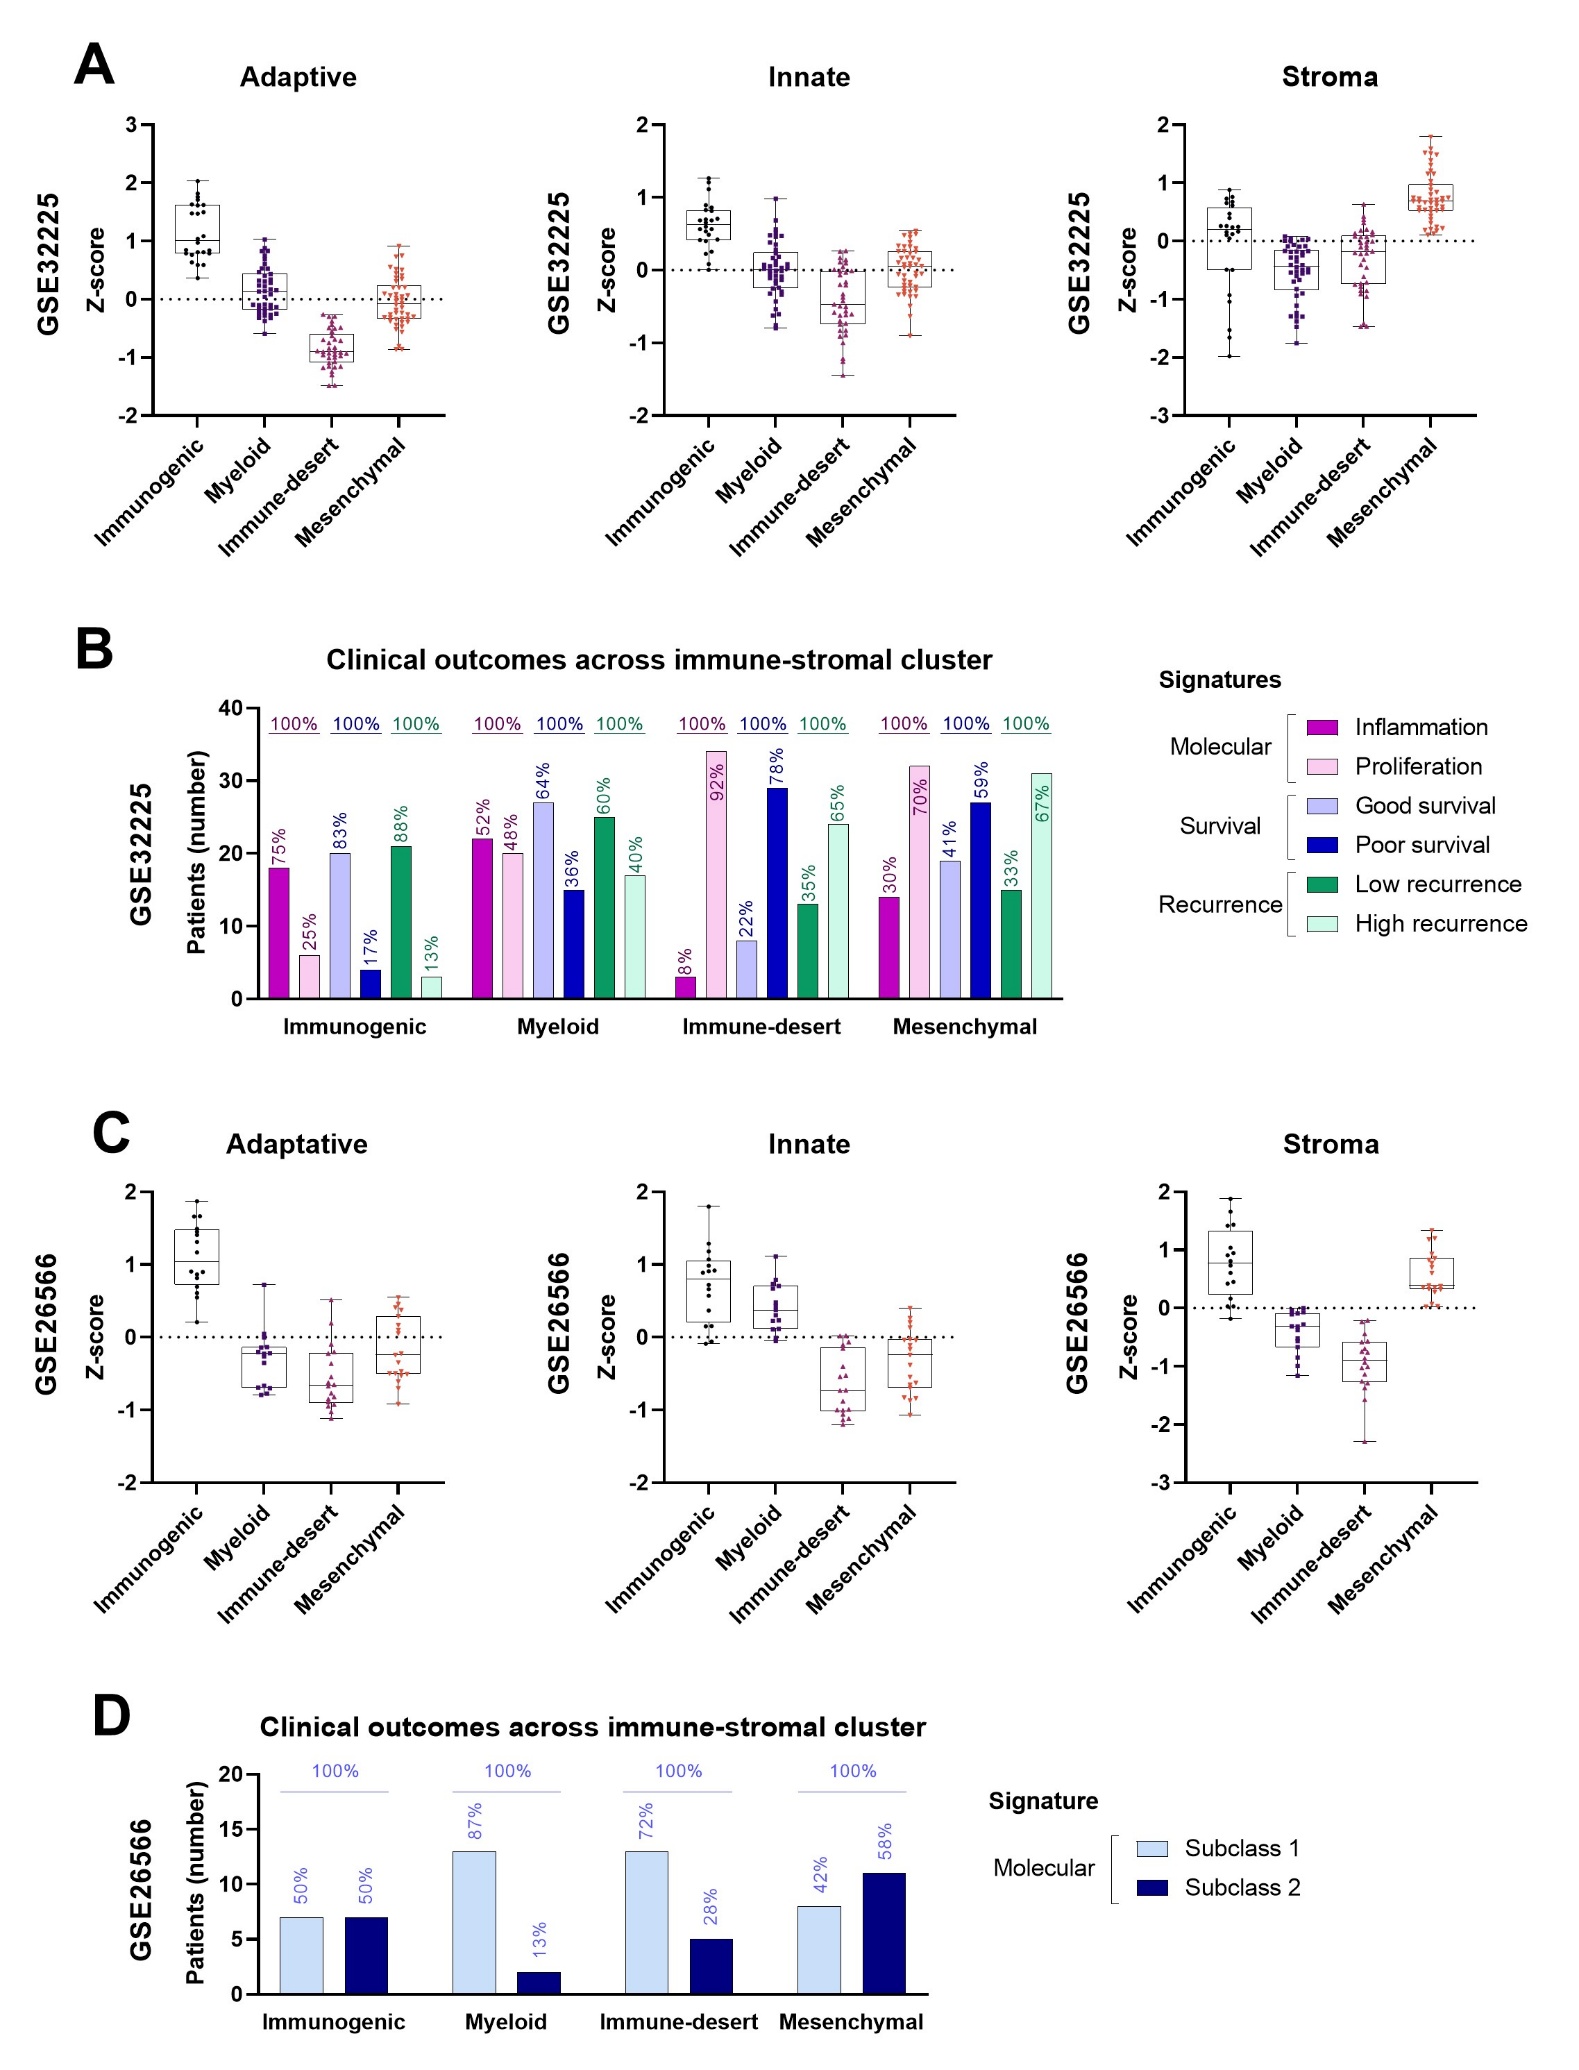
**

**Supplementary Figure 3. Immune-stromal landscape and clinical subclass distribution across CCA clusters.** **(A)** Distribution of immune-stromal composite axes across CCA clusters in GSE32225. Boxplots showing the distribution of the three composite axes (adaptive immunity, innate immunity, and stromal activation) across the four immune-stromal clusters (Immunogenic, Myeloid-rich, Immune-desert, and Mesenchymal). Axes were calculated as the median of standardized MCP-counter scores (Z-scores present relative enrichment across samples for each cell type). **(B)** Distribution of clinical subclasses across clusters in GSE32225. Bar plots display the proportion of patients in each cluster across clinical subclasses (inflammation/proliferation, survival, and recurrence), illustrating the distribution of low- and high-aggressiveness groups. **(C)** Immune-stromal composite axis distribution in Hsiao_High patients from GSE26566. Boxplots depict adaptive, innate, and stromal scores across the four clusters, derived from median standardized MCP-counter values. **(B)** Clinical subclass composition across clusters in Hsiao_High patients from GSE26566. Bar plots show the distribution of patients within each cluster by inflammation/proliferation status, survival, and recurrence.

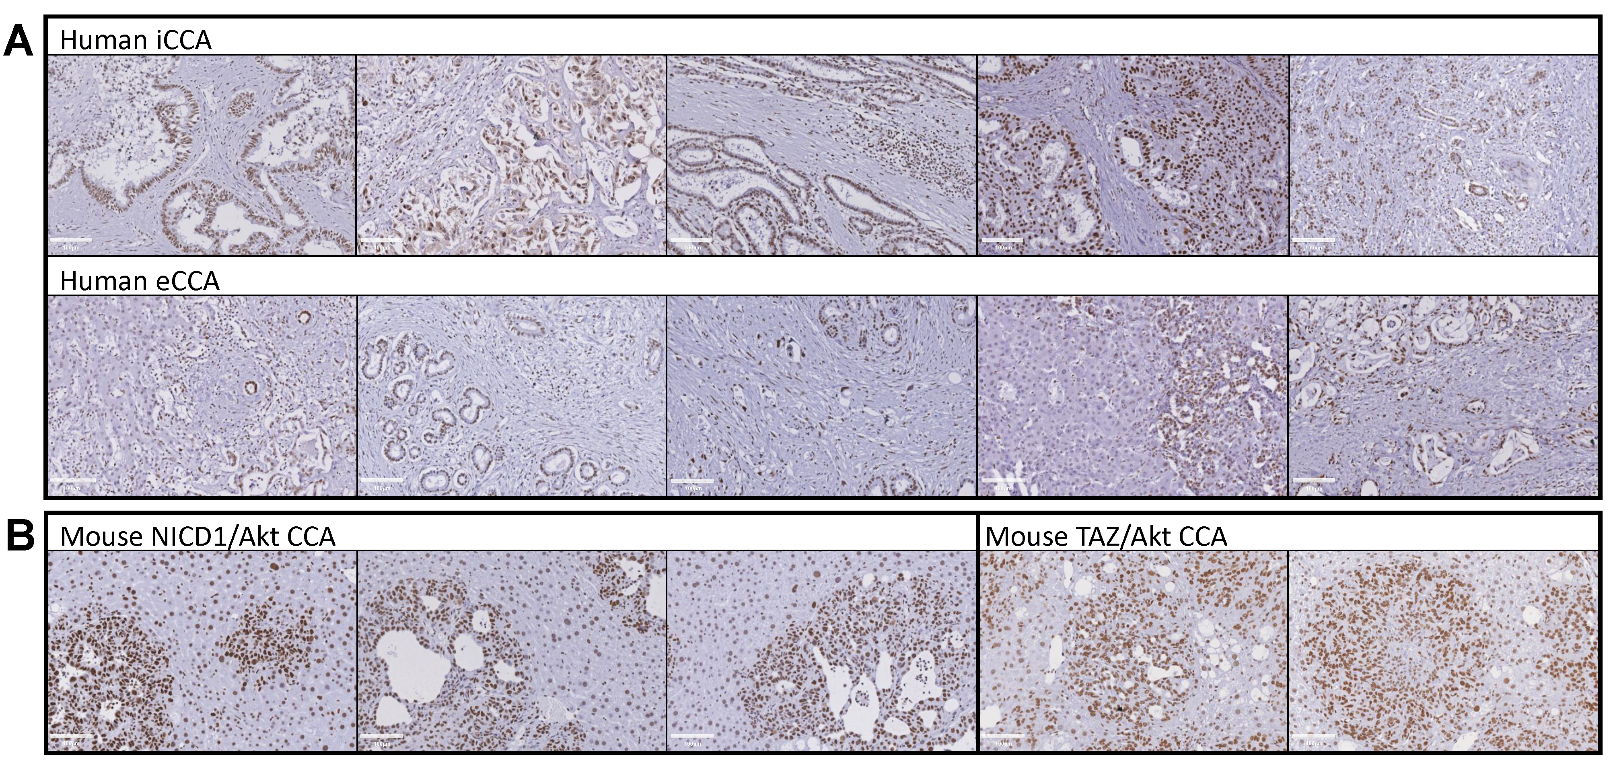

**Supplementary Figure 4. SMARCA4 protein expression in human and experimental CCA. (A)** Representative SMARCA4 immunostaining in human iCCA and eCCA samples and in **(B)** TAZ/Akt and NICD1/Akt mouse CCA models. Scale bar: 100 µm.

How the deposited data were processed for this re-analysis (not part of the article)

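Liver RNA of the NICD1/Akt model was analysed in 12 libraries: NICD1/Akt livers at 2 weeks (33, 34 and 35) and at 3 weeks (1, 2 and 3) after HTVi and livers labelled WT as controls of the early (30, 31 and 32) and late (10, 11 and 12) stage. Conditions and replicate numbers were taken from the sample labels, which name the tissue as liver (CCA tumor) for NICD1/Akt and as liver for controls. The labels give a time after HTVi for the controls too, which is read as the stage they belong to. The controls are taken here as uninjected. Human datasets, tumoroids, metabolites and TAZ/Akt livers were not analysed here.

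The authors deposited raw counts of reads per gene, as whole numbers, in a table for each stage. The paper's methods name trimming, alignment with STAR to mm10 and counting with HTSeq, and the submitters' processing notes name GRCm39, STAR 2.7 and Subread 2.0.6; which of these made the deposited counts was not settled, and no coordinates are given for that reason. Gene symbols were matched by gene ID to GENCODE M21 names, for 21573 of 21807 IDs; 22 symbols stand on a pair of IDs.

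From the deposited counts, CPM, log2 fold changes, standard errors and p-values were computed with R 4.3.3 and edgeR 4.0.16: TMM scaling, filterByExpr with default settings, the quasi-likelihood test (glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment over all genes tested. Every adjusted p in the text is from this test unless another tool is named. Each stage was fitted on its own 6 libraries, as were the CPM given for a stage; levels set side by side across stages use TMM over all 12 libraries. The difference between the effects at 3 and 2 weeks, and the comparisons of 3 with 2 weeks within NICD1/Akt livers and within controls, come from a fit of all 12 libraries in 4 groups. The threshold was an adjusted p under 0.05 for all genes. For the EpiG, MG and RLE lists the paper's unadjusted p under 0.05 was used for counts, with the adjusted counts beside it.

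The copies of the paper's lists hold 256 EpiG entries, where the paper gives 257, 96 MG entries, where it gives 96, and 188 RLE entries, where it gives 189. Since 1 entry is missing from each of the EpiG and RLE copies, no set test was run on them. A further 34 lists (pathways, cell types, complexes and the 4 MG groups) were written down before the data were examined, and 33 of them could be tested at 3 weeks. They were tested with camera in limma 3.58.1 with a preset correlation of 0.01, with an estimated correlation, and with fry. No list passed with an estimated correlation at either stage; with the preset one 14 passed at 2 weeks and 20 at 3 weeks.

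Genes named in the text follow a rule written before the data were examined: every mouse gene that the paper names for this model; Notch1 and Akt1; the 10 genes with the largest fold change in each direction at each stage among those past the threshold with a mean of at least 5 CPM and no overlap between groups; up to 4 members of each list with the smallest adjusted p at 3 weeks; up to 5 further EpiGs, MGs and RLEs in each direction with a mean of at least 1 CPM; and the 10 genes with the largest difference between stages in each direction. Of the genes under this rule and the genes chosen after their values were seen, 3 are not reported here. For genes with 0 counts in a group, the fold is a lower bound against a floor of 3 counts over the group; with 1 to 3 counts, the ratio is given with its 95% counting interval. Intervals and floors cover counting error only.

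Total counts were 13136892 to 19594839 per library. No pair of libraries was found to be a repeat deposit of 1 library: chi-square per gene between replicates of a group was 4.96 to 136. The analysis was tested on simulated counts with known changes, 100 genes at each fold. At 2 weeks 13 of 100 genes with 2-fold and 68 of 100 with 4-fold changes were recovered, with 6 false calls among 12818 unchanged genes; at 3 weeks 72 and 94 of 100 were recovered, with 16 false calls among 13185; for the difference between stages 19 and 66 of 100 were recovered, with 6 false calls among 13606. The alternatives set before the data were examined were DESeq2 1.42.0, edgeR's likelihood ratio test, limma-voom, other scaling factors, other filters on low counts, other thresholds, all 12 libraries in 1 fit, all 6 controls, thinning to the smallest library, leaving out each library in turn and, for the genes that the paper describes as progressive, the comparison of NICD1/Akt livers at 3 with those at 2 weeks, also in a fit of the 6 NICD1/Akt livers alone.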

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

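The tests of the library labelled control early 32 and of sex, and the counts over other splits for the lists and for the comparisons between stages, were chosen after the results were seen.

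The library labelled control early 32 had Notch1 and Akt1 levels within those of NICD1/Akt livers. Of 19 Notch target and biliary genes, 18 were higher in it than in all 5 other control libraries. An admixture of another 2-week library is excluded, since 6 female-biased liver genes leave at most 0.559% of one where Spp1 would need 43.3%. A mixture made only of 3-week libraries is excluded by 55 genes of at least 50 CPM at more than 2 times the highest 3-week library (14 at most for a 3-week library), such as Mup20 with 10070 CPM against 887 CPM. A partial share of RNA from a 3-week NICD1/Akt library was not tested and stays open. A wrong label, which the values are consistent with (18 of 19 genes), and an injected mouse or a liver change of another origin stay open, and the library was kept as labelled.

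The effect of NICD1/Akt relative to controls differed between 3 and 2 weeks for 4258 genes. Among 100 assignments of weeks to libraries the real one gave the highest count (highest other 1718). This does not exclude chance as the source of the 4258 genes. The weeks also differ within controls (5222 genes) and within NICD1/Akt livers (3932 genes), so assignments that mix weeks have a wider spread within groups. The library labelled control early 32 is not the whole cause of the 4258 genes, with 2951 without it. The count was 2404 without library 33, 2496 without library 10, 2626 without library 2, 2785 without library 34, 2798 without library 12 and 6801 without library 35. By Y-linked RNA, sex differed between the stages, although the methods name male mice. Ddx3y was under 1 CPM in 5 of 6 libraries at 2 weeks and in 0 of 6 at 3 weeks. Eif2s3y, Kdm5d and Uty were at most at 0.1328 CPM in these 5 libraries and at least at 15.29 CPM in all others. Sex therefore cannot be told apart from stage in the difference between effects. The same limit holds for the comparison of NICD1/Akt livers at 3 with those at 2 weeks. The controls at 3 and 2 weeks differed in 5222 genes, which enters the difference between effects, and tumor stage stays open as an untested biological explanation.

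Lower MGs and higher EpiGs at 3 weeks were weighed against cell composition, since the NICD1/Akt samples are labelled as tumor tissue and the controls as liver. Fewer hepatocytes would lower all hepatocyte transcripts by a like amount: hepatocyte secreted proteins had a median of -1.46 (SD 0.448) and the 55 lower MGs one 0.453 log2 units nearer to 0 (the medians differ by -0.453), about 1 SD, so a loss of hepatocytes cannot be told apart from a change within them. A uniform gain of RNA from outside the hepatocyte lineage is excluded for the higher EpiGs, since Kupffer cell markers had a median of -1.09 (SD 0.159) while monocyte and macrophage markers had 2.82, matrix genes 3.87 and biliary markers 3.88. An uneven gain, with more RNA from the cell types whose markers rose, was not tested and stays open for the higher EpiGs. Unequal library size is excluded for the 3-week calls, with 9516 genes after thinning to the smallest library; at 2 weeks thinning gave 0 genes in edgeR, as before (1057 at an unadjusted p under 0.05, and 1120 without thinning; DESeq2 27, likelihood ratio test 12, limma-voom 0), which decides nothing. A change within tumor cells stays open for the lower MGs. The difference of -0.453 is no evidence for a further fall within cells, since these MGs fell less than the hepatocyte secreted proteins. For the higher EpiGs such a change was not tested.

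Differences between stages stood out for Cyp2b10 (-5.70 on the log2 scale), Mt2 (-4.86), Rnf186 (-4.69), Egr1 (-4.61), Mt1 (-4.36), Dusp5 (-4.17), Angptl8 (-4.11), Trib1 (-3.83), Cldn14 (-3.79) and Dnajb1 (-3.78), and in the other direction for Dnmt1 (1.34) and for genes with a group at or under the floor, given by their mean CPM in NICD1/Akt livers at 3 weeks: Gp2 (2130), Igfbpl1 (195), Akr1cl (154), Vipr2 (145), Snap91 (81.3), Nexmif (67.9), Adamts16 (48.8), Slc30a2 (23.7), Ccl20 (21.1) and Meltf (16.7). Without the library labelled control early 32, Gp2 (adjusted p = 0.0105), Dnmt1 (adjusted p = 0.0336) and the 10 genes with a negative difference still passed, and the other 9 did not (adjusted p of 0.0704 or above). Outside the EpiG, MG and RLE lists, which the paper discusses, 9307 genes differed at 3 weeks (5061 higher, 4246 lower). The largest rises among them also took in Upk3a (62.5 CPM), Tubb2b (42.4 CPM), Cck (39.4 CPM) and Gm17783 (31.4 CPM).

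For 3 against 3 libraries there are 10 splits, too few for a share under 0.05. The real and the highest other counts at 3 weeks were 9650 and 0 genes in edgeR, 166 and 3 EpiGs, 72 and 5 MGs, 125 and 5 RLEs and 20 and 21 gene lists, and as many splits reached the real count as 1, 1, 1, 1 and 4. At 2 weeks they were 0 and 0 genes (1120 in the real split at an unadjusted p under 0.05), 21 and 24 EpiGs, 5 and 24 MGs, 10 and 41 RLEs and 14 and 21 lists, with 10, 2, 3, 3 and 5 splits. NICD1/Akt livers at 3 and 2 weeks gave 3932 and 0 genes and controls 5222 and 0 in edgeR.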

How the results depend on the processing

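All alternatives were set before the data were examined. No paired analysis was possible because the groups share no replicate numbers. At 3 weeks the count of genes stayed within 1.5 times the reported one under every alternative but the fold threshold, from 6824 with all 6 controls to 10363 with library size only. The threshold here was an unadjusted p under 0.05 for EpiGs, MGs and RLEs and an adjusted one for other genes. Of 221 named genes past it at 3 weeks, 161 were past it in every alternative run. In at least 1 alternative 55 were lost with their sign kept. The rest, Dmap1, Oas1a, Usp18, Stab2 and Itih4, changed sign in 1 alternative and were past the threshold in the others. At 2 weeks 1 of 13 was kept in all. The cause of each change below was not tested. Depth limits genes of few counts; at 2 weeks thinning to the smallest library gave 0 genes in edgeR, as before (1057 at an unadjusted p under 0.05), which does not show how far depth limits that comparison.

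At 2 weeks DESeq2 called 27 genes and the likelihood ratio test 12, against 0 by the quasi-likelihood test (1120 at an unadjusted p under 0.05) and 0 by limma-voom. With a log2 fold change above 1 as well, 5116 genes differed at 3 weeks, 2558 in their effect between stages, 1748 between NICD1/Akt livers and 2599 between controls at 3 and 2 weeks; EpiGs gave 41 higher and 8 lower, MGs 28 lower and RLEs 56 lower at 3 weeks, and all 3 lists 0 in both directions at 2 weeks. At an adjusted p over all genes or over the list alone, EpiGs, MGs and RLEs at 2 weeks were 0 in both directions in edgeR. Library size only gave 191 higher and 7 lower EpiGs, 31 higher and 30 lower MGs and 61 higher and 52 lower RLEs at 3 weeks, and 1 lower EpiG, 2 higher MGs, 3 higher and 2 lower RLEs at 2 weeks. All 6 controls gave 72 higher and 30 lower EpiGs at 3 weeks, and 12 lower EpiGs, 5 higher and 14 lower MGs and 13 higher and 17 lower RLEs at 2 weeks. All 12 libraries in 1 fit gave 32 higher and 12 lower EpiGs, 5 higher and 8 lower MGs and 8 higher and 16 lower RLEs at 2 weeks. At that stage DESeq2 gave 3 lower EpiGs, 4 higher and 8 lower MGs and 8 lower RLEs, the likelihood ratio test 3 lower EpiGs and 3 higher MGs, upper quartile factors 3 lower EpiGs, and no filter on low counts 2 higher MGs. No gene list passed with an estimated correlation at 2 or 3 weeks (0 and 0), and 0 and 27 passed with fry; 14 and 20 passed camera with the preset one.

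Leaving out 1 library at a time, genes whose effect differs between stages ranged from 2404 (without 33) to 6801 (without 35) and genes differing between NICD1/Akt livers at 3 and 2 weeks from 1990 to 6689 (the same libraries). At 2 weeks EpiGs ranged from 1 to 26 higher and 1 to 6 lower, MGs from 0 to 5 higher and 1 to 10 lower, and RLEs from 0 to 10 higher and 3 to 15 lower. Relative to controls, as a difference of effects, the Atad2 change from 2 to 3 weeks ranged from 0.37 to 1.12 and the Ciita change from 2 to 3 weeks from 0.83 to 1.27; that of Ciita was 1.61 with library size only and 1.27 with upper quartile factors. Without reference to controls, between NICD1/Akt livers at 3 and 2 weeks, Atad2 differed by 0.92 (adjusted p = 0.0441), Phf20 by 0.86, Bhmt by -0.90 and Ciita by -0.10; in a fit of NICD1/Akt livers alone the Dnmt1 change from 2 to 3 weeks was 0.74 (adjusted p = 0.0980), that of Phf20 0.89, of Bhmt -0.88 and of Ciita -0.082.

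Signs reversed against all 6 controls for Dmap1 (-0.041), Hdac3 (-0.058), Oas1a (-0.77), Usp18 (-1.66) and Ciart (-1.43) at 3 weeks and for Kmt2a (-0.14) and Dot1l (-1.08) at 2 weeks, and with library size only for Ncoa1 (0.28), Rbbp4 (0.075), Mta2 (0.17), Stab2 (0.18) and Itih4 (0.055) at 3 weeks. Calls of a difference between stages were split 48.8% higher, and 92.2% with library size only and 70.1% with upper quartile factors; for NICD1/Akt livers at 3 against 2 weeks 38.9% and 78.5% with library size only, and for controls 46.1%, 29.6% and 29.2%.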

Differences from the paper's values

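The sizes of the lists that the paper states (257 EpiGs, 96 MGs and 189 RLEs, the paper's values) were within 1 entry of the copies used here.

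The paper describes 5 genes as changing progressively from the early to the late stage of NICD1/Akt tumors. Adjusted over all genes, the difference between the effects at 3 and 2 weeks passed an adjusted p of 0.05 from edgeR for Dnmt1 (1.34 on the log2 scale, adjusted p = 0.0149) and not for Atad2 (0.70, adjusted p = 0.231), Ciita (1.06, adjusted p = 0.0677), Phf20 (0.43, adjusted p = 0.245) or Bhmt (-0.88, adjusted p = 0.124). Adjusted over these 5 genes alone, Dnmt1 passed (adjusted p = 0.00854) and the others did not (adjusted p from 0.0621 to 0.152). All 5 had the same direction at both stages. Comparing NICD1/Akt livers at 3 weeks with those at 2 weeks, an alternative set before the data were examined, Atad2 (0.92, adjusted p = 0.0441), Phf20 (0.86, adjusted p = 0.00939) and Bhmt (-0.90, adjusted p = 0.0437) passed in the paper's direction, as did Dnmt1 (0.72, adjusted p = 0.0343), and Ciita did not (-0.10, adjusted p = 0.792). In a fit of the 6 NICD1/Akt livers alone, Phf20 (0.89, adjusted p = 0.0228) and Bhmt (-0.88, adjusted p = 0.0487) passed, and the Dnmt1 change from 2 to 3 weeks (0.74, adjusted p = 0.0980) and the Atad2 change from 2 to 3 weeks (0.94, adjusted p = 0.0803) did not. Neither comparison among NICD1/Akt livers refers to controls. Sex cannot be told apart from stage in them or in the difference between effects. The Y-linked gene Ddx3y was at 0 to 0.3985 CPM in NICD1/Akt livers at 2 weeks and at 52.2 to 61.2 CPM at 3 weeks. Controls had 0, 0 and 57.16 CPM at 2 weeks and 120.3 to 126.4 CPM at 3 weeks. The Ciita change from 2 to 3 weeks relative to controls passed with library size only (1.61, adjusted p = 0.0427), with upper quartile factors (1.27, adjusted p = 0.0487) and without the NICD1/Akt library 35 (1.27, adjusted p = 0.0265), and Atad2 without that library (1.12, adjusted p = 0.0263).

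Of the 19 EpiGs that the paper names as changed in at least one murine model, 17 passed an adjusted p of 0.05 at 3 weeks in the paper's direction. Hdac3 passed the paper's unadjusted threshold (log2 fold change 0.22, adjusted p = 0.0532), and no longer with DESeq2, the likelihood ratio test, RLE factors, no filter on low counts, all 12 libraries in 1 fit or all 6 controls. Smarca2, which the paper gives as lower, had a log2 fold change of 0.01 at 3 weeks (adjusted p = 0.913) and of -0.29 at 2 weeks (adjusted p = 0.520); at 2 weeks it passed the unadjusted threshold, lower as in the paper, in the fit of all 12 libraries (-0.30), against all 6 controls (-0.35) and without the NICD1/Akt library 34 (-0.40), while with library size only Smarca2 was higher at 3 weeks (0.72, adjusted p = 0.000176). Of the 7 MGs named in that way 6 passed, and Pdk4, given as lower, had a log2 fold change of -0.26 (adjusted p = 0.539) and passed the unadjusted threshold without the NICD1/Akt library 1 (-0.76); at 2 weeks Pdk4 had a log2 fold change of 1.06 (adjusted p = 0.520) and passed the unadjusted threshold, higher, with DESeq2, the likelihood ratio test, library size only, all 6 controls and without the NICD1/Akt library 35. The paper's rule needs a change in only one of its models, and TAZ/Akt livers were not analysed here.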

Other observations

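The comparisons of single genes between controls at 3 and 2 weeks were chosen after the result was seen.

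In NICD1/Akt livers at 3 weeks, the largest rises were in genes with hardly any RNA in control livers. Gp2, a zymogen granule glycoprotein of the pancreas, had 145478 counts against 1 (73800-fold, 95% counting interval 13300 to 2920000), and Vipr2, a receptor of vasoactive intestinal peptide, 9970 against 1 (5060-fold, 908 to 200000). With 0 counts in controls, Igfbpl1 was at least 2280-fold, Akr1cl at least 1800-fold, Snap91 at least 942-fold, Nexmif at least 789-fold, Upk3a at least 727-fold and Cck, a gut hormone, at least 455-fold higher. The size of these rises depended on the alternative. The log2 fold change ranged from 5.74 to 18.26 for Gp2, from 5.08 to 15.01 for Igfbpl1 and from 9.82 to 12.69 for Cck. These 3 calls were kept in all 16 alternatives. Cftr, the chloride channel of bile duct epithelium, had 4261 counts against 3 (721-fold, 247 to 3500), and Dlk1, a fetal liver gene, 272 against 1 (138-fold, 24.6 to 5470).

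Lipogenesis genes moved in both directions. Of 14 lipogenesis genes 10 were lower, among them Elovl6 (log2 fold change -1.91), and 2 higher, Gpam and the desaturase gene Scd2 (6.36), with the same counts adjusted over the list alone (preset adjusted p = 0.027 from camera, and adjusted p = 0.485 with an estimated correlation). Of 4 gluconeogenesis genes 3 were lower (3 adjusted over the list alone), such as G6pc (-1.88), and the list did not pass (adjusted p = 0.0713). Endothelial markers split: Vwf rose by 2.48 and Clec4g of sinusoidal cells fell by 1.27 on the log2 scale, with 2 higher and 4 lower of 10 (adjusted p = 0.410; 2 and 4 adjusted over the list alone). Acute phase proteins (2 higher, such as Lcn2, and 2 lower, such as Crp, of 7; adjusted p = 0.992), interferon response (2 higher of 11; adjusted p = 0.439), T and NK cell markers (1 and 1 of 3; adjusted p = 0.992) and neutrophil markers (1 higher of 4; adjusted p = 0.307) did not pass, with the same counts adjusted over the list alone. Of 12 clock genes 3 were higher, such as Dbp (3.78), and 4 lower, such as Arntl (-1.11), or 3 and 3 adjusted over the list alone (adjusted p = 0.439). The call of Dbp was lost with limma-voom and against all 6 controls, and those of Arntl and Crp with library size only (adjusted p = 0.186 and 0.0779). At 2 weeks gluconeogenesis had a preset adjusted p of 0.0344 (adjusted p = 0.670 with an estimated correlation), and B and plasma cell markers, tested at 2 weeks alone, did not pass (adjusted p = 0.768).

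Controls at 3 weeks had high levels of stress genes with TMM over 12 libraries: Hspa1b was at 313 ± 49.5 CPM (SD, n = 3) against 9.39 ± 7.26 CPM in controls at 2 weeks, and Dnajb1 at 684 ± 289 against 33.4 ± 5.23 CPM (adjusted p = 6.25e-05 and 2.86e-05 from edgeR). The EpiGs Tet2, Nsd3 and Dot1l were also higher in controls at 3 than at 2 weeks (2.74, 1.41 and 2.10 on the log2 scale). Smarca4, an EpiG that the paper discusses, had a log2 fold change of 0.09 at 3 weeks (adjusted p = 0.503), and of 0.80 with library size only (adjusted p = 0.000504). For the TAZ/Akt and NICD1/Akt models the paper shows immunostaining of the SMARCA4 protein. These RNA values do not measure protein or its place in the tissue.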
